# Coronary artery disease risk gene *PRDM16* regulates smooth muscle homeostasis

**DOI:** 10.1016/j.yjmcc.2026.02.002

**Published:** 2026-02-08

**Authors:** Kunzhe Dong, Yingbing Zuo, Yali Yao, Xiangqin He, Guoqing Hu, Xiaoping Peng, Jiliang Zhou

**Keywords:** Smooth muscle cells, PRDM16, Neointima formation, Super enhancers, Coronary artery disease

## Abstract

**Objective:**

Vascular smooth muscle cells (VSMCs) are the primary contractile component of blood vessels and can undergo phenotypic switching from a contractile to a synthetic phenotype in vascular diseases such as coronary artery disease (CAD) and restenosis. This process leads to decreased expression of SMC lineage genes and increased proliferative, migratory and secretory abilities that drive disease progression. Super-enhancers (SE) and lineage-specific transcription factors are believed to drive expression of genes that maintain cell identity and homeostasis. The goal of this study is to identify novel regulators of VSMC homeostasis by screening for SE-regulated transcription factors in arterial tissues.

**Approach and results:**

We characterized human artery SEs by analyzing the enhancer histone mark H3K27ac ChIP-seq data of multiple arterial tissues. We unexpectedly discovered the transcription factor PRDM16, a GWAS-identified CAD risk gene with previously well-documented roles in brown adipocytes but with an unknown function in vascular disease progression, is enriched with artery-specific SEs. Further analysis of public bulk RNA-seq and scRNA-seq datasets, as well as qRT-PCR and Western blotting analysis, demonstrated that PRDM16 is highly expressed in arterial tissues and in contractile VSMCs but not in visceral SMCs, and down-regulated in phenotypically modulated VSMCs. To explore the function of *Prdm16* in vivo, we generated both inducible and constitutive *Prdm16* SMC-specific knockout mice and performed bulk RNA-Seq analysis of aortic tissues and left carotid artery ligation to assess neointima formation. SMC-deficiency of *Prdm16* does not affect the aortic morphology at baseline but significantly alters expression of many genes involved in VSMC homeostasis and cardiovascular disease, and suppresses VSMC proliferation and neointima formation in male mice. Specifically, *Prdm16* negatively regulates the expression of *Tgfb2* that encodes an upstream ligand of the TGF-β signaling pathway, by suppressing its promoter activity.

**Conclusions:**

Our results suggest that the CAD risk gene *PRDM16* is highly expressed in VSMCs and is a novel regulator of VSMC homeostasis and neointima formation.

## 1. Introduction

Smooth muscle cells (SMCs) are the major contractile components in hollow organs such as blood vessels and gastrointestinal (GI) tissues. Under normal conditions, SMCs are highly differentiated and contractile, characterized by expressing a unique repertoire of contractile genes [1]. However, under pathological conditions such as coronary artery disease (CAD), SMCs switch their phenotype from a contractile to a synthetic state, as characterized by decreased expression of SMC-specific lineage genes, increased expression of genes associated with proliferation, migration and secretion [1]. This process is known as SMC phenotypic modulation and plays a major role in driving vascular disease progression such as atherosclerosis and restenosis [2]. Despite its importance, the mechanism governing SMC phenotypic modulation is largely unknown. Identifying novel players that maintain SMC identity and homeostasis is an essential step toward understanding the etiology of vascular diseases and developing better clinical approaches.

Super-enhancers (SEs), defined as large clusters of dense enhancers within ~12.5 kb of each other and characterized by exceptionally high transcription factor (TF) and co-activator occupancy [3], are predominant determinants of cell identity and homeostasis by precisely controlling the spatiotemporal expression of cell lineage-specific genes [4–6]. Recent studies have shown that SEs also drive the expression of many critical cardiac lineage-defining TFs, such as TBX3 [7], GATA4 [8], MESP1/2 [9] and HAND2 [10]. Moreover, sequence mutations occurring within the enhancer regions can alter the expression of cardiac genes and cause cardiac dysfunction [11–16]. These studies highlight the potential of identifying novel key regulators that maintain SMC identity and homeostasis by screening for vascular SMC (VSMC)-specific SE-regulated TFs.

PRDM16 is a member of the PR domain-containing (PRDM) family and encodes a zinc-finger TF [17]. It is historically known as a master mediator of brown fat differentiation and identify [18–20]. Interestingly, mutations of *PRDM16* gene have been associated with various cardiovascular diseases including CAD [21], blood pressure-related disorders [22,23], stroke [24] and dilated cardiomyopathy [25,26]. Recent studies have shown that PRDM16 plays a critical role in maintaining myocardial cardiomyocyte identity [27] and regulating arterial flow recovery by maintaining endothelial function [28]. However, further efforts are needed to better understand its in vivo expression pattern [29] and functional role in VSMC-driven vascular diseases [30,31].

Through an unbiased genome-wide screening of multiple public epigenetic and transcriptomic datasets, here we unexpectedly discovered that *PRDM16* is associated with artery-specific SEs and enriched in arterial tissues and VSMCs. To investigate its function, we generated SMC-specific *Prdm16* KO mice and performed whole transcriptome analysis as well as left carotid artery (LCA) ligation to assess neointima formation. Our results show that loss of *Prdm16* in SMCs does not appear to affect aortic morphology at baseline but significantly alters expression of genes involved in VSMC homeostasis, and suppresses VSMC proliferation and neointima formation. Furthermore, our findings suggest that PRDM16 negatively regulates *Tgfb2* in VSMCs by suppressing its promoter activity.

## 2. Materials and methods

The authors declare that all supporting data are included in the article and its online Supplemental Material. The bulk RNA-Seq data generated in this study have been deposited at GEO (Gene Expression Omnibus) database under accession number GSE227692. All animal procedures were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of Augusta University.

## 3. Results

### 3.1. PRDM16 is predominately expressed in arterial tissues and VSMCs

To establish the epigenetic regulatory atlas of human blood vessels, we de novo analyzed the enhancer data of 9 human arterial tissues defined by H3K27ac ChIP-seq from ENCODE database (Online Table S1). We identified human artery SEs using the well-established ROSA algorithm [4] and integrated the highly reliable SEs (present in more than 5 samples) with human TF database to screen for SE-regulated TFs in arteries (Fig. 1A). We obtained and prioritized 1071 arterial SEs based on a combination of average ranking and intensity value (Fig. 1B). This analysis revealed 126 SE-regulated TFs in human arterial tissues. Among them, PRDM16, which is a GWAS identified risk gene for multiple cardiovascular diseases with poorly understood function in the progression of vascular disease [21,29], stood out as having the smallest average ranking number and strong intensity across the 9 samples (Fig. 1B).

A closer examination of the human *PRDM16* gene locus revealed an enrichment of artery DNase I hypersensitivity signals and ATAC-seq peaks. In combination with analysis of H3K27ac and H3K4me ChIP datasets, we found *PRDM16* gene locus is enriched with typical enhancers (TEs) and three large SEs identified by ROSE [4] in human arterial tissues (Fig. 1C), indicating a highly accessible chromatin landscape. Consistently, data from GTEx portal database showed that human *PRDM16* expression is highly enriched in all 3 arterial tissues including thoracic, coronary and tibial artery. *PRDM16* expression in the heart is low, although in which the function of PRDM16 has been previously reported [27] (Fig. 1D). Similarly, analysis of bulk RNA-seq of different mouse tissues revealed that *Prdm16* is most abundantly expressed in aortic tissues (Fig. 1E). This aortic tissue-enriched expression pattern of *Prdm16* was further validated by qRT-PCR (Fig. 1F) and Western blotting analysis (Fig. 1G and Online Fig. S1) that included the brown adipocyte tissue (BAT), a tissue in which PRDM16 function was best documented [18–20]. Notably, unlike the pan-SMC marker ACTA2, PRDM16 is minimally expressed in the colon, a visceral SMC-rich tissue. These results collectively indicate that PRDM16 expression is enriched in arterial tissues in both human and mouse.

To further define the cell types that express *PRDM16* in blood vessels, we examined its expression in the integrative scRNA-seq datasets of human and mouse aortic tissues, respectively. Both datasets recapitulated major vascular cell types such as normal SMCs (SMC), phenotypically modulated SMC clusters (Mod), fibroblast (Fibro), endothelial cells (EC), and immune cells including T cells, B cells, macrophages (MΦ) and natural killer (NK) cells (Fig. 1H–I), as defined by highly expressed cell type-specific marker genes (Online Fig. S2). This in silico analysis revealed that *PRDM16* is predominantly expressed in normal contractile SMCs and to a lesser extent in ECs, while down-regulated in phenotypically modulated SMCs (Fig. 1H–I). PRDM16 has recently been reported to play a critical role in cardiomyocytes [27,32–34]. To further characterize its expression in the heart, we re-analyzed publicly available scRNA-seq data generated in embryonic and adult heart of both human (Online Fig. S3) and mouse (Online Fig. S4). These analyses revealed the *PRDM16* expression is present in SMCs, ECs, cardiomyocytes and adipocytes in heart of both human and mouse, without the VSMC-enriched pattern observed in arterial tissues. *Re*-analysis of scRNA-seq of SMC-enriched intestinal tissues from both human and mouse revealed that *PRDM16* expression is negligible in visceral SMCs (Online Fig. S5). Taken together, these findings suggest that the CAD gene PRDM16 is highly expressed in arterial tissues and VSMCs but not in visceral SMCs, suggesting a previously unrecognized role for PRDM16 in VSMCs.

### 3.2. SMC-specific Prdm16 deletion alters VSMC transcriptomes in mouse aorta

As an initial step to explore the VSMC function of PRDM16 in vivo, we generated inducible SMC-specific *Prdm16* KO mice (iSM KO) by crossing *Prdm16*^*F/F*^ mice [18] with *Myh11*-CreER^T2^ mice [35] (Fig. 2A). Upon tamoxifen administration, Cre activation led to the excision of floxed exon 9, introducing a frameshift mutation and producing *Prdm16* null alleles in SMCs. 

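Prdm16 (ENSMUSG00000039410) lies on the minus strand of chromosome 4 of GRCm38 (mm10), from 154316125 to 154636873. Its transcript in the GENCODE annotation used here has 17 exons and 8598 bp. Exon 9 spans 154340721 to 154342137 and is wholly coding. Its length of 1417 bp leaves a remainder of 1 on division by 3, so that joining exon 8 to exon 10 shifts the reading frame. Exon 9 holds 37.0% of the 3825 coding bases and 16.5% of the transcript.

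**Figure D1:**
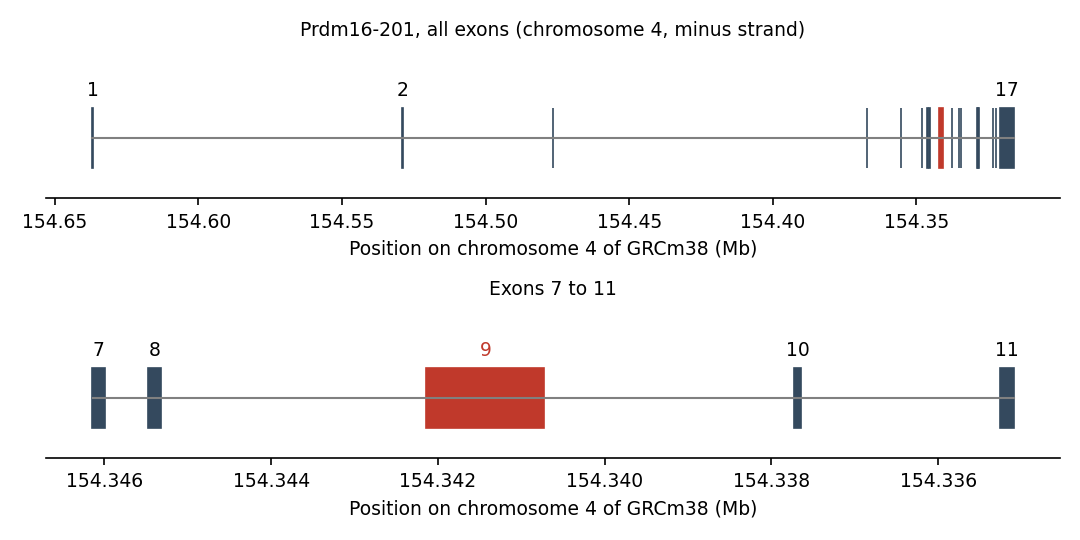
Exons of the Prdm16 transcript by position on chromosome 4 of GRCm38 in Mb, drawn in the direction of transcription, with all 17 exons above and exons 7 to 11 enlarged underneath. Boxes are exons, each with a thin outline so that the shortest stay visible, and exon 9, 1417 bp long, is red.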

Adult mice were injected with tamoxifen to initiate Cre activation, followed by 2 weeks of washout period, and aortic tissues were harvested for histological and bulk RNA-seq analysis after additional 60 days (Fig. 2B). The specific and efficient deletion of *Prdm16* exon 9 in the arteries of *Prdm16* iSM KO mice was validated by detection of the deleted allele with PCR genotyping and was further confirmed by qRT-PCR analysis (Online Fig. S6A–C). Mice lacking *Prdm16* in SMCs exhibit no obvious gross abnormalities and have comparable body weight to control mice (Online Fig. S6D). As an initial screen for potential morphological changes in the aorta, we performed H&E staining on thoracic aorta. This analysis revealed no significant changes in medial thickness (Fig. 2C–D) and lumen area of aortas from *Prdm16* iSM KO mice compared to control mice (Online Fig. S6E).

We next sought to assess the effect of *Prdm16* loss on the gene expression programs of VSMCs. 

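Aortic RNA from 3 Prdm16 iSM KO and 3 control male mice was sequenced after depletion of ribosomal RNA. Both groups carried the Myh11-CreERT2 transgene and received tamoxifen, followed by a washout of 2 weeks and a further 60 days. The KO mice were homozygous for the floxed Prdm16 allele and the controls for the wild-type allele. The authors mapped paired-end reads to the Ensembl mouse reference (mm10) with Illumina DRAGEN and deposited an estimated count per gene, neither normalized nor rounded. Between 10.9% and 12.2% of the values in a library were not whole numbers, and how reads that match several genes were shared is not stated in the paper's text. The counts summed to 33695066, 37589157 and 24911609 in controls 1 to 3 and to 40460467, 35821404 and 35133152 in iSM KO mice 1 to 3. Protein-coding genes took 59.0% to 67.6% of these counts, and the small structural RNA genes Rn7s1, Rn7s2 and Rn7sk took 22.8% to 28.1%. Control 3 had both the smallest total and the smallest protein-coding share, which makes its low counts the least precise. The counts were rounded, as in the paper, and of 55487 genes the 16565 with a count over 10 in all samples of at least 1 group were tested. Libraries were scaled by edgeR's TMM method, and normalized counts are given in CPM, the count of a gene relative to the scaled total of its library. Differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR), where the paper used DESeq2, and genes past an FDR of 0.05 with a fold change over 2 are called changed. In simulated counts with 200 changed genes, all by a fold change over 2, an FDR of 0.05 recovered 90.2% of them. Of the genes past this FDR at any fold change, 11.0% were not changed, which is above the nominal rate. The share among those with a fold change over 2 was not measured. With 3 mice per group, an exact permutation test of a single gene cannot give a p below 0.1.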

We performed bulk RNA-Seq on aortic tissues from both *Prdm16* iSM KO and control mice 60 days after tamoxifen administration, allowing sufficient time to avoid acute tamoxifen- or Cre-related effects and capture stable transcriptional changes driven by *Prdm16* deficiency. 

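The deposited counts cover whole genes, so reads on exon 9 cannot be separated from reads on the other exons. For the whole Prdm16 gene, the normalized count was 195 ± 24.5 CPM (SD, n = 3) in control aortas and 95.4 ± 16.5 CPM (SD, n = 3) in iSM KO aortas. The groups did not overlap. The log2 fold change was -1.03 (standard error 0.14, FDR = 0.00264 from edgeR's quasi-likelihood test). With each library left out in turn it stayed between -1.17 and -0.92 and its FDR stayed under 0.05, but in only 4 of these 6 fits was the fold change over 2. Removal of exon 9 from every transcript, with no other change, would lower the log2 of a count proportional to transcript length by 0.26 (a log2 change of -0.26).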

As anticipated, examination of RNA-seq reads demonstrated that the number of reads derived from the floxed exon 9 are dramatically reduced in *Prdm16* iSM KO mouse aorta as compared to that of control mice (Online Fig. 6F). 

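Principal components were computed from the log2 CPM (prior count 2) of the 16565 genes, centred and not scaled. Component 1 held 48.1% of the variance and component 2 held 16.9%. On component 1 the controls scored -31.1, -29.2 and -36.1 and the iSM KO libraries 36.4, 35.4 and 24.7. The controls spread further along component 2, from -31.2 to 26.7, than the iSM KO libraries, from -15.3 to 16.9. The share on component 1 depended most on the filter and was 30.0% with all 30727 genes that had a count. In every alternative tried the groups did not overlap on component 1.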

PCA analysis using all the detected expressed genes revealed KO samples were clearly segregated from control samples (Fig. 2E), indicating altered global transcriptomic profiles in the absence of *Prdm16*. 

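In the edgeR fit, 232 genes were higher and 229 lower in iSM KO aortas, and 1252 genes had an FDR under 0.05 at any fold change. The test against a fold change of 2 itself (glmTreat) was the alternative that moved these numbers most, to 64 higher and 31 lower genes. Without iSM KO replicate 1 or 2, 133 and 128 genes were lower. Of the 461 changed genes, 443 are listed in Online Table S4, all with the same direction. Npy4r had the smallest adjusted p-value, with 3.06 ± 0.22 CPM in controls and 45.0 ± 0.63 CPM in iSM KO (SD, n = 3), a log2 fold change of 3.87 (standard error 0.10, FDR = 3.34e-07 from edgeR's quasi-likelihood test). Tnnt2 rose from 13.9 ± 3.44 to 718 ± 22.8 CPM (SD, n = 3), with a log2 fold change of 5.69 (standard error 0.19). Eef1a2, F13a1, Chrdl1 and Slc6a17 were also higher, with log2 fold changes of 3.98, 3.16, 3.50 and 1.81. Gm13212 fell from 16.3 ± 6.58 to 0.51 ± 0.10 CPM (SD, n = 3), a log2 fold change of -4.97 (standard error 0.34), and lies on chromosome 4 within 20 Mb of Prdm16, where changed genes were more frequent than elsewhere. Parts of its transcript are near-identical to other genes, among them Zfp984, so its count is uncertain. Wif1, Kcnq3, Wnt16 and Nfasc were lower, with log2 fold changes of -2.74, -2.45, -1.57 and -1.96. These genes kept their direction and an FDR under 0.05 with a fold change over 2 in all 6 fits that each left out 1 library.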

Differential analysis revealed a total of 269 and 248 up- and down-regulated genes (Fold change >2 and FDR <0.05) (Fig. 2F and Online Table S4). Interestingly, 43 of these genes have been identified as risk genes by GWAS for various cardiovascular diseases such as CAD, chronic occlusive pulmonary disease (COPD), BP-related disorders and aneurysm (Fig. 2G and Online Table S4). 

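Online Table S4 lists a trait from genome-wide association studies beside some of its 517 genes. The traits are the study's own annotation, and in the copy used here many trait entries are shortened, so only the presence of a trait was counted and no disease was counted by name. Of the changed genes of the edgeR fit that the table lists, 82 carried a trait. These were 42 of 224 higher genes (18.8%, 95% Wilson interval 14.2% to 24.4%) and 40 of 219 lower genes (18.3%, 13.7% to 23.9%), a difference within the counting error (Fisher's exact test, two-sided, p = 0.903). In the fits that left out 1 library each, the number was lowest without iSM KO replicate 2, at 52 genes. The traits of genes outside the table were not used here, so no enrichment over other genes was tested.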

Subsequent functional enrichment analysis revealed differentially expressed genes were significantly overrepresented in a wide spectrum of functional categories with some of them strongly implicated in VSMC phenotypic switching and vascular disease development. For instance, up-regulated genes were involved in response to external stimuli, extracellular matrix organization, MAPK signaling pathway and muscle cell proliferation. 

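The members of the paper's GO and KEGG terms were not used here. Gene lists for some of the named processes and for cell type markers were written before the counts were examined but after Online Table S4 was read. No list covered external stimuli, MAPK, AMPK or cAMP signalling, cell adhesion or cell migration. The lists were tested with limma's camera at a preset inter-gene correlation of 0.01. Of 20 lists with enough genes, 12 passed an FDR of 0.05, most of them lists of cell type markers. Only 4 did so with fry, and none with camera's estimated correlation, under which 3 lists had an unadjusted p under 0.05, so the calls rest on the assumed correlation. Among 32 collagen genes tested, 9 had an FDR under 0.05 and 14 when adjusted over the list alone, and the list was not past the threshold (camera FDR = 0.0911, median log2 fold change 0.17) except without Control replicate 3 (FDR = 0.0462). Of these genes 3 are in Online Table S4, chosen there on the same libraries. Col14a1 rose from 93.0 ± 20.3 to 402 ± 25.8 CPM (SD, n = 3) and Col12a1 rose by 1.46 on the log2 scale, while Col3a1 fell. The 19 tested genes of the Adamts family moved in both directions (camera FDR = 0.642), with Adamts14, Adamts8 and Adamtsl2 higher and Adamtsl3 lower past the threshold. Adamtsl2 passed it in 1 of 6 fits that each left out 1 library. The list of 14 tested proliferation genes had a median log2 fold change of 0.0037 and was not past the threshold (camera FDR = 0.569).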

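The BMP and TGF-β genes were examined as separate lists of ligands, receptors and SMADs, extracellular or membrane antagonists, and target genes. The antagonist list also holds Ltbp1 and Ltbp3, which encode latent TGF-β binding proteins and not BMP antagonists. Among the 15 genes of the list tested, 7 had an FDR under 0.05, Ltbp1 among them, or 10 when adjusted over the list alone. Their median log2 fold change was 0.53 (camera FDR = 1.17e-04), and the list also passed under fry (FDR = 7.63e-04). Genes of the list are in Online Table S4, chosen there on these same libraries, so the list is not independent evidence. Chrdl1, which encodes chordin-like 1, rose from 20.9 ± 4.24 to 237 ± 42.1 CPM (SD, n = 3). Fst, which encodes follistatin, rose from 2.05 ± 0.62 to 21.2 ± 4.13 CPM (SD, n = 3), a log2 fold change of 3.34. Grem1 was low in both groups, with 0.66 ± 0.12 CPM in controls and 1.94 ± 0.46 CPM in iSM KO (SD, n = 3). Of 13 ligand genes only Tgfb2 passed the threshold, and the list was higher (median log2 fold change 0.22, camera FDR = 0.0343), though not without Control replicate 2 (FDR = 0.0693), Control replicate 3 (FDR = 0.143) or iSM KO replicate 3 (FDR = 0.0688). Of 19 receptor and SMAD genes, 14 were lower (median -0.15, camera FDR = 0.0332), and the list was not past the threshold without Control replicate 1 (FDR = 0.200). Acvr1c, at 0.90 ± 0.33 CPM in controls and 0.22 ± 0.05 CPM in iSM KO (SD, n = 3), was the receptor past the threshold, and it stayed past it in 1 of 6 fits that each left out 1 library. Acvr1c is also in the list of adipocyte markers, and its CPM was lowest in control 1 and highest in control 2, the order of the controls that 12 of 14 tested genes of that list share. The list of 12 tested TGF-β target genes was not past the threshold (median 0.021, camera FDR = 0.229). Of its genes, 3 had an FDR under 0.05, or 5 when adjusted over the list alone. These 3, chosen after their values were seen, were Ltbp2, Pmepa1 and Tgif1, with log2 fold changes of 0.84, 0.52 and 0.69 (edgeR FDR = 0.00157, 0.0278 and 0.0414), none over a fold change of 2. The list of 11 BMP target genes was not past the threshold either (median -0.14, camera FDR = 0.0914) and passed it only without iSM KO replicate 1 (FDR = 0.0149). With libraries left out, the median of this list ranged from -0.27 without iSM KO replicate 1 to -0.031 without Control replicate 2.

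**Figure D2:**
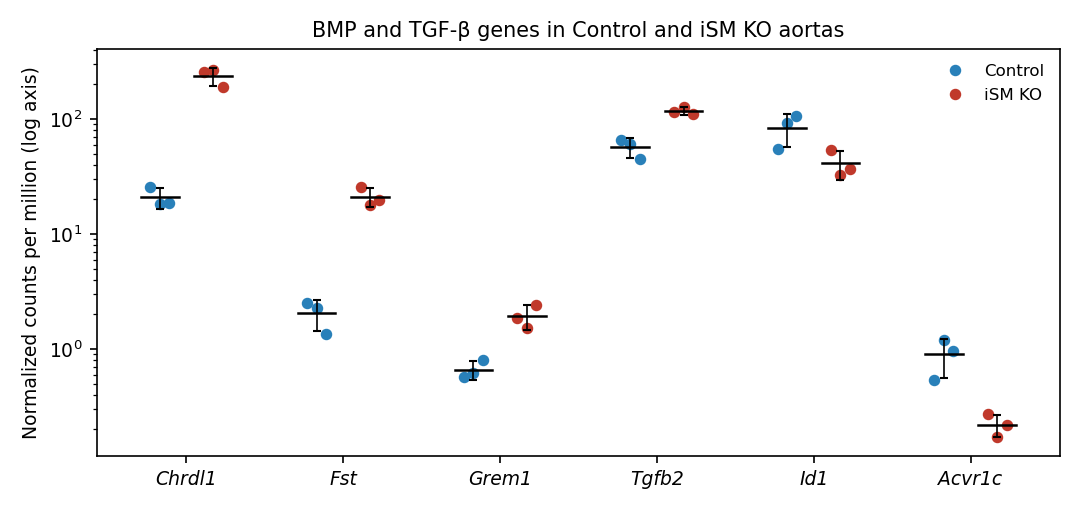
Normalized counts in CPM (log axis) of 6 genes of the BMP and TGF-β lists past the threshold in 3 control (blue) and 3 iSM KO (red) aortas. Points are libraries, horizontal bars are means and error bars are SD. Chrdl1, Fst, Grem1 and Tgfb2 are higher and Id1 and Acvr1c, which is also an adipocyte marker, lower in iSM KO.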

Notably, genes involved in BMP and TGF-β signaling pathways were up-regulated in *Prdm16* KO VSMCs (Fig. 2H). 

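Of 23 Notch pathway genes tested, 13 were lower and 10 higher in iSM KO aortas. The list was not past the threshold (median log2 fold change -0.058, camera FDR = 0.229) except without Control replicate 3 (FDR = 0.0280). The median of the list was -0.14 without Control replicate 3 but 0.035 without Control replicate 1, so its sign is not set by these data. Jag2 fell from 12.4 ± 1.57 to 3.08 ± 1.08 CPM (SD, n = 3), a log2 fold change of -2.02 (standard error 0.24, FDR = 0.00155 from edgeR's quasi-likelihood test). Dll1 fell from 13.2 ± 5.23 to 5.66 ± 1.67 CPM (SD, n = 3), with a log2 fold change of -1.23, but passed the threshold in only 2 of 6 fits that each left out 1 library. Notch3 was lower by a smaller amount (log2 fold change -0.34) and Notch2 higher (0.41), both with an FDR under 0.05 and both chosen after their values were seen.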

Down-regulated genes are mainly associated with regulation of cell adhesion and cell migration, as well as AMPK, cAMP and Notch signaling pathways (Fig. 2H).

To examine whether these dysregulated genes are direct PRDM16 targets or not, we integrated PRDM16 ChIP-seq data generated from embryonic mouse heart [27]. 

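Online Table S4 also records whether the embryonic heart data hold a PRDM16 peak in each gene's region and in its promoter. A peak was listed for 136 of the 224 higher genes of the edgeR fit in the table (60.7%, 95% Wilson interval 54.2% to 66.9%) and for 92 of the 219 lower genes (42.0%, 35.7% to 48.6%). Higher genes carried a peak more often than lower genes (Fisher's exact test, two-sided, p = 9.52e-05). A peak in the promoter was listed for 54 higher genes (24.1%, 19.0% to 30.1%) and 34 lower genes (15.5%, 11.3% to 20.9%; Fisher's exact test, p = 0.0243). Peaks of unchanged genes were not analysed here, so the shares have no background to be set against.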

PRDM16 ChIP-seq peaks were found in 60.9% of up-regulated and 43.1% of the down-regulated genes, with 25.8% and 15.6% respectively located within the proximal promoter regions (Fig. 2I and Online Table S4). Furthermore, we selected a list of up–/down-regulated differentially expressed genes including *Tgfb2*, an upstream effector of TGF-β signaling pathway, and matrix genes (*Adamts8*, *Adamts14*, *Adamtsl3*, *Col14a1* and *Col3a1*), as well as several other genes with little known function in SMCs and vascular diseases such as *Hgf*, *Fos* and *Id1* for validation with qRT-PCR (Online Fig. 6G). These selected genes are either risk genes for cardiovascular diseases (Online Fig. 6H) or/and contain PRDM16 ChIP-seq peaks within their genomic region (Online Fig. 6I). 

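All 11 genes of Fig. 2J passed the threshold in the edgeR fit, 5 higher and 6 lower. They were picked from these libraries, so this is not independent evidence. Adamts14 rose from 10.0 ± 0.78 to 27.4 ± 5.68 CPM and Hgf from 2.64 ± 0.48 to 8.00 ± 1.08 CPM (SD, n = 3), with log2 fold changes of 1.45 and 1.61. Adamts8 rose by 1.08 on the log2 scale and Col14a1 by 2.11. Adamtsl3 fell from 121 ± 12.6 to 43.8 ± 3.81 CPM, Col3a1 from 1084 ± 61.3 to 497 ± 41.1 CPM and Ccn3 from 986 ± 98.9 to 404 ± 22.1 CPM (SD, n = 3), with log2 fold changes of -1.47, -1.13 and -1.29. The counts of Fos, Dusp1 and Id1 varied more among the controls. Fos was at 101 ± 97.5 CPM in controls and 14.1 ± 0.30 CPM in iSM KO (SD, n = 3), a log2 fold change of -2.85 (standard error 0.58, FDR = 0.0190 from edgeR's quasi-likelihood test), which was -1.67 without Control replicate 2. It passed the threshold in 4 of 6 fits that each left out 1 library, and not without iSM KO replicate 1 or 2. Dusp1 had a log2 fold change of -1.28 and was at -0.96 without Control replicate 2. Id1 fell from 84.1 ± 26.4 to 41.1 ± 11.4 CPM (SD, n = 3), a log2 fold change of -1.03 (FDR = 0.0401), and passed the threshold in 2 of 6 fits that each left out 1 library. Without iSM KO replicate 2, 6 of the 11 genes passed it.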

The differential expression of most of the selected genes following *Prdm16* KO was confirmed by qRT-PCR analysis (Fig. 2J). Collectively, our results suggest that *Prdm16* deficiency alters VSMC transcriptomes.

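The median log2 fold change over all 16565 tested genes was -0.014. TMM scaling assumes that most genes do not change, so this median cannot reveal a shift shared by most genes. The controls varied more than the iSM KO mice, with a median SD of log2 CPM of 0.186 in controls and 0.131 in iSM KO aortas (n = 3 each). From its own results taken together, the paper proposes that loss of Prdm16 alters the transcriptome of VSMCs.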

### 3.3. SMC-specific Prdm16 deletion suppresses neointima formation in male mice

Since the inducible *Myh11*-CreER^T2^ driver is Y chromosome-linked and restricted to male mice [36], we next generated a constitutive SMC-specific *Prdm16* KO (cSM KO) mice using a novel *Myh11*-Cre line we recently developed [37] (Fig. 3A). This Cre line constitutively expresses Cre specifically in SMCs beginning in early embryonic development, driven by the endogenous *Myh11* promoter located on chromosome 16, thus enabling investigation of *Prdm16* function in both male and female mice [37]. Deletion of *Prdm16* in the aorta was confirmed by genotyping in both sexes showing the presence of deleted allele specifically in aortic tissues such as brachiocephalic artery but not in tails (Online Fig. S7A). Data from qRT-PCR further supported a significant reduction in *Prdm16* expression in the aorta from both sexes of mice (Fig. 3B). Both male and female KO mice showed no obvious abnormalities and had comparable body weights to control mice (Online Fig. S7B). To examine the in vivo function of PRDM16 under pathological conditions, we performed LCA ligation in male and female *Prdm16* cSM KO and control mice. Injured LCA tissues were collected 21 days post-ligation for neointima assessment at different distances (100, 200, 300 and 400 μm) from a reference point located beneath the ligation site, where the ligature did not distort the vessel and the elastic laminae remained intact (Fig. 3C), as previously described [38,39]. H&E staining revealed significantly reduced neointima formation at 200 and 300 μm in male *Prdm16* cSM KO mice, as evidenced by decreased neointimal area (Online Fig. S7C) and reduced neointima-to-medial ratio (Fig. 3D & E). No significant differences were observed in medial layer area or lumen area, although a trend toward increased lumen area in KO mice was observed (Online Fig. S7C). In contrast, no difference was detected between KO and control female mice (Online Fig. S7D–E). Immunofluorescence staining revealed a reduction in MKI67^+^/ACTA2^+^ cells in injured LCA of male KO mice (Fig. 3F & G), indicating suppressed VSMC proliferation in the absence of *Prdm16* within neointima. To further substantiate this specifically in VSMCs, we isolated primary VSMCs from cSM *Prdm16* KO mice and control aortas, and cultured them under full medium containing 10% Fetal Bovine Serum (FBS) or stimulated with PDGF-BB to mimic proliferative cues during neointima formation following arterial injury. Consistent with the in vivo findings, *Prdm16*-deficient VSMCs exhibited reduced proliferation as determined by direct cell counting (Fig. 4A). EdU incorporation assays followed by flow cytometry (Online Fig. S7F–G) further revealed a marked reduction in EdU^+^ cells in KO compared to WT VSMCs after PDGF-BB stimulation (Fig. 4B). Moreover, qRT-PCR and Western blotting analyses demonstrated markedly decreased expression of proliferation-associated genes such as *Pcna* and *Mki67*, accompanied by increased expression of SMC contractile markers in KO VSMCs (Fig. 4C–D). In addition, siRNA-mediated acute knockdown of *Prdm16* in WT VSMCs produced similar results, showing decreased proliferative gene expression while increasing contractile gene expression (Online Fig. S7H). These results collectively demonstrate that *Prdm16* deletion in SMCs inhibits ligation-induced neointima formation in male mice, likely due to decreased VSMC proliferation.

### 3.4. PRDM16 negatively regulates Tgfb2 expression by suppressing its promoter activity

We hypothesized that TGFB2, an upstream effector of TGF-β signaling pathway known to play critical roles in SMC and vascular biology [40], is a downstream target of PRDM16. 

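Tgfb2 (ENSMUSG00000039239) lies on the minus strand of chromosome 1 of GRCm38, from 186622792 to 186705989. Its normalized count was 57.5 ± 11.2 CPM in controls and 118 ± 9.20 CPM in iSM KO aortas (SD, n = 3 each), and the groups did not overlap. The log2 fold change was 1.04 (standard error 0.14, FDR = 0.00260 from edgeR's quasi-likelihood test). With each library left out in turn it stayed between 0.89 and 1.15 and the FDR stayed under 0.05, with a fold change over 2 in 4 of these 6 fits.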

Our RNA-seq analysis revealed that *Tgfb2* expression is significantly up-regulated in aortas of *Prdm16* iSM KO mice (Fig. 5A, left). Consistently, bulk RNA-seq data from a previous study [31] which used the same Cre driver to delete *Prdm16* in SMCs, also showed increased *Tgfb2* expression in aortic tissues (Fig. 5A, right). 

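Tgfb1 was at 52.8 ± 0.75 CPM in controls and 66.9 ± 7.89 CPM in iSM KO aortas (SD, n = 3), a log2 fold change of 0.34 (standard error 0.09, FDR = 0.0575 from edgeR's quasi-likelihood test). The groups did not overlap, and the FDR was 0.0256 with DESeq2 and 0.0345 without the filter on low counts. Over all alternatives it ranged from 0.0256 to 0.165, and the fold change stayed under 2. Tgfb3 was at 122 ± 23.6 CPM in controls and 138 ± 19.8 CPM in iSM KO (SD, n = 3), a log2 fold change of 0.17 (standard error 0.15, FDR = 0.548), and its groups overlapped.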

Notably, the expression of *Tgfb1* and *Tgfb3*, the other two ligands of the TGF-β pathway, remained unchanged in both datasets (Online Fig. S8A). To further validate this finding, we performed qRT-PCR analysis which confirmed the elevated *Tgfb2* expression in the aortas of *Prdm16* cSM KO mice (Fig. 5B), along with dysregulation of several other genes identified in the RNA-seq analysis of *Prdm16* iSM KO mice (Online Fig. 8B). Interestingly, ChIP-seq data from mouse heart revealed PRDM16 binding peaks at the promoter region of *Tgfb2* (Fig. 5C) [27], suggesting potential direct transcriptional regulation. To test this, we generated mouse *Tgfb2* promoter luciferase reporters containing either the full −540 to +989 promoter fragment (Wt) or a deletion lacking the putative PRDM16-bound region (Del) (Fig. 5D), and assessed their responsiveness to PRDM16 co-expression in 10 T1/2 fibroblasts and two VSMC lines (A7r5 and PAC1). In 10 T1/2 cells, PRDM16 induced a modest but significant suppression of luciferase activity from both Wt and Del reporters (Fig. 5E, left). In contrast, in both VSMC lines, PRDM16 dramatically inhibited *Tgfb2* promoter activity, suggesting that fibroblasts may lack cofactors required for full PRDM16-mediated suppression. Notably, deletion of the putative PRDM16-bound region identified by heart ChIP-seq did not diminish this suppression, as WT and Del reporters responded to PRDM16 similarly (Fig. 5E, middle and right). Together, these results suggest that PRDM16 negatively regulates *Tgfb2* transcription in VSMCs by suppressing its promoter activity, and the heart ChIP-seq-identified PRDM16-bound region (+230 to +744) is not required for this regulation.

## 4. Discussion

In this study, we demonstrate that *PRDM16*, a GWAS identified CAD risk gene with previously well-documented roles in brown adipocytes [18–20] and cardiomyocytes [27], is enriched with artery SEs and highly expressed in arterial tissues and VSMCs, but not in visceral SMCs. Deletion of *Prdm16* gene in SMCs in mice does not affect the aortic morphology at baseline but significantly alters expression of many genes involved in VSMC phenotypic modulation and vascular disease progression. Moreover, *Prdm16* loss in SMCs attenuates cell proliferation and ligation-induced neointima formation in male mice.

PRDM16 is best known as a master molecular switch of brown fat differentiation [18–20] and has also been shown to play critical roles in cardiomyocyte compaction during murine embryonic development [27]. A recent study further demonstrated that adipocyte-specific *Prdm16* deficient mice, characterized by loss of beige adipocyte identify, develop marked vascular remodeling and elevated blood pressure, underscoring a broader role for PRDM16 in vascular homeostasis [41]. In this study, we performed a comprehensive analysis of *PRDM16* expression and demonstrated that *PRDM16* gene locus harbors numerous artery enhancers and SEs, and is most abundantly expressed in arterial tissues compared to other tissues, including the brown adipocyte tissue and heart (Fig. 1A–G). Among vascular cell types, *PRDM16* expression is highly enriched in SMCs as revealed by scRNA-seq of human and mouse aortic tissues (Fig. 1H–I). This finding is supported by recent scATAC-seq (single-cell sequencing assay for transposase-accessible chromatin) studies of human aortic tissues showing SMC-specific chromatin accessibility at the *PRDM16* locus [42,43], along with other recent reports [30,31,44]. PRDM16 is also expressed in ECs with a much lower abundance as compared to SMCs, in agreement with the recent study reporting that PRDM16 plays a role in regulating arterial flow recovery via endothelial function [28]. Interestingly, unlike other SMC-enriched genes that are expressed in both vascular and visceral SMCs of GI tissues such as MYOCD [45], LMOD1 [46] and *CARMN* [47], PRDM16 exhibits negligible expression in GI tissues and visceral SMCs (Fig. 1D–G & Online Fig. S3–5). Previous studies showed that global or SMC-specific knockout of these pan SMC-enriched genes in mice often leads to lethal GI phenotypes [48–50], which largely impedes the efforts for investigating their vascular function. Therefore, the VSMC-enriched expression of PRDM16 offers a unique opportunity to study its function in VSMCs and vascular disease by inherently avoiding GI confounders. The regulatory mechanism conferring the VSMC-enriched expression of PRDM16 is unclear. We speculate it lies in chromatin landscape, as the gene locus contains many chromatin regions that are specifically accessible in VSMCs [42,43]. Future studies may focus on unveiling which regulatory element(s) and upstream transcription factor(s) direct the enriched expression of PRDM16 in VSMCs.

To determine the consequence of loss of PRDM16 in SMCs in vivo, we deleted *Prdm16* specifically in SMCs in mice. Our results show that *Prdm16* deficiency in adult SMCs does not affect the aortic morphology at baseline (Fig. 2C–D) but significantly disrupted the transcriptomic profiles (Fig. 2E–F). The dysregulated genes upon *Prdm16* ablation, which may reflect both direct transcriptional targets of PRDM16 as well as secondary downstream effects, include many known risk genes for various cardiovascular disorders (Fig. 2G), suggesting PRDM16 is a broader regulator of cardiovascular diseases-associated genes. These transcriptomic changes likely disrupt VSMC homeostasis and contribute to vascular disease development. Supporting this, recent studies have shown that SMC-specific *Prdm16* KO mice exhibited aberrant circadian blood pressure rhythms [30], increased abdominal aortic aneurysm development [31], and formation of collagen-rich atherosclerotic plaques with thick fibrous caps and few foam cells [44]. In our study, we further explored its role in neointima formation, a VSMC proliferation-driven pathology modeling arterial restenosis [51]. Unexpectedly, we found that *Prdm16* deficiency attenuates ligation-induced neointima formation in male mice and inhibits VSMC proliferation. Given that PRDM16 expression is enriched in contractile SMCs and downregulated during SMC phenotypic modulation, this paradoxical finding suggests that PRDM16 exerts a more complex, context-dependent role beyond maintaining VSMC homeostasis under baseline conditions. Specifically, it may facilitate pro-remodeling or proliferative gene programs in response to injury. Interestingly, this inhibitory effect on neointima formation was not observed in female mice, indicating a sex-dependent response. Although the mechanisms underlying this difference remain unclear, prior studies support sex-dependent roles of PRDM16 in cardiovascular biology. For example, cardiac-specific *Prdm16* deletion results in sex-dependent cardiomyopathy and increased cardiac mortality, with greater susceptibility in females [52]. In contrast, SMC-specific deletion of *Prdm16* has been reported to produce similar hypotensive phenotypes in both male and female mice [30], suggesting that the sex differences in PRDM16 function may depend on the disease context. It will therefore be important for future studies to determine whether PRDM16 exerts sex-specific effects in other vascular disease models such as atherosclerosis [53] and aneurysm [31], which have not been systematically examined. In addition, androgen receptor signaling has been shown to negatively regulate PRDM16 expression in beige adipocyte [54], raising the possibility that hormonal pathways may similarly modulate PRDM16 activity in VSMCs, a question that warrants further investigation. Overall, these findings position PRDM16 as a major regulator of VSMC function and a potential therapeutic target in diverse vascular diseases.

Among the genes upregulated following *Prdm16* deletion is *Tgfb2*, which encodes TGFB2, an upstream activator of TGF-β signaling pathway and is a GWAS identified risk gene for multiple vascular diseases such as aortic aneurysm [55,56], BP-related disorders [57], and COPD [58]. Elevated *Tgfb2* expression is consistently observed in both iSM and cSM *Prdm16* KO aortas, which is further corroborated by a previous study using the iSM KO model [31] (Fig. 5A & B). Similarly, increased *Tgfb2* expression has also been observed following *Prdm16* deletion in cardiomyocytes across multiple independent studies [27,33,34]. This cross-reference validation provides strong evidence that PRDM16 negatively regulates *Tgfb2* transcription. ChIP-seq from mouse heart tissue [27] revealed the presence of PRDM16 binding peaks within its proximal promoter region. However, our luciferase reporter assays indicate that PRDM16 suppresses the *Tgfb2* promoter activity in VSMCs independently of this putative binding site (Fig. 5D–E), suggesting that PRDM16 may regulate the same target gene via distinct regulatory regions in a cell type-dependent manner. Furthermore, because the inhibitory effect was notably weaker in fibroblast relative to VSMCs (Fig. 5E), we reasoned that PRDM16 may require VSMC-expressing co-factors to exert its repressive function on *Tgfb2*, consistent with its role as a transactional co-regulator [17]. TGF-β consists of 3 ligand members including TGFB1, TGFB2 and TGFB3. Our results support that PRDM16 selectively regulates TGFB2, without affecting the expression of the other two. It remains unclear whether the attenuated neointima formation in *Prdm16* SMC KO male mice is a direct consequence of elevated *Tgfb2* expression. TGF-β signaling pathway plays diverse, context-dependent roles in regulating VSMC phenotype and function [40]. While many studies have shown that TGF-β signaling pathway is activated in injured arteries and promotes injury-induced neointima formation [59–62], others suggest it can inhibit VSMC proliferation and migration [63]. Furthermore, most of these studies have focused on TGFB1, whereas the specific role of TGFB2 remains less well understood. Notably, TGFB2 and TGFB1 are not functionally redundant, as their knockout mice show distinct phenotypes [64]. Specifically, *Tgfb2* KO mice exhibit perinatal lethality with smaller ascending aortas and thinning of aortic wall, and other developmental defects in heart, lung, inner ear, limb, spinal column, and urogenital defects [65], while *Tgfb1* null mice develop immune system defects with an inflammatory phenotype [66]. Additionally, TGFB2 haploinsufficiency has been shown to impair SMC differentiation [67] and predispose to thoracic aortic aneurysms [55]. Consistent with this, deletion of SMC-specific *Tgfb2* in adult mice leads to vascular wall medial degeneration, aneurysm formation, dissection, and rupture [68]. These findings collectively support a role for TGFB2 in maintaining VSMC differentiation phenotypes, which typically shift toward a synthetic and proliferative state in response to injury. Therefore, our observations that *Prdm16* deletion leads to *Tgfb2* upregulation while concurrently suppressing neointima formation and VSMC proliferation raises the possibility that TGFB2 may function to inhibit VSMC phenotypic switching under certain conditions.

In summary, our study identifies that *PRDM16*, a CAD-associated gene, is highly expressed in aortic tissues and VSMCs, and establishes it as a novel regulator of VSMC homeostasis. In addition to its recently reported roles in aneurysm [31], blood pressure regulation [30] and atherosclerosis [44], we provide new insights into the in vivo function of PRDM16 in vascular remodeling following injury. Targeting PRDM16 expression in VSMCs may represent a promising therapeutic approach for treating vascular diseases.

## Supplementary Material

1

2

## Figures and Tables

**Fig. 1.**
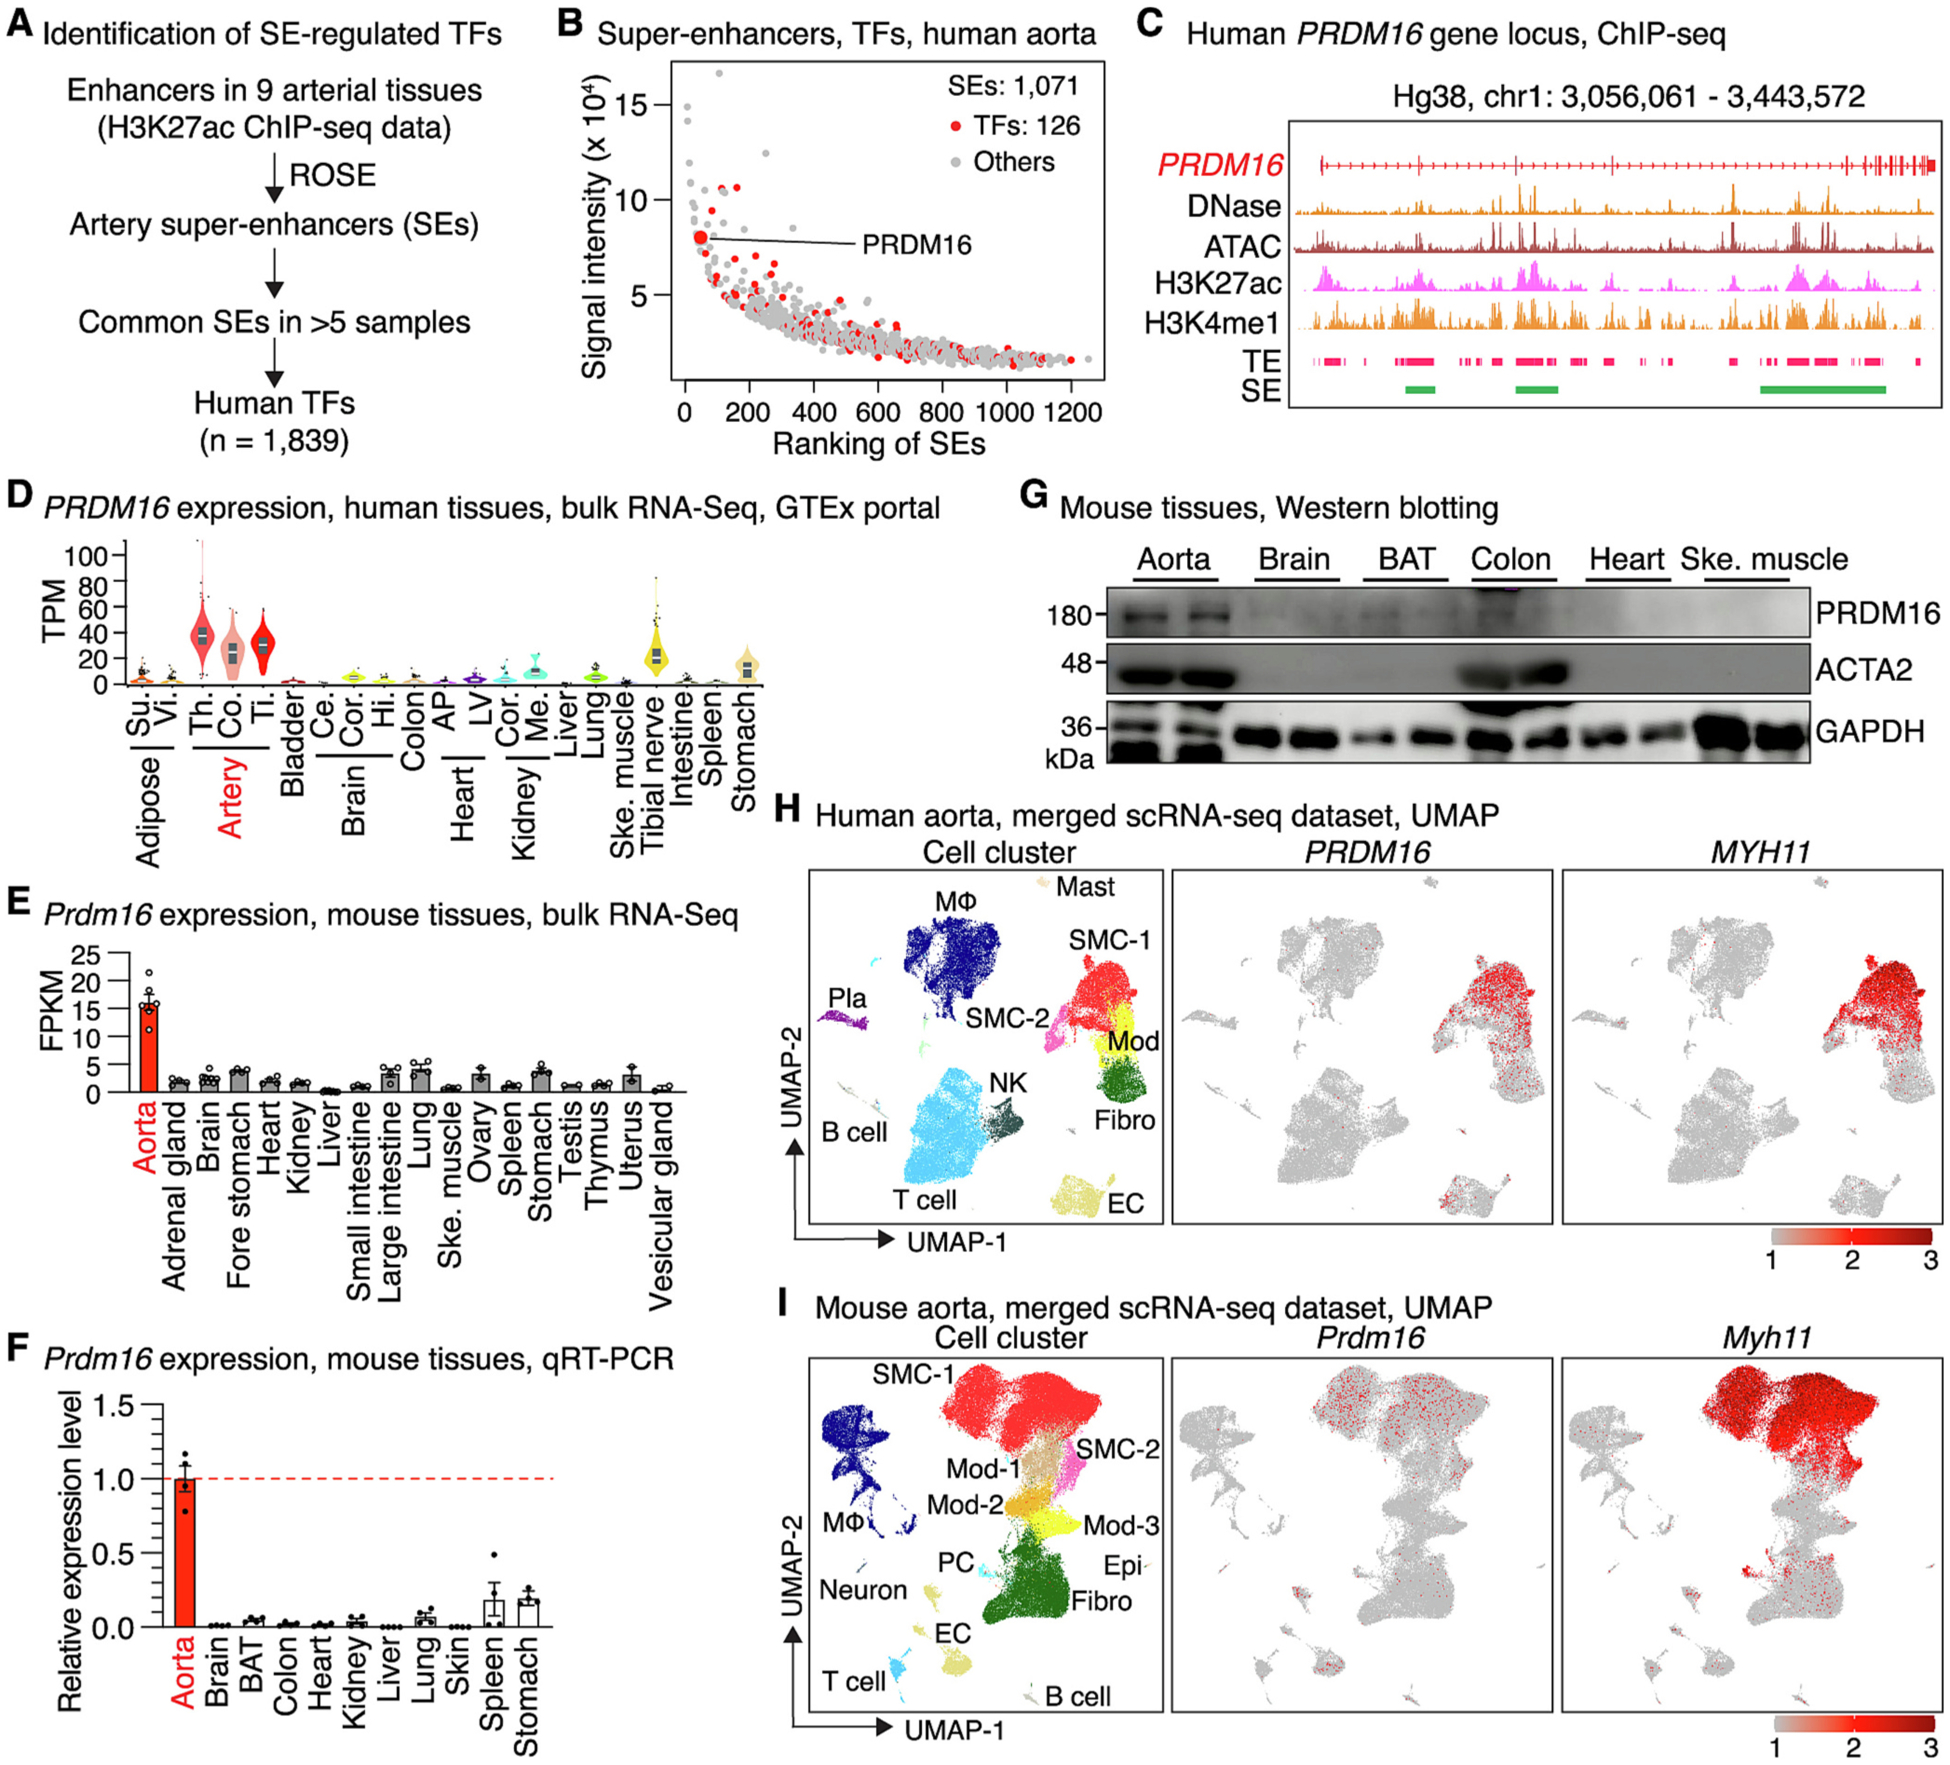
PRDM16 is predominately expressed in arterial tissues and VSMCs. (A) Workflow for identifying super-enhancer (SE)-regulated transcription factors (TF) in human arterial tissues. (B) Ranking of the 1071 arterial SEs. The ranking number and signaling intensity are averaged from the 9 analyzed samples. SEs annotated to transcription factors are highlighted in red and PRDM16 is labeled. (C) Integrative genomics viewer (IGV) tracks of DNase-seq, ATAC-seq, H3K27ac and H3K4me1 ChIP-seq, typical enhancers (TEs) and SEs identified at *PRDM16* gene locus in human aortic tissues. (D-E) *PRDM16* expression across different human (D) and mouse tissues (E) as revealed by GTEx portal and bulk RNA-seq analysis, respectively. Su.: subcutaneous; Vi.: visceral; Th.: thoracic; Co.: coronary; Ti.: tibial; Ce.: cere-bellum; Cor.: cortex; Hi.: Hippocampus; AP: atrial appendage; LV: left ventricle; Me.: medulla; Ske.: skeletal. TPM: transcript per million; FPKM: fragments per kilobase of exon per million mapped fragments. (F-G) *Prdm16* expression across different mouse tissues by (F) qRT-PCR (4 male mice) and (G) Western blotting analysis (2 male mice). Error bars represent mean ± SEM. BAT: brown adipocyte tissue. (H-I) UMAP of cell cluster, expression of *PRDM16* and SMC marker *MYH11* revealed by an integrative scRNA-seq dataset of human (H), and mouse aortic tissues (I) generated by multiple independent studies. Mod: modulated SMCs; Fibro: fibroblast; EC: endothelial cell; PC: pericyte; MΦ: macrophage; NK: natural killer cell; Pla: plasma cell.

**Fig. 2.**
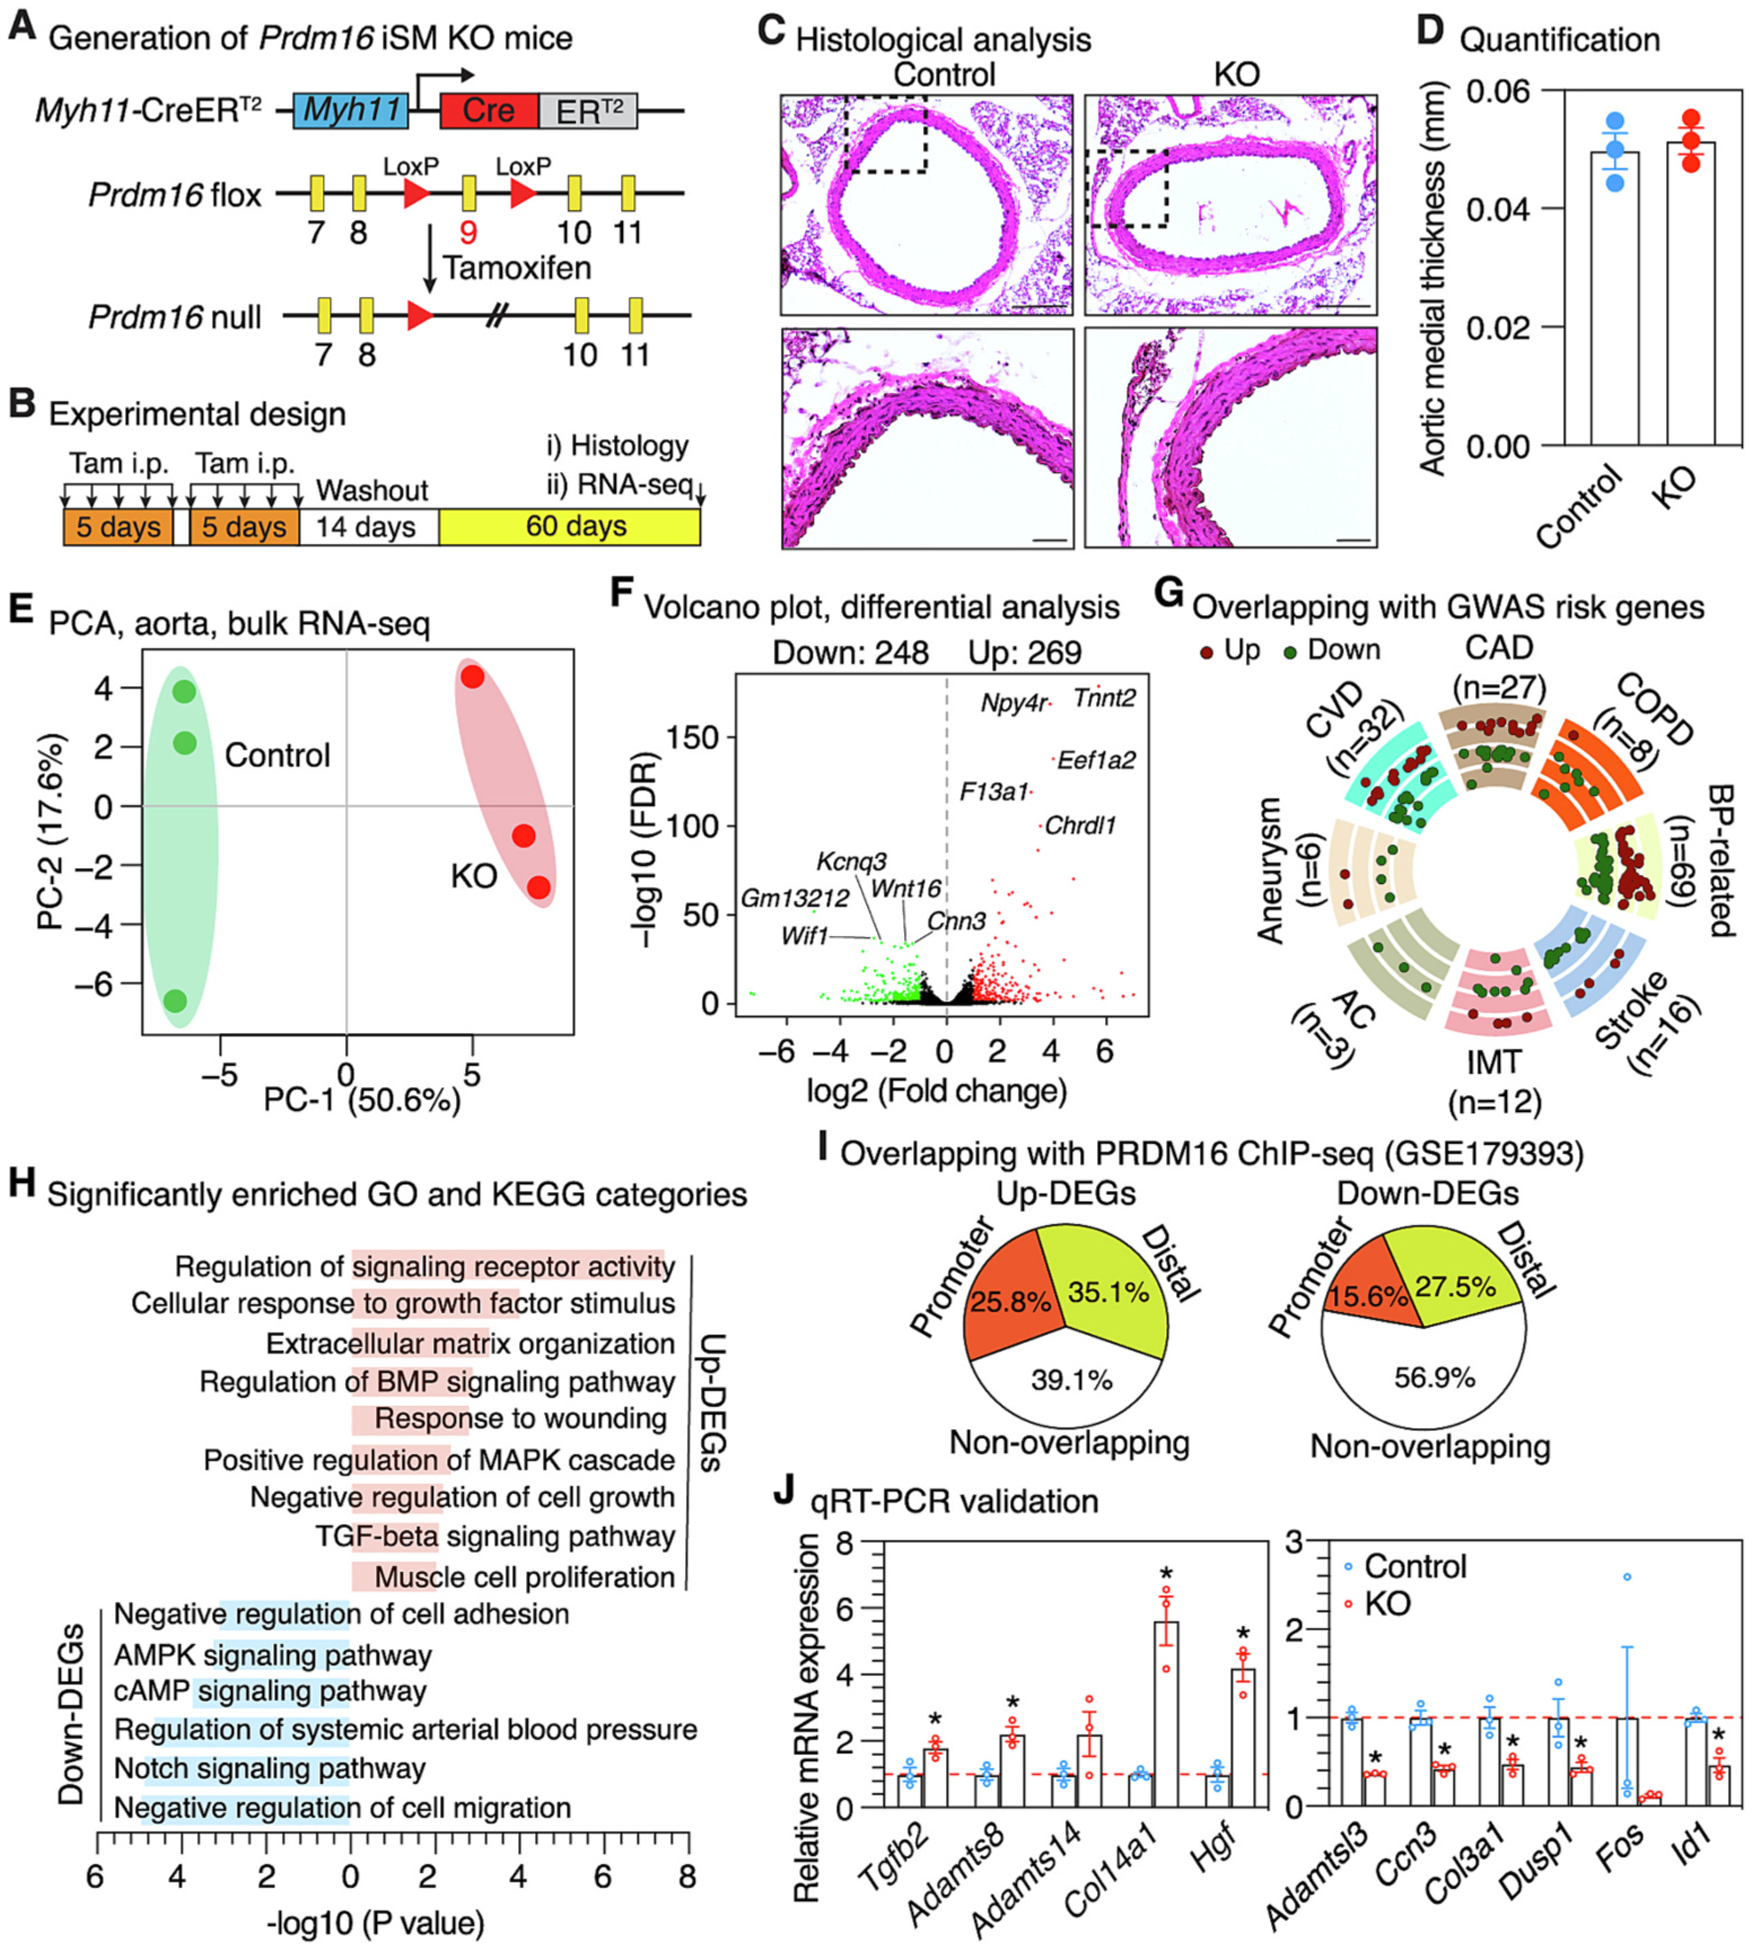
SMC-specific *Prdm16* deletion in mice alters transcriptome of VSMCs. (A) Strategy for generating inducible smooth muscle-specific *Prdm16* KO mice (iSM KO). (B) Schematic diagram of experimental design. Tam: Tamoxifen; i.p.: intraperitoneal injection. (C) Representative pictures of H&E staining on thoracic aorta from control and *Prdm16* iSM KO mice. The boxed areas are magnified beneath. Scale bar: 50 μm. (D) Quantification of the aortic medial thickness. Error bars represent mean ± SEM. *N* = 3 for both control and KO group. (E) Principal component analysis (PCA) using all the expressed genes identified by bulk RNA-seq. (F) Volcano plot showing the differentially expressed genes (fold change >2 and FDR <0.05) identified by bulk RNA-seq in aortic tissues of *Prdm16* iSM KO mice as compared to control mice. The top 5 most significantly changed up- and down-regulated genes are labeled, respectively. (G) Circle plot showing the overlapping dysregulated genes identified by bulk RNA-seq following *Prdm16* deletion with GWAS risk genes of various cardiovascular diseases. Each dot represents an individual gene, with red and green dots indicating up- and down-regulated genes, respectively. The radial position of the dots reflects the magnitude and direction of differential expression based on the fold change. Dots closer to the center indicate genes with greater down-regulation, whereas those toward the outer rings indicate genes with stronger up-regulation. CAD: coronary artery disease; COPD: chronic occlusive pulmonary disease; BP-related: blood pressure-related disorders; IMT: intimal-media thickness; AC: arterial calcification; CVD: cardiovascular disease. (H) Selected enriched gene ontology (GO) terms and KEGG pathways for up- and down-regulated genes identified by bulk RNA-seq following *Prdm16* deletion. (I) Genomic distribution of common PRDM16-dependent genes identified by bulk RNA-seq in *Prdm16* iSM KO mouse aorta and a public PRDM16 ChIP-seq data generated in mouse heart. (J) qRT-PCR validation of selected differentially expressed genes identified by RNA-Seq. Error bars represent mean ± SEM. *N* = 3 for both control and KO group. *P < 0.05; unpaired Student’s *t*-test.

**Fig. 3.**
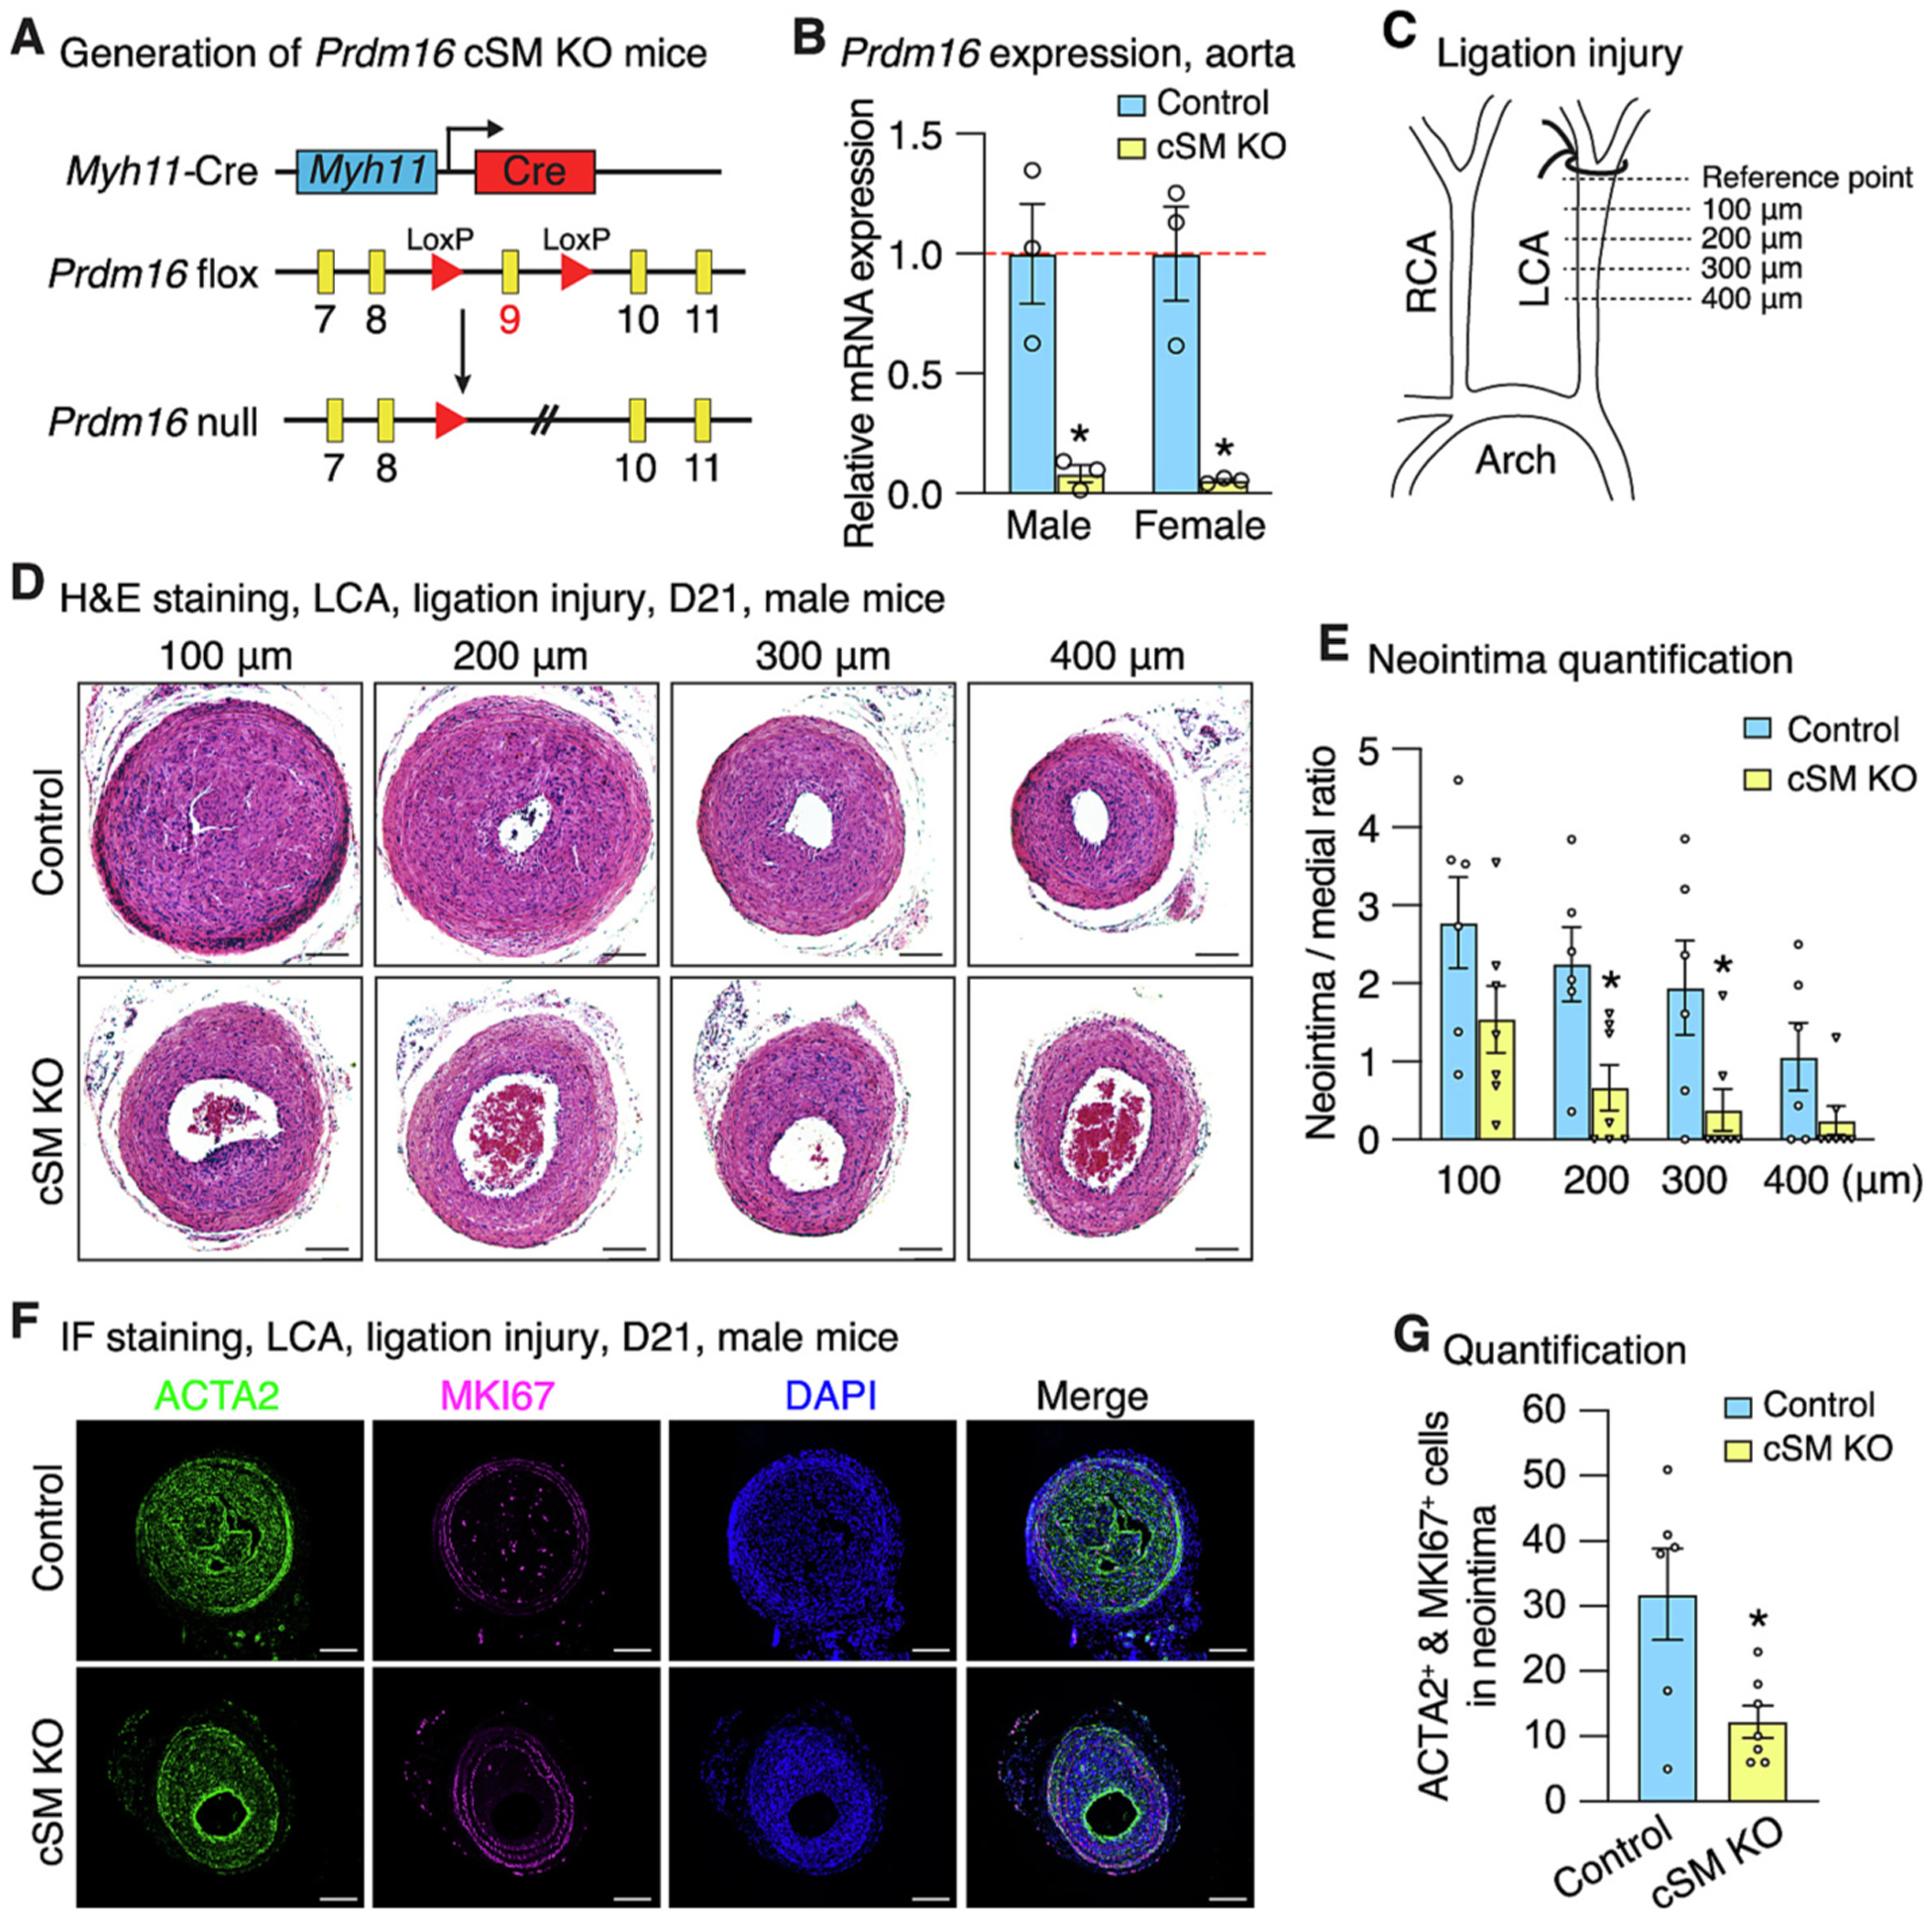
SMC-specific *Prdm16* deletion suppresses neointima formation in male mice. (A) Strategy to generate constitutive SMC-specific *Prdm16* KO mice (cSM KO). (B) qRT-PCR analysis of *Prdm16* expression in aortas from male and female *Prdm16* cSM KO mice and control mice. Error bars represent mean ± SEM. N = 3 for both control and *Prdm16* cSM KO group; *P < 0.05; unpaired Student’s *t*-test. (C) Schematic diagram illustrating the left carotid artery (LCA) ligation injury model and corresponding locations collected for histological analysis. RCA: right carotid artery. The reference point located beneath the ligation site was set at a position where the ligature did not distort the vessel and the elastic laminae remained intact. (D) Hematoxylin & eosin (H&E) staining of LCA of control and *Prdm16* cSM KO male mice 21 days (D21) upon ligation injury. Scale bar: 100 μm. (E) Quantification of the neointima-to-media ratio in the injured LCA of male mice at four different positions from the reference point. Error bars represent mean ± SEM. *N* = 6 for control and *N* = 7 for *Prdm16* cSM KO group; *P < 0.05; unpaired Student’s *t*-test. (F) Immunofluorescence staining of MKI67 (purple) and ACTA2 (green) in ligation-injured LCA of control and *Prdm16* cSM KO male mice. Nuclei were counterstained with DAPI (blue). Scale bar: 100 μm. (G) Quantification of numbers of ACTA2 and MKI67 double positive cells in medial and neointimal areas of ligation-injured LCA in control and *Prdm16* cSM KO male mice. Error bars represent mean ± SEM. N = 6 for control and N = 7 for *Prdm16* cSM KO group; *P < 0.05; unpaired Student’s *t*-test.

**Fig. 4.**
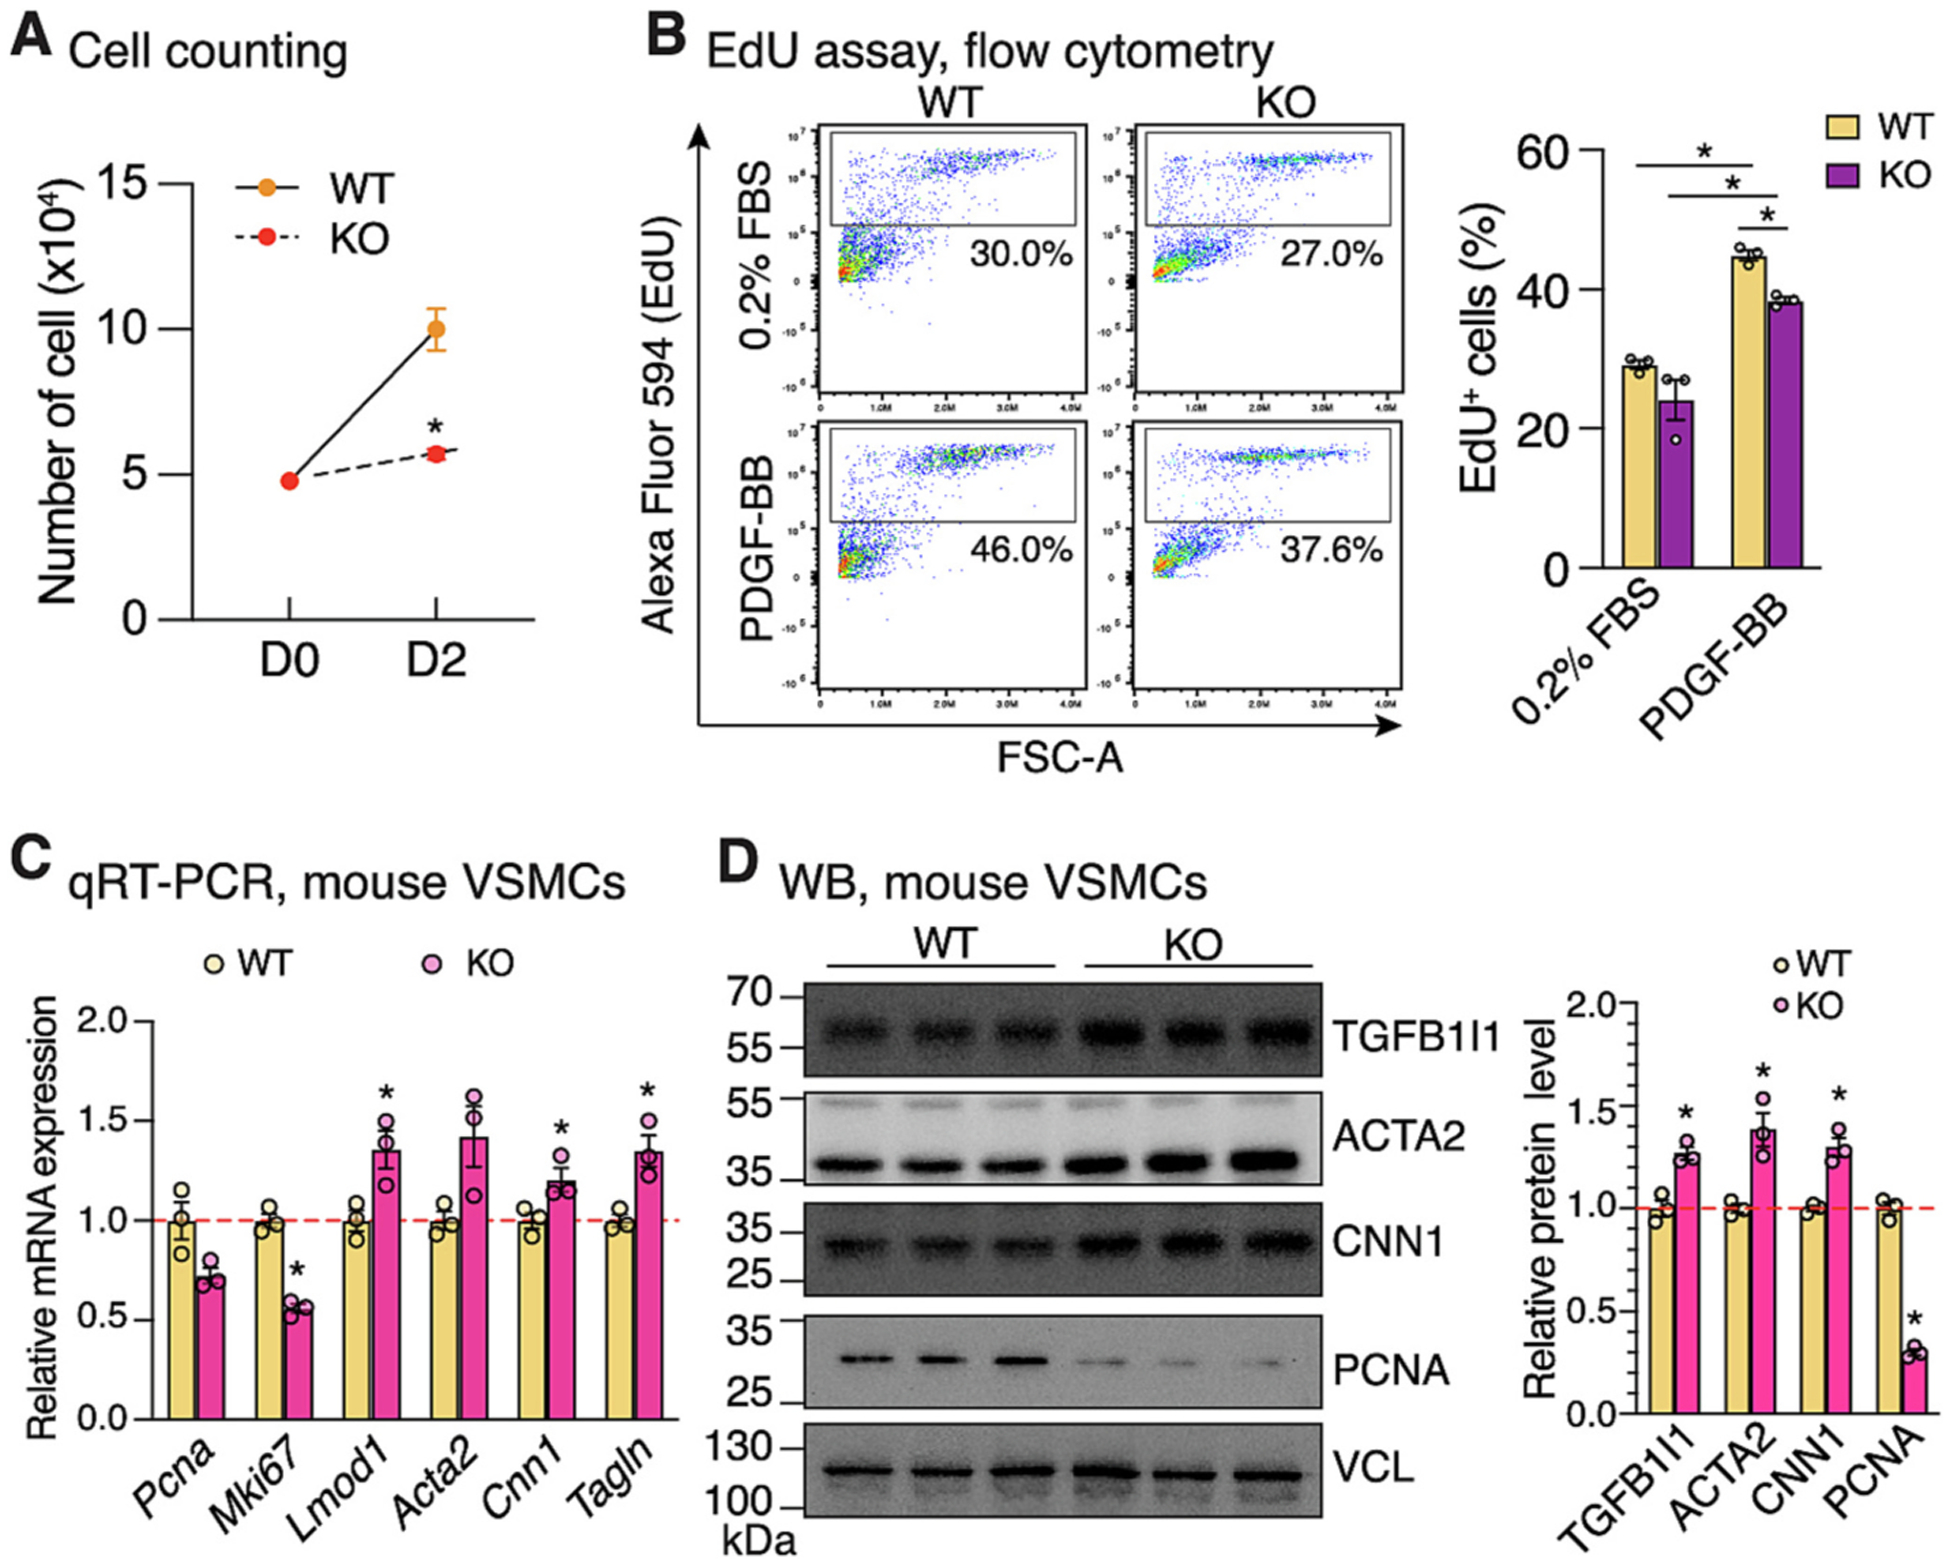
*Prdm16* deficiency inhibits VSMC proliferation in vitro. (A) VSMCs isolated from WT (N = 3) or constitutive SMC-specific *Prdm16* KO mice (cSM KO) (N = 3) were seeded at equal density (4.8 × 10^4^ cells) on Day 0 (D0) and cultured in full medium (10% FBS) for 2 days (D2) for direct cell counting. (B) Flow cytometry analysis of EdU^+^ cells from WT and *Prdm16* KO VSMCs cultured in medium containing 0.2% FBS with or without PDGF-BB stimulation (50 ng/mL) for 24 h. Representative flow plots (left) and quantification (right) are shown. (C) qRT-PCR and (D) Western blotting analyses of proliferation-associated and contractile marker genes in VSMCs cultured in full medium for 2 and 3 days, respectively. Densitometric quantification of Western blotting is shown on the right. For all analyses, error bars represent mean ± SEM. N = 3 for both WT and KO group; *P < 0.05; Unpaired Student’s *t*-test.

**Fig. 5.**
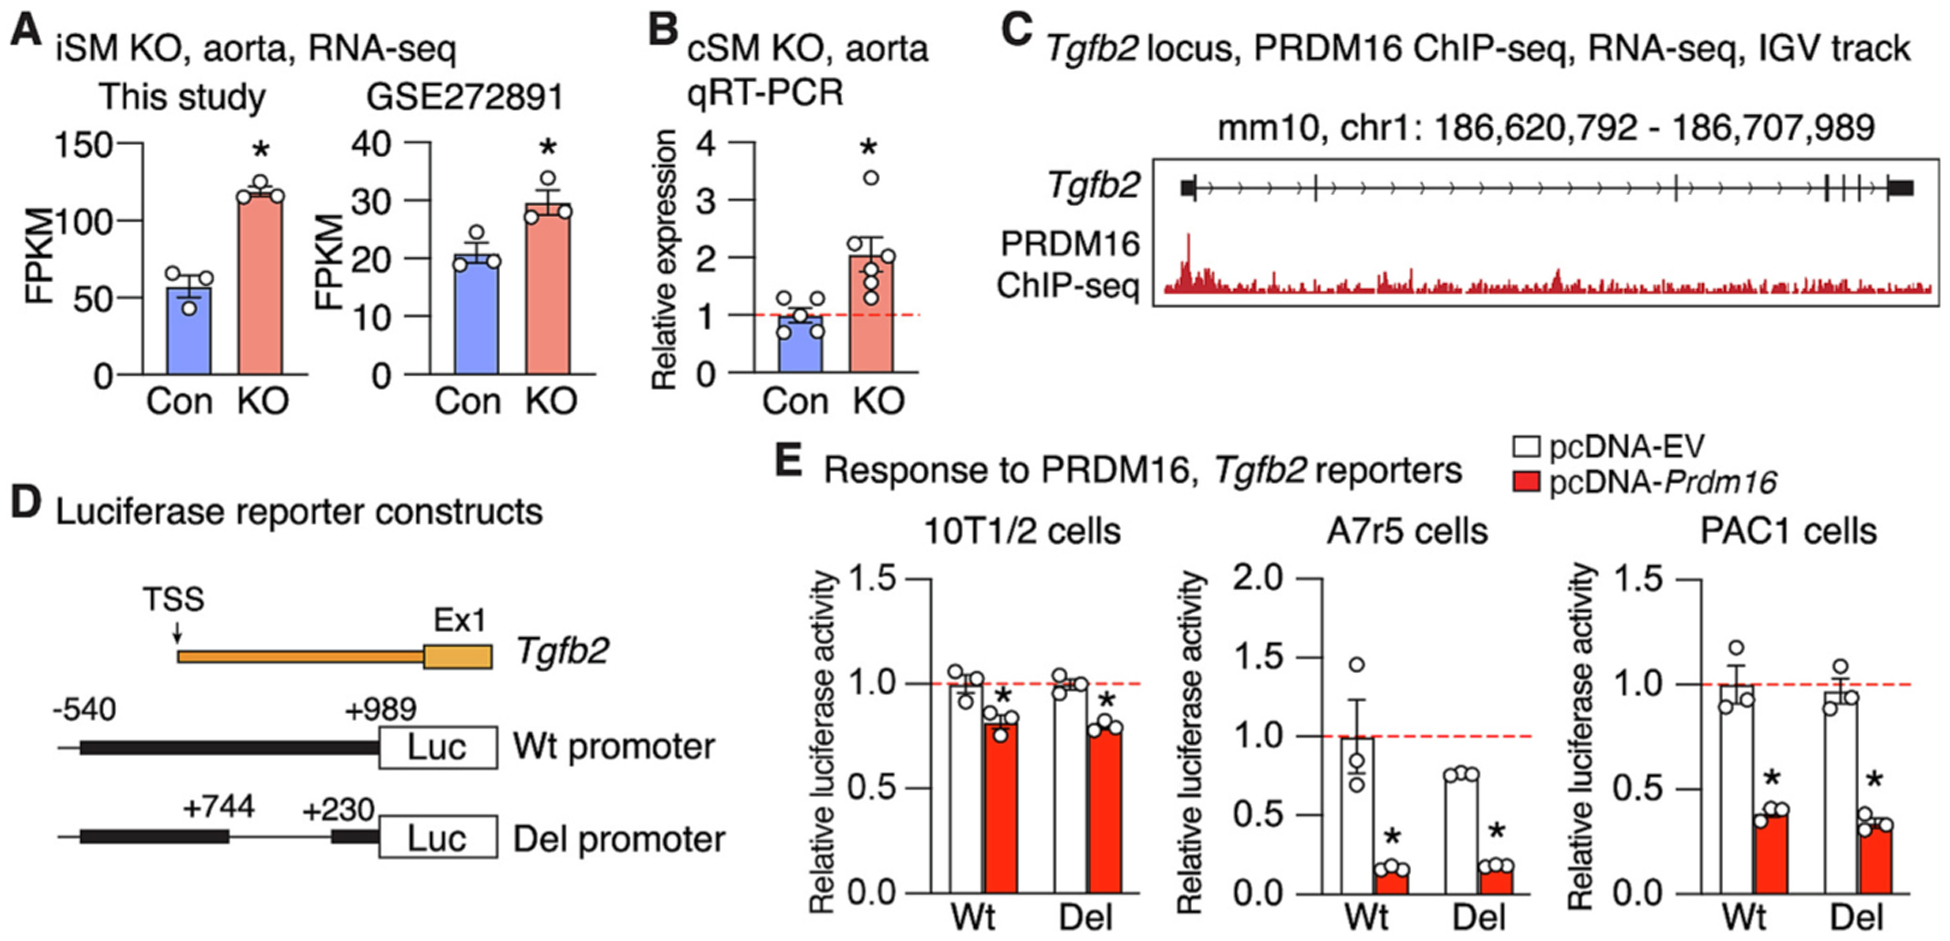
PRDM16 negatively regulates *Tgfb2* expression. (A) *Tgfb2* expression is increased in aortas of *Prdm16* inducible SMC-specific (iSM) KO mice, as revealed by RNA-seq analysis from this study (left) and a previous study (GSE272891, right). FPKM: Fragments Per Kilobase of exon model per Million mapped fragments. Error bars represent mean ± SEM. N = 3 for both control and KO group; *FDR <0.05; Differentiall analysis by DESeq2 R package. (B) Increased *Tgfb2* expression is also observed in aortas of *Prdm16* constitutive SMC-specific (cSM) KO male mice by qRT-PCR analysis. Error bars represent mean ± SEM. *N* = 5 for control and N = 6 for KO group; *P < 0.05; unpaired Student’s *t*-test. (C) IGV tracks of PRDM16 ChIP-seq from a public dataset generated from mouse heart tissues showing robust PRDM16 binding peaks enriched in the promoter region of *Tgfb2* gene. (D) Schematic illustrating the luciferase reporter constructs containing either the WT mouse *Tgfb2* promoter (−540 to +989 bp) (Wt) or a deletion (Del) lacking the putative PRDM16-bound region (+230 to +744 bp) identified by heart ChIP-seq data. Coordinates are relative to the transcription start site (TSS) of *Tgfb2*. Ex1: exon 1. (E) Dual luciferase reporter assays in 10 T1/2 fibroblasts (left), A7r5 (middle) and PAC1 cells (right) 24 h after co-transfection with PRDM16 expression (pcDNA-*Prdm16*) or with empty vector (EV) (pcDNA-EV) as control. Error bars represent mean ± SEM. N = 3 for both Wt and Del group; *P < 0.05; unpaired Student’s *t*-test.

## Appendix A. Supplementary data

Supplementary data to this article can be found online at https://doi.org/10.1016/j.yjmcc.2026.02.002.

# Supplementary material for: Coronary artery disease risk gene PRDM16 regulates smooth muscle homeostasis
**Source:** J Mol Cell Cardiol. Author manuscript; Available in PMC 2026 May 27.
**Supplement:** 1

**SUPPLEMENTAL MATERIALS**

**Coronary Artery Disease Risk Gene *PRDM16* Regulates Smooth Muscle Homeostasis**

Kunzhe Dong, Yingbing Zuo, Yali Yao, Xiangqin He, Guoqing Hu, Xiaoping Peng, Jiliang Zhou

**Kunzhe Dong, Ph.D.**

Immunology Center of Georgia

Department of Pharmacology & Toxicology

Medical College of Georgia

Augusta University

**Jiliang Zhou, M.D./Ph.D.**

Department of Pharmacology, Toxicology & Neuroscience

Louisiana State University Health Shreveport

Office Phone #: 

**Online Methods**

**Identification of human artery SEs**

The aligned Bam and narrowPeak files of H3K27ac ChIP-seq data generated from 9 different human arterial tissues were downloaded from ENCODE database (**Online Table S1**) and used to identify artery SEs by using ROSE program [1] with the default arguments. Super-imposed SEs that are present in at least 5 artery samples were selected and further ranked based on a combination of average ranking and intensity across the 9 samples. For each SE, the associated genes were annotated using R package ChIPseeker [2] and intersected with 1,839 human transcription factors obtained from SCENIC database [3].

**Bioinformatics analysis of public bulk RNA-seq and scRNA-seq data**

Bulk RNA-seq data of aortic tissue [4] and 10 other tissues [5] of mouse were used to evaluate *Prdm16* abundance indicated by FPKM (fragments per kilobase of exon per million mapped fragments) across different mouse tissues. Raw Fastq files of bulk RNA-seq data from WT and *Prdm16* inducible SMC-specific KO aortas from a previous study [6] were downloaded (GEO272791) and processed as previously described [7]. Briefly, raw reads were first trimmed for quality control using Trimmomatic 0.38 [8] and then aligned to mm10 reference genome using STAR aligner [9]. Gene-level raw counts were quantified by featureCounts 1.6.2 [10] and differential analysis was performed using R package DESeq2 [11].

To examine *PRDM16* expression at the single-cell level, we generated a merged scRNA-seq dataset of aortic tissues by integrating multiple public scRNA-seq datasets from independent studies for both human (including GSE131778 [12], GSE155512 [13] and GSE155468 [14]) and mouse (including GSE174384 [15], GSE117963 [16], GSE131776 [12] and GSE155513 [13]) using the R package Harmony which has been shown to reduce technical batch effects [17]. Briefly, the indicated datasets were SCTransformed and merged using the merge command of Seurat package [18]. The RunHarmony command was then used to integrate these datasets. UMAP coordinates, neighbors and clusters were then calculated with the reduction parameter set to ‘harmony’. FindAllMarkers function in Seurat was used to identify marker genes for each cluster.

scRNA-seq data of embryonic (Study # SCP1021) and adult (Study # SCP498) human heart [19] including the UMAP coordinate, cell type, gene expression of each cell were obtained from BROAD Institute Single Cell Portal. UMAP visualization of cell cluster and gene expression was generated by custom R scripts. Count matrix of scRNA-seq for embryonic (E10.5) [20] and non-cardiac cells from adult mouse heart [21] were downloaded from GEO (GSE122403) and ArrayExpress database (E-MTAB-6173), respectively, and processed using Seurat package as we previously described [7]. The processed scRNA-seq data of adult mouse heart was obtained from Tabula Muris [22] and visualized using Seurat package [18]. scRNA-seq datasets generated in embryonic human gut (<https://www.gutcellatlas.org/>) [23] and adult human colon (GSE156905) [24], as well as mouse colon and ileum (Single Cell Portal, SCP1038) were re-analyzed as we previously described [25].

**Quantitative reverse transcription-PCR (qRT-PCR) analysis**

Total RNA from mouse tissues was isolated with TRIzol reagent (Invitrogen). 0.8 μg of RNA was used as template for reverse transcription (RT) with random hexamer primers using the High Capacity RNA-to-cDNA kit (Invitrogen). Real time PCR was performed with SYBR green PCR master mix (Applied Biosystems) and respective primers listed in **Online Table S2**. All samples were amplified in duplicate. Relative gene expression was converted using the 2^-🛆🛆CT^ method against the internal control house-keeping gene glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) where 🛆🛆CT = (CT_experimental gene_ – CT_experimental_ *_Gapdh_*) – (CT_control gene_ – CT_control_ *_Gapdh_*).

**Protein extraction and Western blotting**

Protein lysates were extracted from different mouse tissues or cultured cells by RIPA buffer (Thermo Fisher Scientific) plus 1% protease/phosphatase inhibitor cocktail (Thermo Fisher Scientific). After sonication and centrifugation of the lysates, proteins in the supernatant were quantified by BCA assay (Thermo Fisher Scientific) and resolved on a 7.5% SDS-PAGE gel with 15 μg per lane where appropriate. Primary antibodies against PRDM16 (R&D, AF6295, sheep, 1:1000), ACTA2 (Sigma, A2547, mouse, 1:5000), GAPDH (Santa Cruz Biotechnology, sc-32233, mouse, 1:1000), CNN1 (Calponin 1, Proteintech, 13938-1AP, Rabbit, 1:2000), PCNA (Santa Cruz, sc-56, mouse, 1:1000), and TGFB1I1 (Hic-5, BD, 611164, mouse, 1:2000) and VCL (Sigma, V9264, mouse, 1:2000) were used. Secondary antibodies conjugated with horseradish peroxidase were then used to visualize the target proteins in blot. Images were acquired by Amersham ImageQuant 800 biomolecular imager.

**Mouse breeding and genotyping**

The *Prdm16* flox mice with exon 9 flanked by loxP sites [26] were purchased from the Jackson Laboratory (Stock #: 024992). *Myh11*-CreER^T2^ transgenic mice (originally generated by Dr. Stefan Offermanns’s lab as previously published [27]) were obtained from Dr. Joseph Miano at the University of Rochester (now at Augusta University). Constitutive *Myh11*-Cre line was recently developed by us [28]. All strains have been maintained on a C57BL/6 background. To generate *Prdm16* inducible SM-specific KO (iSM KO) mice, female mice homozygous for *Prdm16* flox allele (*Prdm16^F/F^*) were crossed with male *Myh11*-CreER^T2^ mice. Subsequently the *Myh11*-CreER^T2+^; *Prdm16^F/W^* male mice were bred with *Prdm16^F/W^* female mice to generate *Myh11*-CreER^T2+^; *Prdm16^F/F^* mice and *Myh11*-CreER^T2+^; *Prdm16^W/W^* mice that serve as control. At 8 weeks of age, mice from both groups were intraperitoneally injected with tamoxifen (1 mg/mouse/day) for 10 days with 2 days’ break between the first and second 5 injections, followed by a washout of tamoxifen for 2 weeks. Mice were monitored for additional 60 days daily for signs of phenotypes and then sacrificed for histological and bulk RNA-seq analysis. Only male mice were used here because *Myh11*-CreER^T2^ transgene is located on Y chromosome [27]. To obtain constitutive *Prdm16* SM-specific KO (cSM KO) mice, we first generated *Myh11*-Cre^+/-^*; Prdm16^F/W^* mice, by crossing *Myh11*-Cre^+/-^ male mice with *Prdm16^F/F^* female mice. Then *Myh11*-Cre^+/-^*; Prdm16^F/W^* male mice were bred with *Prdm16^F/F^* female mice to produce *Myh11*-Cre^+/-^*; Prdm16^F/F^* (*Prdm16* cSM KO) mice. Age- and sex-matched *Myh11*-Cre^+/-^*; Prdm16^W/W^* mice were used as controls.

**Sections and Hematoxylin & Eosin (H&E) staining**

Mice were euthanized by an overdose of 4% Isoflurane via inhalation, then systemically perfused with PBS via the left ventricle. Isolated thoracic aortic tissues were fixed with 4% paraformaldehyde in PBS overnight at 4°C, washed 3 times with PBS, then kept in 30% sucrose in PBS overnight at 4°C. Fixed tissues were embedded in optimal cutting temperature compound (OCT) and kept at -80°C untill cryo-sectioning. Sections were cut at 8 μm thickness and HE staining was performed following standard protocol as previously described [7]. HE-stained images were captured using an ECHO REVOLVE microscope. Sections were analyzed blindly by an independent investigator for aortic media layer thickness and lumen area using ImageJ software.

**Transcriptome analysis by bulk RNA-seq**

Aortic tissues of 3 *Prdm16* iSM KO and 3 control mice were isolated and adventitial layer was removed under a stereoscope. Total RNA from the aortic tissues was then extracted using TRIzol reagent (Invitrogen) and subjected to whole transcriptome RNA-seq analysis at the Genome Technology Access Center at Washington University. Sequencing libraries were constructed from purified RNA using RiboErase kit (Kapa Biosystems) according to the manufacturer’s instructions. Libraries were sequenced on a NovaSeq 6000 system (Illumina) using paired-end reads extending 150-bp bases.

Obtained RNA-seq reads were then mapped and quantified to Ensembl release 101 mouse reference genome (mm10) with an Illumina DRAGEN Bio-IT. Raw count for each gene was rounded and the integer count was used for subsequent analysis. Only genes with count >10 in all the samples of at least one group were considered as expressed genes and used for subsequent analysis. Differential expression analysis was performed with R package DEseq2 [11]. 

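DESeq2 was also run here on the rounded counts of the 16565 genes. It called 248 genes higher and 268 lower, and all 516 are among the 517 genes of Online Table S4. The other table gene, Cd209g, did not pass the filter on low counts as applied here. DESeq2 called more genes than edgeR's quasi-likelihood test, and in simulated counts with known changes 18.6% of its calls were not changed genes.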

Cutoff values of fold change greater than 2 and false discovery rate (FDR) less than 0.05 were considered statistically significant between control and KO groups. Principal component analysis (PCA) and volcano plot was generated using custom R script. GO (Gene Ontology) and KEGG pathway analysis was carried out by Metascape (<http://metascape.org>).

**Integrative analysis of GWAS and bulk RNA-seq**

GWAS-identified risk genes for different cardiovascular and related diseases were obtained from GWAS catalog database (<https://www.ebi.ac.uk/gwas/>). As summarized in **Table S5**, individual GWAS traits were manually curated and grouped into broader disease categories based on clinical relevance, including CAD, chronic obstructive pulmonary disease (COPD), blood pressure (BP)-related disorders, stroke, intima-media thickness (IMT), artery calcification (AC), aneurysm and cardiovascular disease (CVD) Differentially expressed genes in mouse aorta following *Prdm16* deletion were intersected with the obtained gene list to identify *Prdm16*-regulated risk genes of cardiovascular diseases. The overlapping results were visualized with R package GOplot [29].

**De novo analysis of PRDM16 ChIP-seq data**

PRDM16 ChIP-seq peaks generated in C57BL/6 mouse heart were obtained from GEO database (GSE179371) [30]. The peaks were annotated using ChIPseeker package [2] and overlapped with differentially expressed genes identified in the aortic tissues of *Prdm16* iSM KO mice. Raw reads of PRDM16 ChIP-seq for whole heart tissues of wild-type mice were downloaded and aligned against Ensembl mouse reference genome mm10 using Bowtie 2 [31]. The generated Bam files were used for Integrative Genomics Viewer (IGV) visualization.

**Mouse left carotid artery ligation injury, neointima analysis and immunofluorescence staining**

Mouse carotid artery ligation was performed as previously described [7]. Briefly, 6-8-week-old male and female *Prdm16* cSM KO and control mice were anesthetized by isoflurane. A total of 6-7 mice per group were used, which provides sufficient power (~80%) to detect a ~30-40% difference in neointima area at a=0.05 and represents a sample size commonly used for neointimal analysis [32-38]. The left common carotid artery was dissected and completely ligated just proximal to the bifurcation. Skin incision was then closed using a 6-0 Vicryl absorbable suture. The right carotid artery served as an uninjured contralateral control. The left and right carotid arteries were harvested 21 days after injury. Tissues were fixed in 4% PFA at 4 °C overnight and then embedded in paraffin. As previously described [32, 35], the ligated carotid artery was serially sectioned at 5 μm from the ligature toward the aortic arch. For each artery, a reference point beneath the ligation site was identified at which the ligature did not distort the vessel and the elastic laminae remained intact as described previously [35]. Sections located at 100, 200, 300 and 400 μm from the reference point were analyzed for neointima formation. The H&E-stained sections were imaged using a fluorescence microscope (REVOLVE, ECHO) under brightfield to assess tissue morphology, and under the FITC channel to visualize the elastin autofluorescence. The internal and external elastic laminae were traced by adjusting the brightness and contrast of H&E images to enhance elastin visibility. In cases where the staining intensity was too strong to clearly visualize elastic laminae, elastin autofluorescence images were manually overlaid to facilitate the analysis. The areas of intima and media were measured by ImageJ software (NIH). For immunofluorescence staining of ACTA2 and MKI67, sections located at 200 μm from the reference point were analyzed. Three KO samples lacked discernible neointima at this position and therefore sections between 100 and 200 μm from the reference point were analyzed instead. Antigen retrieval was carried out by microwaving to heat at 98°C for 10 minutes in citric acid buffer (10 mM, pH 6.0). After blocking with goat serum (10%, Invitrogen) for 30 minutes, sections were then incubated with primary antibodies (anti-ACTA2: Sigma, A2547, mouse, 1:200; anti-MKI67: Cell Signaling, 12202, rabbit, 1:30) at 4°C overnight and subsequently with appropriate secondary antibodies that are conjugated with different fluorophore for 1 hour at room temperature. Following 3 washes with PBS, sections were then immersed with mounting medium (ProLong Gold anti-fade reagent with DAPI, Invitrogen) to stain nuclei. Images were collected by using a confocal microscope (LSM 780 upright, Zeiss) at the imaging core of Augusta University.

**Mouse VSMC isolation and culture**

VSMCs were isolated from thoracic aorta of 8-week-old *Prdm16* cSM KO or control male mice as we previously described [7]. Briefly, dorsal aortas were dissected and isolated. After carefully removing periadventitial tissues, aortas were minced into small pieces and digested in buffer containing 1mg/mL Collagenase II (Worthington, LS004174), 1 mg/mL Soybean Trypsin Inhibitor (Worthington, LS003570) and 0.554 mg/mL Elastase (Worthington, LS002279). The dispersed cells were placed in 6-well plates in DMEM supplemented with 10% FBS DMEM and maintained in culture. Cells between passages 4-6 were used for experiments after cultures were re-established. For gene expression analysis, equal numbers of control and KO cells were seeded in 6-well plates and cultured in DMEM with 10% FBS. Cells were harvested at 48 hours for qRT-PCR and at 72 hours for Western blotting analysis of proliferative genes and SMC contractile markers.

**PDGF-BB treatment, 5-Ethynyl-2-deoxyuridine (EdU) incorporation assays and flow cytometry**

VSMCs isolated from control and *Prdm16* cSM KO mice were grown to 80-90% confluence and serum-starved with DMEM containing 0.2% FBS overnight. EdU incorporation was performed using the Click-iT^TM^ EdU Alexa Fluor^TM^ 594 Flow Cytometry Assay Kit (Thermo#C10646) according to the manufacturer’s instructions. Briefly, cells were treated with recombinant mouse PDGF-BB (Thermo#315-18-10UG) at 50 ng/mL along with the presence of EdU (10 mM) for 24 hours as described previously [7]. For flow cytometry, cells were washed, detached, and processed into single-cell suspensions, stained with a fixable viability dye (Live/Dead fixable blue dead cell stain kit, Thermo#L23105), and then fixed, and permeabilized following kit instructions. Flow cytometry was performed on a Cytek 5-Laser Aurora Spectral Cytometer and data were analyzed using FlowJo 10.10.0 software.

***Prdm16* knockdown in mouse VSMCs**

siRNA targeting mouse *Prdm16* was obtained from Thermo Fisher (Ref#4390771; siRNA ID: 176968) and a scrambled siRNA (Thermo#4390843) was used as control. Transfection of primary mouse VSMCs were carried out using Lipofectamine RNAiMax Transfection Reagent (Invitrogen#13778) at a final siRNA concentration of 60 nM. Cells were harvested 48 hours after transfection for qRT-PCR analysis.

**Luciferase reporter assays**

The WT mouse *Tgfb2* promoter (mm10, chr1: 186,705,000 – 186,706,517, minus strand) and a deletion construct lacking the putative PRDM16-bound region (mm10, chr1: 186,705,246 – 186,705,758, minus strand) identified by ChIP-seq data in mouse embryonic heart were commercially synthesized and cloned into a mammalian luciferase reporter vector by VectorBuilder. 

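In the GENCODE annotation of GRCm38, the Tgfb2 transcript starts at 186705989 on chromosome 1, and its 5′ untranslated region spans 186704775 to 186705989 within exon 1. The promoter construct, from 186705000 to 186706517, is 1518 bp long, with 528 bp upstream of the start and 990 bp in the 5′ untranslated region. The deleted region, from 186705246 to 186705758, is 513 bp long and lies wholly in the 5′ untranslated region, from 232 to 744 bp downstream of the start.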

A pcDNA expression plasmid expressing PRDM16 was obtained from Addgene (#15503) and prepared by MaxPrep (Thermo#K0491). 10T1/2 cells, A7r5 and PAC1 cells were transfected using PolyJet^TM^ In Vitro DNA transfection reagent (Signagen Laboratories, SL100688), with PRDM16 expression plasmid or empty pcDNA vector as control, as previously described [7]. Promoter activity was quantified using the Dual-Luciferase Reporter Assay System (Promega#E1960) by measuring firefly luciferase normalized to Renilla luciferase. Three independent transfections were performed and all assays were replicated at least twice.

**Statistical analysis**

GraphPad Prism (version 9.2.0) was used for the statistical analysis. All data are expressed as mean ± SEM of at least 3 independent experiments. Tests used for statistical significance evaluations are specified in figure legends. An unpaired 2-tailed *t* test was used for data involving 2 groups only. Values of P<0.05 were considered statistically significant for qRT-PCR analysis and FDR-adjusted P<0.05 was used as the threshold for statistical significance for bulk RNA-seq analysis.

**References**

[1] Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, et al. Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell 2013; 153: 307-19.

[2] Yu G, Wang LG,He QY. ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. Bioinformatics 2015; 31: 2382-3.

[3] Aibar S, Gonzalez-Blas CB, Moerman T, Huynh-Thu VA, Imrichova H, Hulselmans G, et al. SCENIC: single-cell regulatory network inference and clustering. Nat Methods 2017; 14: 1083-1086.

[4] Hall IF, Climent M, Quintavalle M, Farina FM, Schorn T, Zani S, et al. Circ_Lrp6, a Circular RNA Enriched in Vascular Smooth Muscle Cells, Acts as a Sponge Regulating miRNA-145 Function. Circ Res 2019; 124: 498-510.

[5] Li B, Qing T, Zhu J, Wen Z, Yu Y, Fukumura R, et al. A Comprehensive Mouse Transcriptomic BodyMap across 17 Tissues by RNA-seq. Sci Rep 2017; 7: 4200.

[6] Wang Z, Zhao X, Zhao G, Guo Y, Lu H, Mu W, et al. PRDM16 deficiency in vascular smooth muscle cells aggravates abdominal aortic aneurysm. JCI Insight 2023; 8.

[7] Dong K, Shen J, He X, Hu G, Wang L, Osman I, et al. CARMN Is an Evolutionarily Conserved Smooth Muscle Cell-Specific LncRNA That Maintains Contractile Phenotype by Binding Myocardin. Circulation 2021; 144: 1856-1875.

[8] Bolger AM, Lohse M,Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics 2014; 30: 2114-20.

[9] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics 2013; 29: 15-21.

[10] Liao Y, Smyth GK,Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 2014; 30: 923-30.

[11] Love MI, Huber W,Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 2014; 15: 550.

[12] Wirka RC, Wagh D, Paik DT, Pjanic M, Nguyen T, Miller CL, et al. Atheroprotective roles of smooth muscle cell phenotypic modulation and the TCF21 disease gene as revealed by single-cell analysis. Nat Med 2019; 25: 1280-1289.

[13] Pan H, Xue C, Auerbach BJ, Fan J, Bashore AC, Cui J, et al. Single-Cell Genomics Reveals a Novel Cell State During Smooth Muscle Cell Phenotypic Switching and Potential Therapeutic Targets for Atherosclerosis in Mouse and Human. Circulation 2020; 142: 2060-2075.

[14] Li Y, Ren P, Dawson A, Vasquez HG, Ageedi W, Zhang C, et al. Single-Cell Transcriptome Analysis Reveals Dynamic Cell Populations and Differential Gene Expression Patterns in Control and Aneurysmal Human Aortic Tissue. Circulation 2020; 142: 1374-1388.

[15] Kalluri AS, Vellarikkal SK, Edelman ER, Nguyen L, Subramanian A, Ellinor PT, et al. Single-Cell Analysis of the Normal Mouse Aorta Reveals Functionally Distinct Endothelial Cell Populations. Circulation 2019; 140: 147-163.

[16] Dobnikar L, Taylor AL, Chappell J, Oldach P, Harman JL, Oerton E, et al. Disease-relevant transcriptional signatures identified in individual smooth muscle cells from healthy mouse vessels. Nat Commun 2018; 9: 4567.

[17] Korsunsky I, Millard N, Fan J, Slowikowski K, Zhang F, Wei K, et al. Fast, sensitive and accurate integration of single-cell data with Harmony. Nat Methods 2019; 16: 1289-1296.

[18] Hao Y, Hao S, Andersen-Nissen E, Mauck WM, 3rd, Zheng S, Butler A, et al. Integrated analysis of multimodal single-cell data. Cell 2021; 184: 3573-3587 e29.

[19] Tucker NR, Chaffin M, Fleming SJ, Hall AW, Parsons VA, Bedi KC, Jr., et al. Transcriptional and Cellular Diversity of the Human Heart. Circulation 2020; 142: 466-482.

[20] Li G, Tian L, Goodyer W, Kort EJ, Buikema JW, Xu A, et al. Single cell expression analysis reveals anatomical and cell cycle-dependent transcriptional shifts during heart development. Development 2019; 146.

[21] Skelly DA, Squiers GT, McLellan MA, Bolisetty MT, Robson P, Rosenthal NA, et al. Single-Cell Transcriptional Profiling Reveals Cellular Diversity and Intercommunication in the Mouse Heart. Cell Rep 2018; 22: 600-610.

[22] Tabula Muris C, Overall c, Logistical c, Organ c, processing, Library p, et al. Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. Nature 2018; 562: 367-372.

[23] Adachi Y, Ueda K, Nomura S, Ito K, Katoh M, Katagiri M, et al. Beiging of perivascular adipose tissue regulates its inflammation and vascular remodeling. Nat Commun 2022; 13: 5117.

[24] Wright CM, Schneider S, Smith-Edwards KM, Mafra F, Leembruggen AJL, Gonzalez MV, et al. scRNA-Seq Reveals New Enteric Nervous System Roles for GDNF, NRTN, and TBX3. Cell Mol Gastroenterol Hepatol 2021; 11: 1548-1592 e1.

[25] He X, Dong K, Shen J, Hu G, Mintz JD, Atawia RT, et al. The LncRNA Carmn is a Critical Regulator for Gastrointestinal Smooth Muscle Contractile Function and Motility. bioRxiv 2022; 2022.06. 28.498024.

[26] Cohen P, Levy JD, Zhang Y, Frontini A, Kolodin DP, Svensson KJ, et al. Ablation of PRDM16 and beige adipose causes metabolic dysfunction and a subcutaneous to visceral fat switch. Cell 2014; 156: 304-16.

[27] Wirth A, Benyo Z, Lukasova M, Leutgeb B, Wettschureck N, Gorbey S, et al. G12-G13-LARG-mediated signaling in vascular smooth muscle is required for salt-induced hypertension. Nat Med 2008; 14: 64-8.

[28] Dong K, Bai Z, He X, Zhang L, Hu G, Yao Y, et al. Generation of a novel constitutive smooth muscle cell-specific Myh11-driven Cre mouse model. J Mol Cell Cardiol 2025; 202: 144-152.

[29] Walter W, Sanchez-Cabo F,Ricote M. GOplot: an R package for visually combining expression data with functional analysis. Bioinformatics 2015; 31: 2912-4.

[30] Wu T, Liang Z, Zhang Z, Liu C, Zhang L, Gu Y, et al. PRDM16 Is a Compact Myocardium-Enriched Transcription Factor Required to Maintain Compact Myocardial Cardiomyocyte Identity in Left Ventricle. Circulation 2022; 145: 586-602.

[31] Langmead B,Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nat Methods 2012; 9: 357-9.

[32] Ma Q, Yang Q, Xu J, Zhang X, Kim D, Liu Z, et al. ATIC-Associated De Novo Purine Synthesis Is Critically Involved in Proliferative Arterial Disease. Circulation 2022; 146: 1444-1460.

[33] Wang Z, Cai M, Tay LWR, Zhang F, Wu P, Huynh A, et al. Phosphatidic acid generated by PLD2 promotes the plasma membrane recruitment of IQGAP1 and neointima formation. FASEB J 2019; 33: 6713-6725.

[34] Hu W, Wu X, Jin Z, Wang Z, Guo Q, Chen Z, et al. Andrographolide Promotes Interaction Between Endothelin-Dependent EDNRA/EDNRB and Myocardin-SRF to Regulate Pathological Vascular Remodeling. Front Cardiovasc Med 2021; 8: 783872.

[35] de Waard V, Arkenbout EK, Carmeliet P, Lindner V,Pannekoek H. Plasminogen activator inhibitor 1 and vitronectin protect against stenosis in a murine carotid artery ligation model. Arterioscler Thromb Vasc Biol 2002; 22: 1978-83.

[36] Zhang W, Pan L, Wu X, Slivano OJ, Dong K,Long X. Functional characterization of human IL-8 in vascular stenosis using a novel humanized transgenic mouse model. Vascul Pharmacol 2024; 157: 107438.

[37] Kirabo A, Oh SP, Kasahara H, Wagner KU,Sayeski PP. Vascular smooth muscle Jak2 deletion prevents angiotensin II-mediated neointima formation following injury in mice. J Mol Cell Cardiol 2011; 50: 1026-34.

[38] Gong H, Ni J, Xu Z, Huang J, Zhang J, Huang Y, et al. Shp2 in myocytes is essential for cardiovascular and neointima development. J Mol Cell Cardiol 2019; 137: 71-81.

**Online Table S1**

**Information of H3K27ac ChIP-seq data of human arterial tissues in ENCODE used for identification of artery super-enhancers.**

| *Tissue* | *Sample ID* | *ChIP-seq group* | *ENCODE ID* | |
| --- | --- | --- | --- | --- |
|  |  |  | **Bam file** | **narrowPeak file** |
| Aorta | Aorta 1 | H3K27ac | ENCFF265HDL | ENCFF072EQH |
|  |  | Control | ENCFF861FUK |  |
|  | Aorta 2 | H3K27ac | ENCFF434DCE | ENCFF064PQH |
|  |  | Control | ENCFF278NFU |  |
| Ascending aorta | As. Aorta 1 | H3K27ac | ENCFF823SXL | ENCFF020COG |
|  |  | Control | ENCFF893ZJC |  |
|  | As. Aorta 2 | H3K27ac | ENCFF128VGR | ENCFF208DZK |
|  |  | Control | ENCFF299AOC |  |
| Tibial artery | T. Artery 1 | H3K27ac | ENCFF140QKE | ENCFF134QRV |
|  |  | Control | ENCFF259JSG |  |
|  | T. Artery 2.1 | H3K27ac | ENCFF437QEP | ENCFF121HDP |
|  | T. Artery 2.2 | H3K27ac | ENCFF459ELZ |  |
|  |  | Control | ENCFF400VJM |  |
| Thoracic aorta | Th. Aorta 1 | H3K27ac | ENCFF946NGS | ENCFF595RQJ |
|  |  | Control | ENCFF901HZC |  |
|  | Th. Aorta 2 | H3K27ac | ENCFF816GNU | ENCFF121HDP |
|  |  | Control | ENCFF924RQL |  |

**Online Table S2**

**List of primers used for qRT-PCR (F: forward; R: reverse).**

| *Gene name* | *Primer name* | *Sequence (5’-3’)* | *Application* |
| --- | --- | --- | --- |
| *Prdm16* | P1 (F) | TAGTGTGTAGCTGCTTCTGGGCTCA | qRT-PCR, detection of exon 1/2 |
|  | P2 (R) | ACAGGATGCCGTCTTCGGTCTCCT |  |
|  | P9 (F) | TGCCTAAGGTGTGCCCAGCACAGC | qRT-PCR, detection of exon 9/10 |
|  | P10 (R) | CGCAGGTACTTCTCTTTCAGGACTC |  |
| *Tgfb2* | F | TTGTTGCCCTCCTACAGACTGG | qRT-PCR |
|  | R | GTAAAGAGGGCGAAGGCAGCAA |  |
| *Adamts8* | F | TCATGCAACACAGAGGAATGTCCAC | qRT-PCR |
|  | R | CTCTGCAAAACAGCTTGCATCGGTC |  |
| *Adamts14* | F | TTCCACAGGTTCCACTGGTCTCGCT | qRT-PCR |
|  | R | GCATTGCTCATCCATGGAGTAGTCG |  |
| *Col14a1* | F | GAGGTTCAACTTCAGGCTTGTGCGC | qRT-PCR |
|  | R | GGCATTCAAGTGCCACTCTATTCTG |  |
| *Hgf* | F | GACGGTATCCATCACTAAGAGTGGC | qRT-PCR |
|  | R | CTTCTTCCCCTCGAGGATTTCGACA |  |
| *Adamtsl3* | F | TTTGCGGAGATGTCTGACTGG | qRT-PCR |
|  | R | ACTGCACGTCATTGTAGGCTG |  |
| *Ccn3* | F | AGATGAGACCCTGTGACCAGAGCAG | qRT-PCR |
|  | R | GCAGAAGTACTGACAGTTCGGCTCA |  |
| *Col3a1* | F | CCTGGCTCAAATGGCTCAC | qRT-PCR |
|  | R | CAGGACTGCCGTTATTCCCG |  |
| *Dusp1* | F | CTACCAGTACAAGAGCATCCCTGTG | qRT-PCR |
|  | R | CTCATGAGGTAAGCAAGGCAGATGG |  |
| *Fos* | F | CGGGTTTCAACGCCGACTA | qRT-PCR |
|  | R | TGGCACTAGAGACGGACAGAT |  |
| *Id1* | F | CTGCTCTACGACATGAACGGCTGCT | qRT-PCR |
|  | R | TCAGCGACACAAGATGCGATCGTCG |  |
| *Pcna* | F | TTGCACGTATATGCCGAGACC | qRT-PCR |
|  | R | GGTGAACAGGCTCATTCATCTCT |  |
| *Mki67* | F | CAAGGCGAGCCTCAAGAGATA | qRT-PCR |
|  | R | TGTGCTGTTCTACATGCCCTG |  |
| *Lmod1* | F | CAGAGGAATCAAACGGACAAACAG | qRT-PCR |
|  | R | GCTTGCTTTCATCCACAGACATC |  |
| *Acta2* | F | ATGCTCCCAGGGCTGTTTTCCCAT | qRT-PCR |
|  | R | GTGGTGCCAGATCTTTTCCATGTCG |  |
| *Cnn1* | F | TCATCTGCACCTCTGCTTTG | qRT-PCR |
|  | R | GGGCCAGCTTGTTCTTTACT |  |
| *Tagln* | F | TGACATGTTCCAGACTGTTGACCTCT | qRT-PCR |
|  | R | CTTCATAAACCAGTTGGGATCTCCAC |  |
| *Ccnd3* | F | ACACCTTTGCGATGTATCCTCC | qRT-PCR |
|  | R | GAGGGCAGCTTCGATCTGTTC |  |
| *Gapdh* | F | GGCATTGCTCTCAATGACAA | Internal control for qRT-PCR analysis |
|  | R | TGTGAGGGAGATGCTCAGTG |  |

Notes: location of primer P1, P2, P9 and P10 for *Prdm16* gene is illustrated in Online Figure S6A. All the primers are designed for mouse genes.

**Online Table S3**

**List of primers used for genotyping (F: forward; R: reverse).**

| *Primer name* | *Sequence (5’-3’)* |
| --- | --- |
| F | CATGGTTCACATGGTCAAGACCAC |
| R1 | CACAGTCCTTGCACTTGATCTGCGT |
| R2 | AGAGCTGCAGGGAGATTGACAAGTG |

Notes: location of primer F, R1 and R2 was illustrated in Online Figure S6A.

**Online Table S5**

**GWAS Catalog traits and their corresponding categories used for integrative analysis**

| **Original GWAS traits (GWAS Catalog database)** | **Disease Category (This study)** |
| --- | --- |
| Abdominal Aortic Aneurysm | Aneurysm |
| aortic aneurysm | Aneurysm |
| coronary aneurysm | Aneurysm |
| coronary artery calcification | Artery calcification |
| carotid artery intima media thickness | Intima-media thickness |
| common carotid intimal medial thickness | Intima-media thickness |
| blood pressure | Blood pressure-related disorders |
| diastolic blood pressure | Blood pressure-related disorders |
| systolic blood pressure | Blood pressure-related disorders |
| essential hypertension | Blood pressure-related disorders |
| hypertension | Blood pressure-related disorders |
| mean arterial pressure | Blood pressure-related disorders |
| treatment-resistant hypertension | Blood pressure-related disorders |
| acute myocardial infarction | Cardiovascular disease |
| atrial fibrillation | Cardiovascular disease |
| myocardial infarction | Cardiovascular disease |
| resting heart rate | Cardiovascular disease |
| Cardiovascular disease | Cardiovascular disease |
| coronary atherosclerosis measurement | Coronary artery disease |
| coronary artery disease | Coronary artery disease |
| carotid atherosclerosis | Coronary artery disease |
| chronic obstructive pulmonary disease | Chronic obstructive pulmonary disease |
| stroke | Stroke |
| Ischemic stroke | Stroke |
| large artery stroke | Stroke |
| small vessel stroke | Stroke |

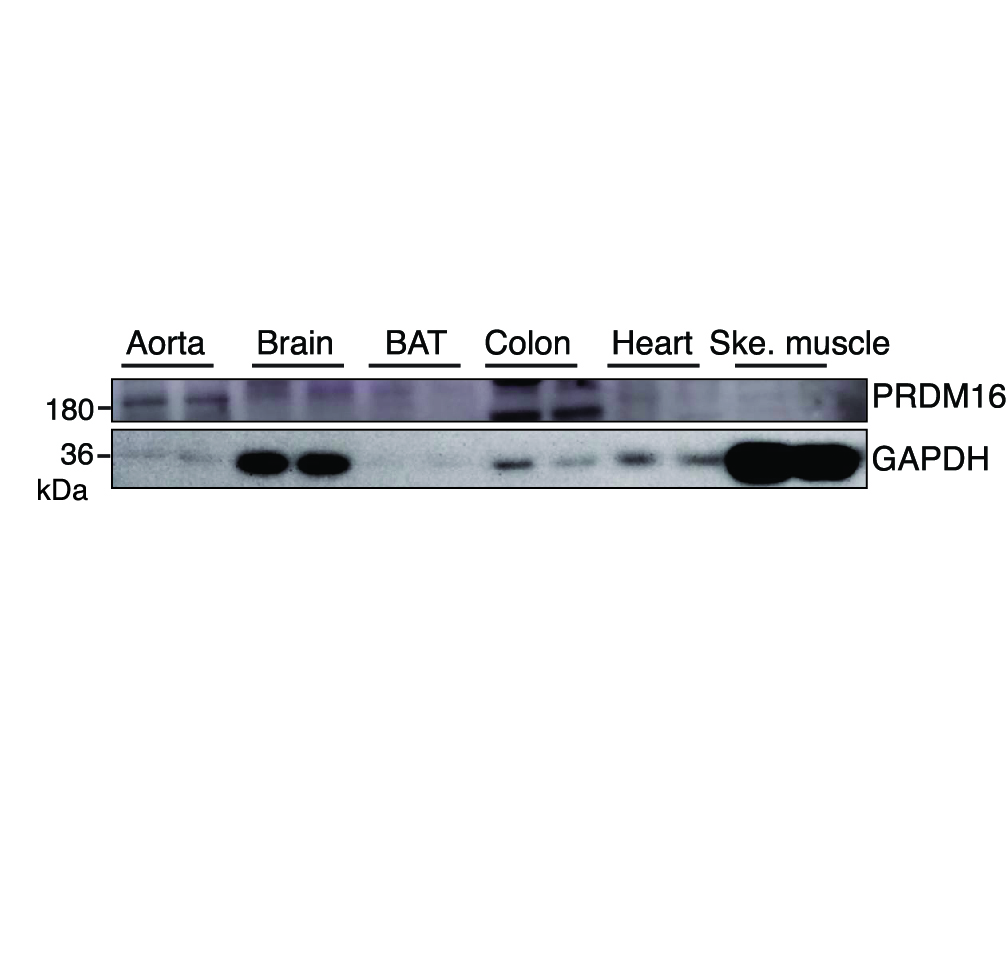

**Online Figure S1. Independent replicate Western blots of PRDM16 across tissues.**

**
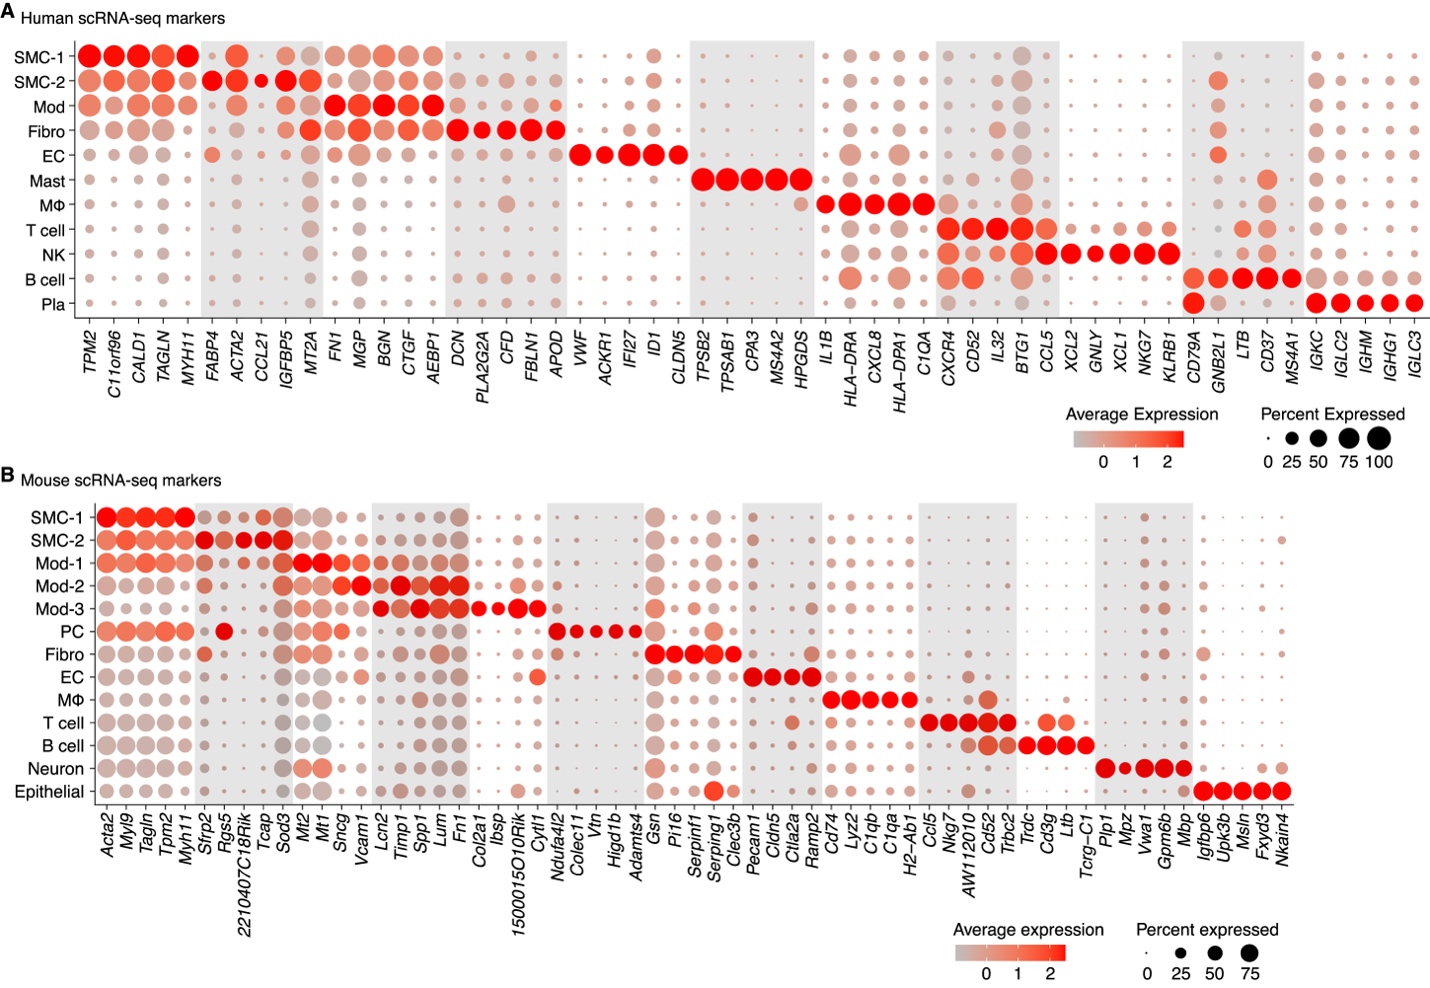
**

**Online Figure S2. Dot plot showing the top 5 genes defining each cell cluster for the merged scRNA-seq data of (A) human arterial tissues (GSE131778, GSE155512, GSE155468), and (B) mouse normal and atherosclerotic arterial tissues (GSE174384, GSE117963, GSE131776, GSE155513).** Mod: modulated SMCs; Fibro: fibroblast; EC: endothelial cell; MΦ: macrophage; NK: natural killer cell; Pla: plasma cell.

**
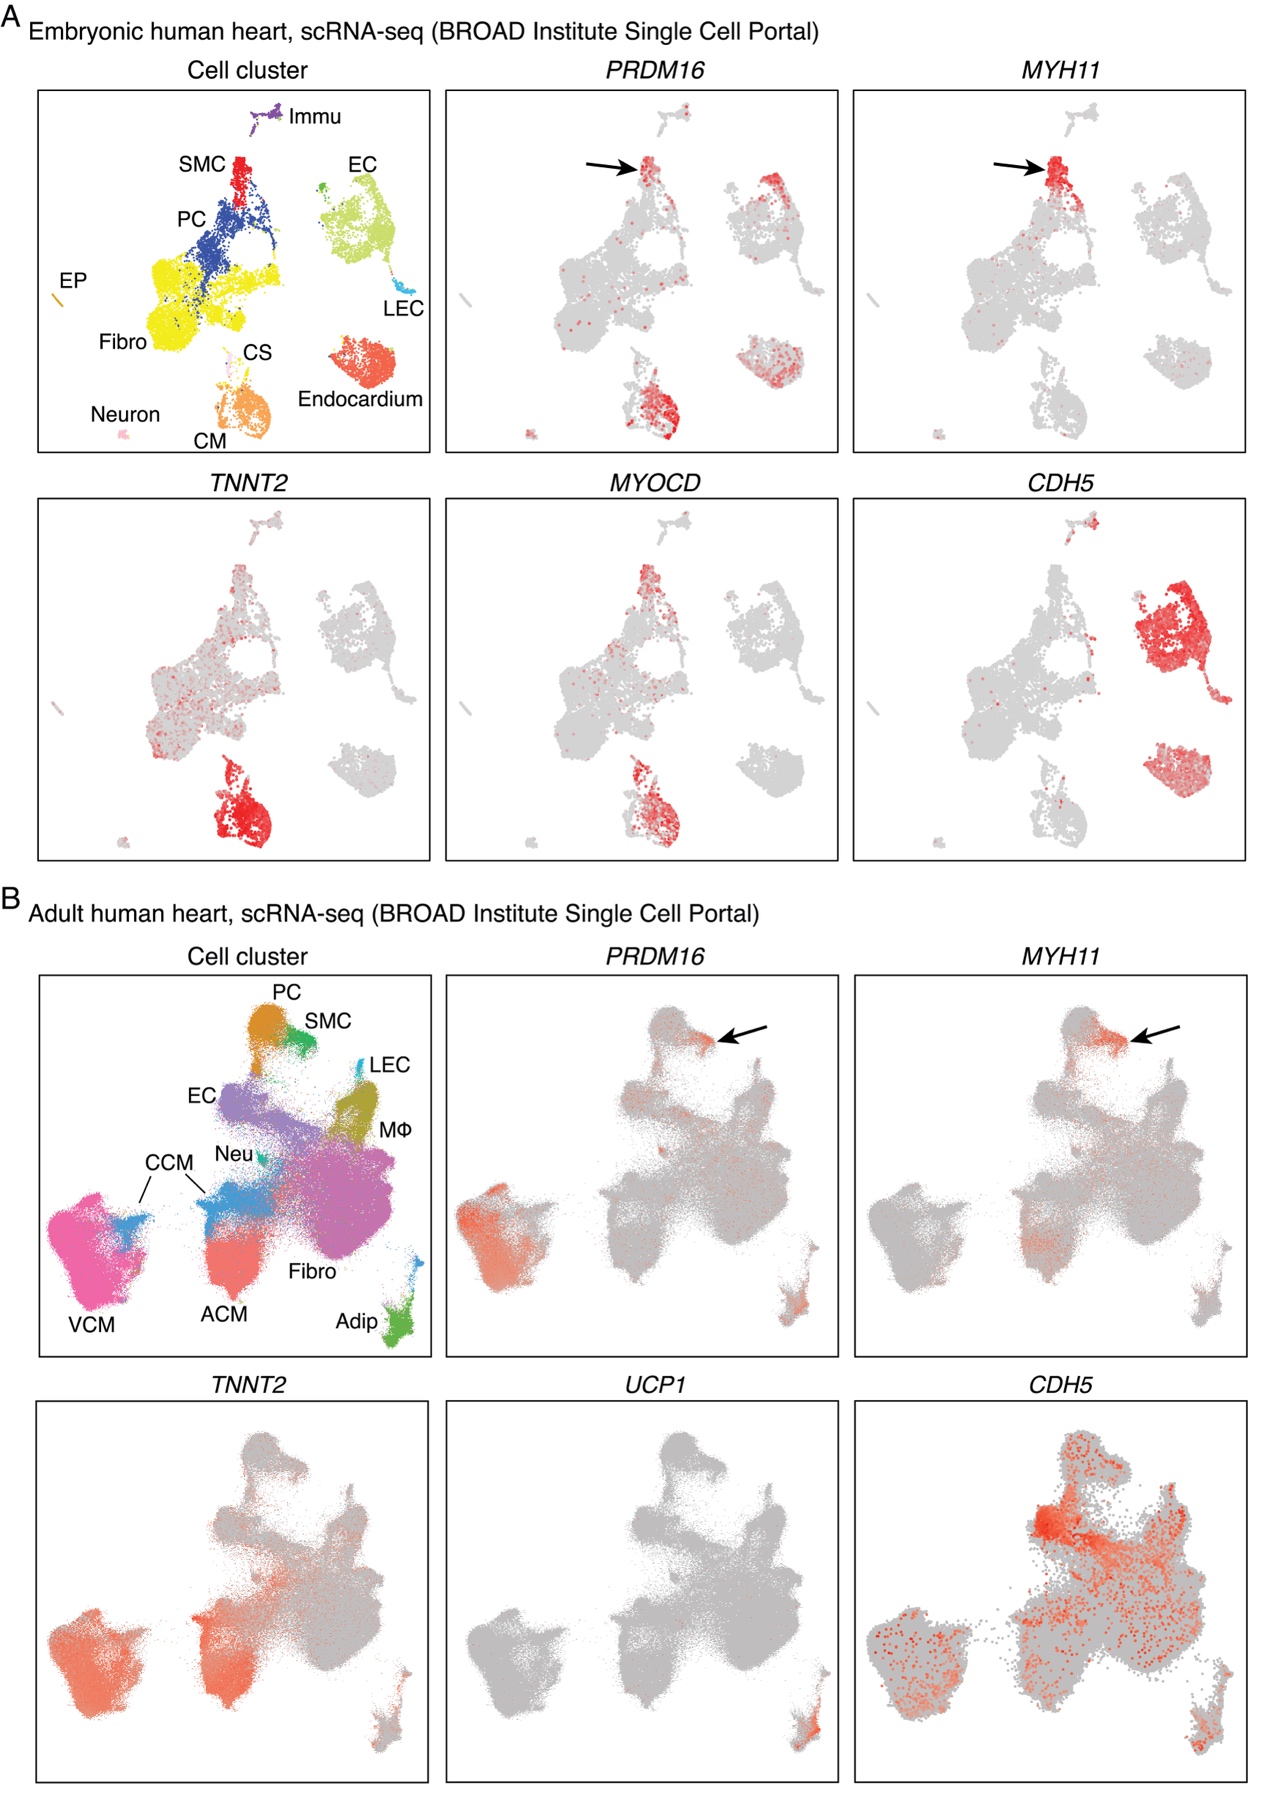
**

**Online Figure S3. PRDM16 expression in embryonic (A) and adult human heart (B) as revealed by scRNA-seq analysis.** EC: endothelial cell; LEC: lymphatic endothelial cell; PC: pericyte; CS: conduction system; CM: cardiomyocyte; EP: epicardium; Immu: immune cells; Fibro: fibroblast; MΦ: macrophage; VCM: ventricular cardiomyocyte; ACM: atrial cardiomyocyte; CCM: cytoplasmic cardiomyocyte; Neu: neuronal cell; Adip: adipocyte. *MYH11*, *TNNT2*, *CDH5* and *UCP1* are used as markers for SMCs, CMs, ECs and adipocytes, respectively. *MYOCD* is used as markers for both SMCs and CMs. Both datasets were downloaded from BROAD Institute Single Cell Portal (links are provided in the Methods) and original annotation of cell types are used. Arrows point to SMC cluster.

**
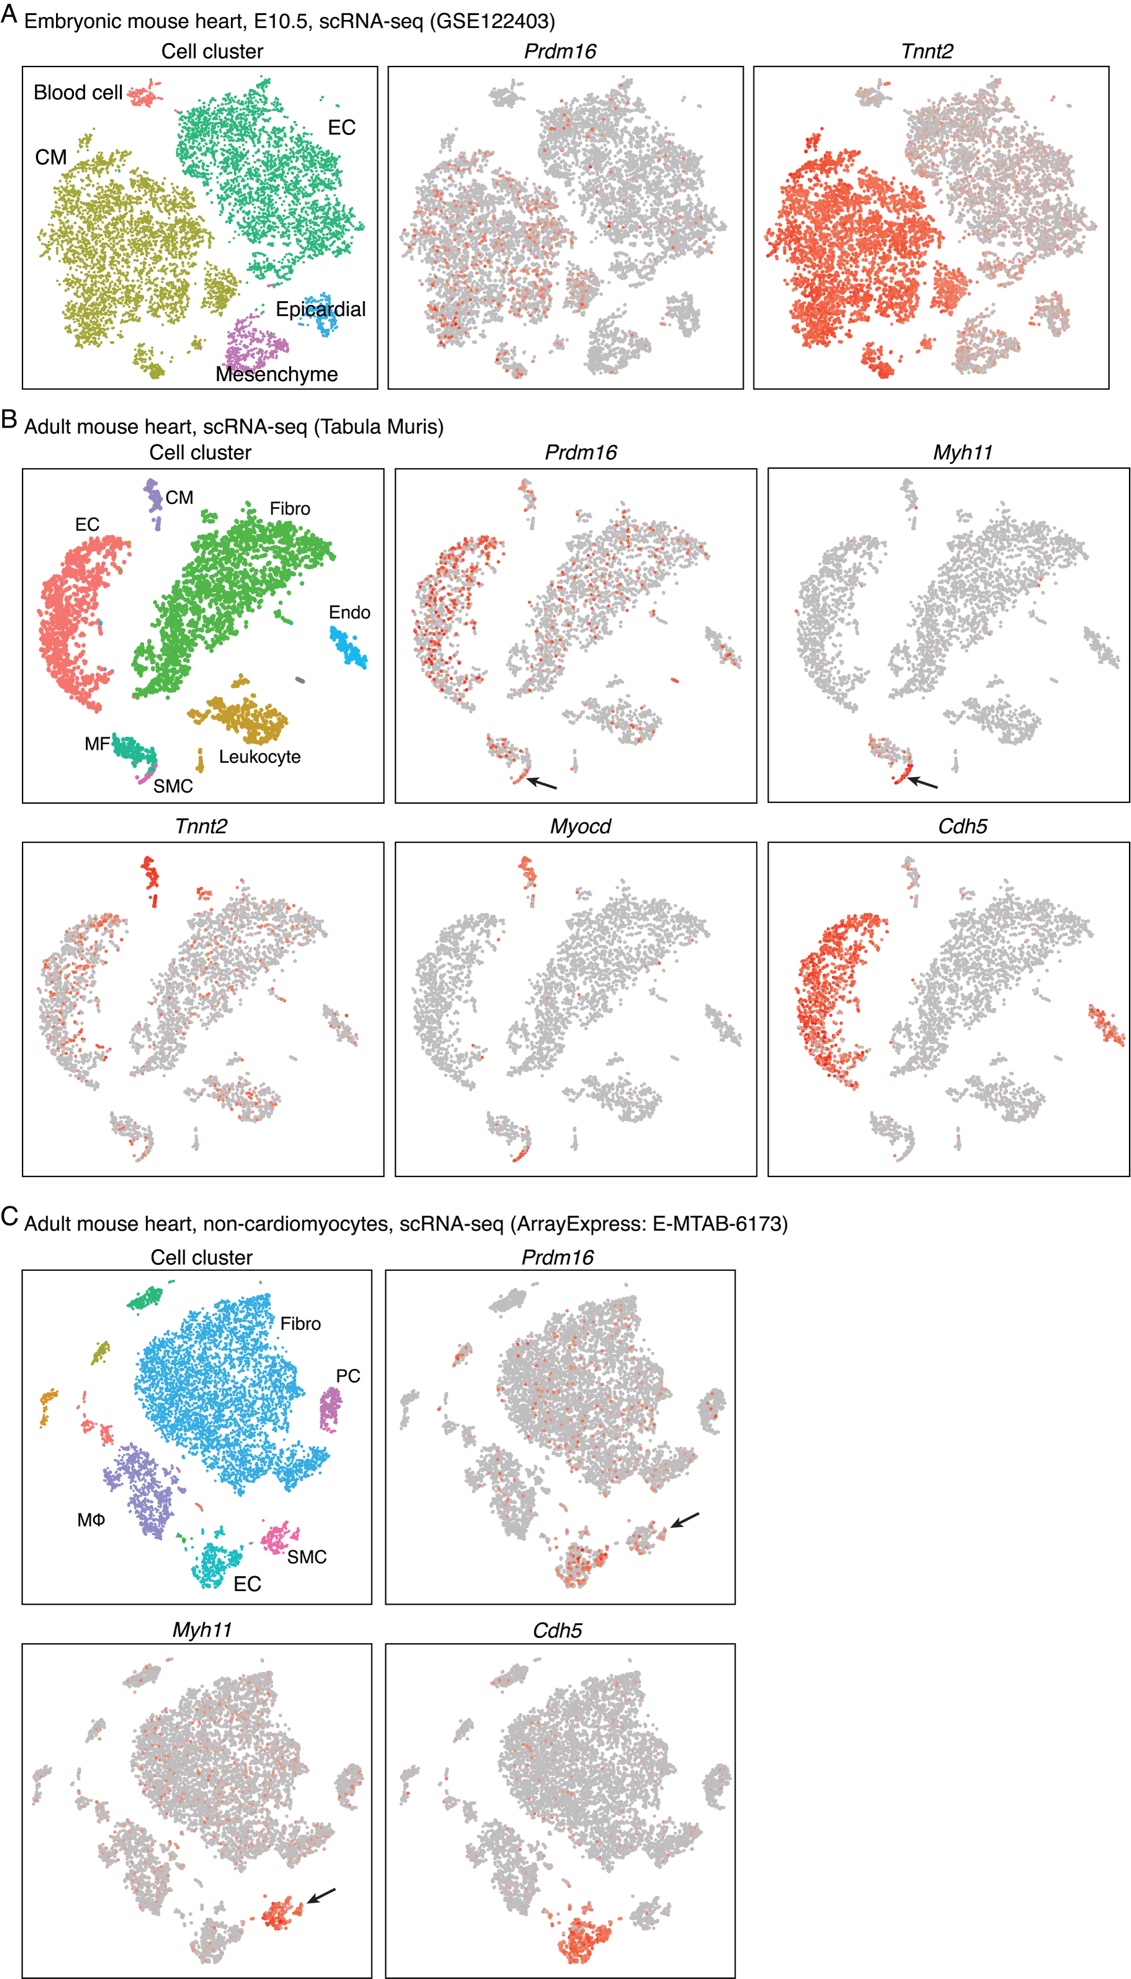
**

**Online Figure S4. *Prdm16* expression in embryonic (A) and adult mouse heart (B-C) as revealed by scRNA-seq analysis.** EC: endothelial cell; CM: cardiomyocyte; Fibro: fibroblast; MΦ: macrophage; MF: myofibroblast cell; Endo: endocardial cell; PC: pericyte. *Myh11*, *Tnnt2* and *Cdh5* were used as markers for SMCs, CMs and ECs, respectively. *Myocd* was used as a marker for both SMCs and CMs. The original annotation for cell types in adult heart from Tabula Muris database was used. Arrows point to SMC cluster.

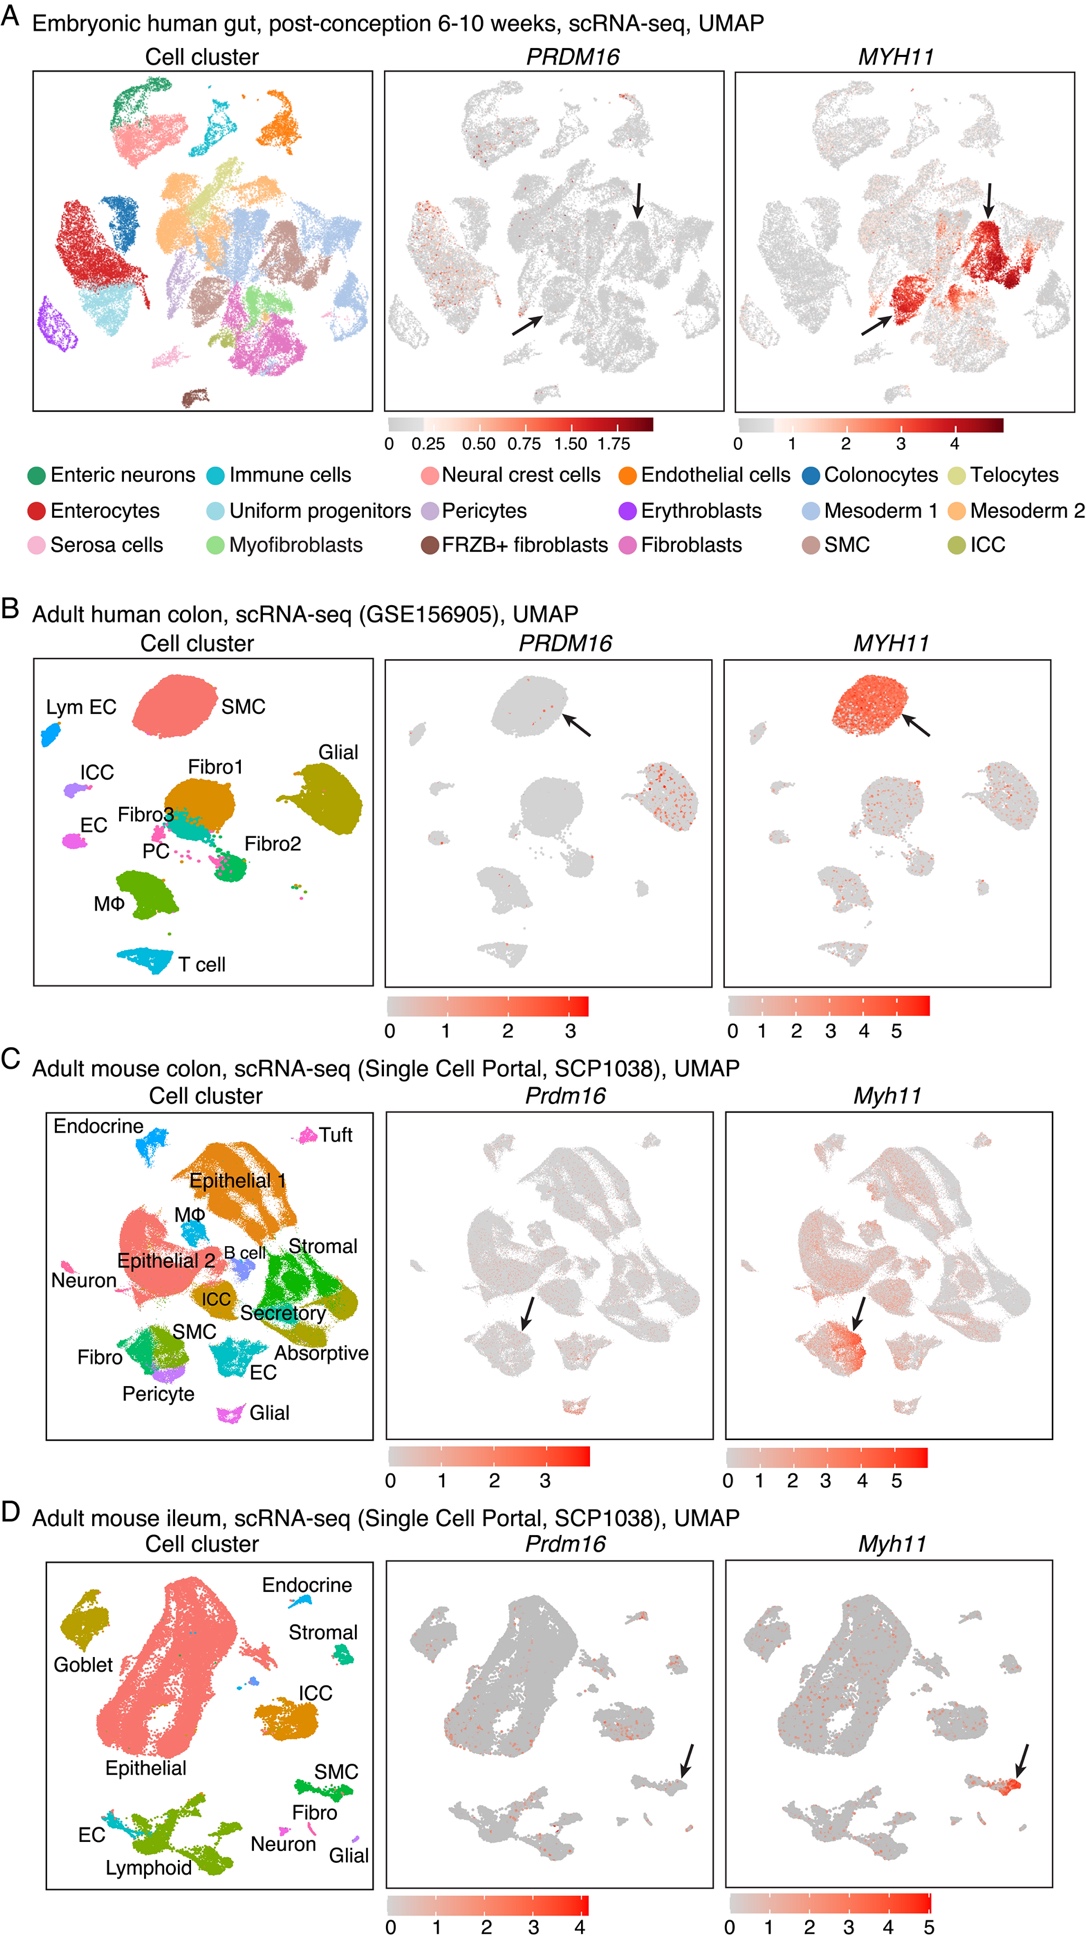

**Online Figure S5. *PRDM16* expression in human and mouse gastrointestinal tissues as revealed by scRNA-seq. (A)** *PRDM16* expression revealed by scRNA-seq of embryonic human gut (post-conception 6-10 weeks), **(B)** adult human colon, **(C)** adult mouse colon and **(D)** ileum tissues. ICC: interstitial cells of Cajal; PC: pericyte; Lym EC: Lymphatic endothelial cell; Fibro: Fibroblast; MΦ: Macrophage. Arrows point to SMC clusters.

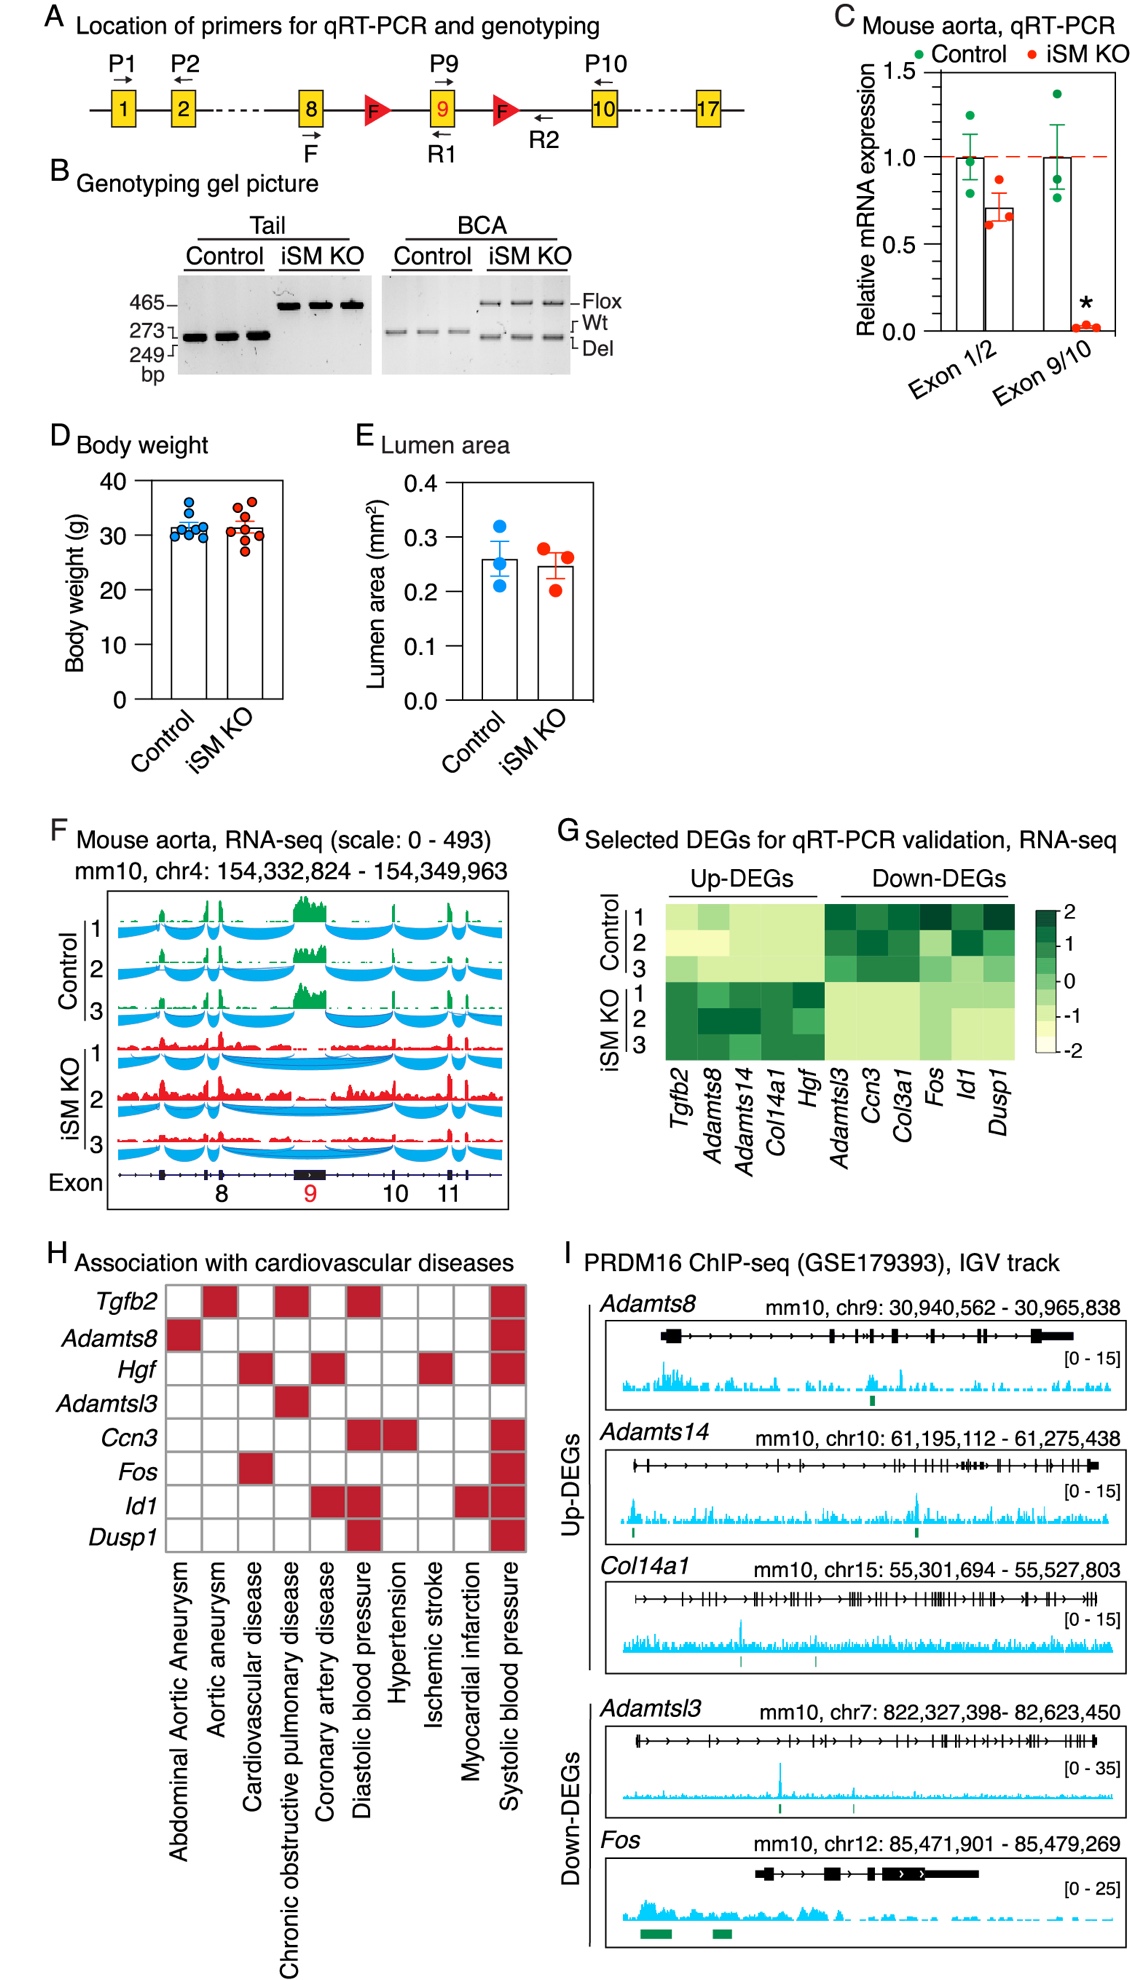

**Online Figure S6. Histological and bulk RNA-seq analyses of aortic tissues from *Prdm16* inducible SMC-specific knockout (iSM KO) mice. (A)** Schematic diagram illustrating the location of primers used for *Prdm16* gene qRT-PCR (P1/P2 for detecting exon 1 and 2, P9 and P10 for detecting exon 9 and 10, respectively) and genotyping (F, R1 and R2). **(B)** Representative agarose gel picture of PCR genotyping using DNA extracted from tail and brachiocephalic artery (BCA) as the template. **(C)** qRT-PCR analysis of *Prdm16* expression in aortic tissues of *Prdm16* iSM KO and control mice, using primers across exon 1 and 2, as well as exon 9 and 10 (PCR amplicon is depicted in **“A”**), respectively. Error bars represent mean ± SEM. N=3 for both control and KO mice; *P<0.05; Unpaired Student’s *t* test. **(D)** Body weight of *Prdm16* iSM KO mice and control mice prior to sacrifice. N=8 for both control and KO mice. Error bars represent mean ± SEM. **(E)** Quantification of lumen area for aortic sections of *Prdm16* iSM KO mice and control mice. N=3 for both control and KO group. Error bars represent mean ± SEM. **(F)** Distribution of RNA-seq junction reads surrounding *Prdm16* exon 9 showing dramatic reduction in number of junction reads spanning *Prdm16* exon 8-9, and exon 9-10 in *Prdm16* iSM KO mice as compared to control mice. **(G)** Heatmap showing the up- and down-DEGs that were identified by RNA-seq and selected for qRT-PCR validation. **(H)** Heatmap showing association of the indicated genes with cardiovascular diseases identified by GWAS studies. **(I)** Integrative Genomics Viewer (IGV) visualization of PRDM16 occupancy at selected target gene loci. Green bars indicate the significant PRDM16 ChIP-seq peaks identified by the original study.

Note: All the mice are male mice due to the inducible *Myh11*-CreER^T2^ driver is Y chromosome-linked and restricted to male mice.

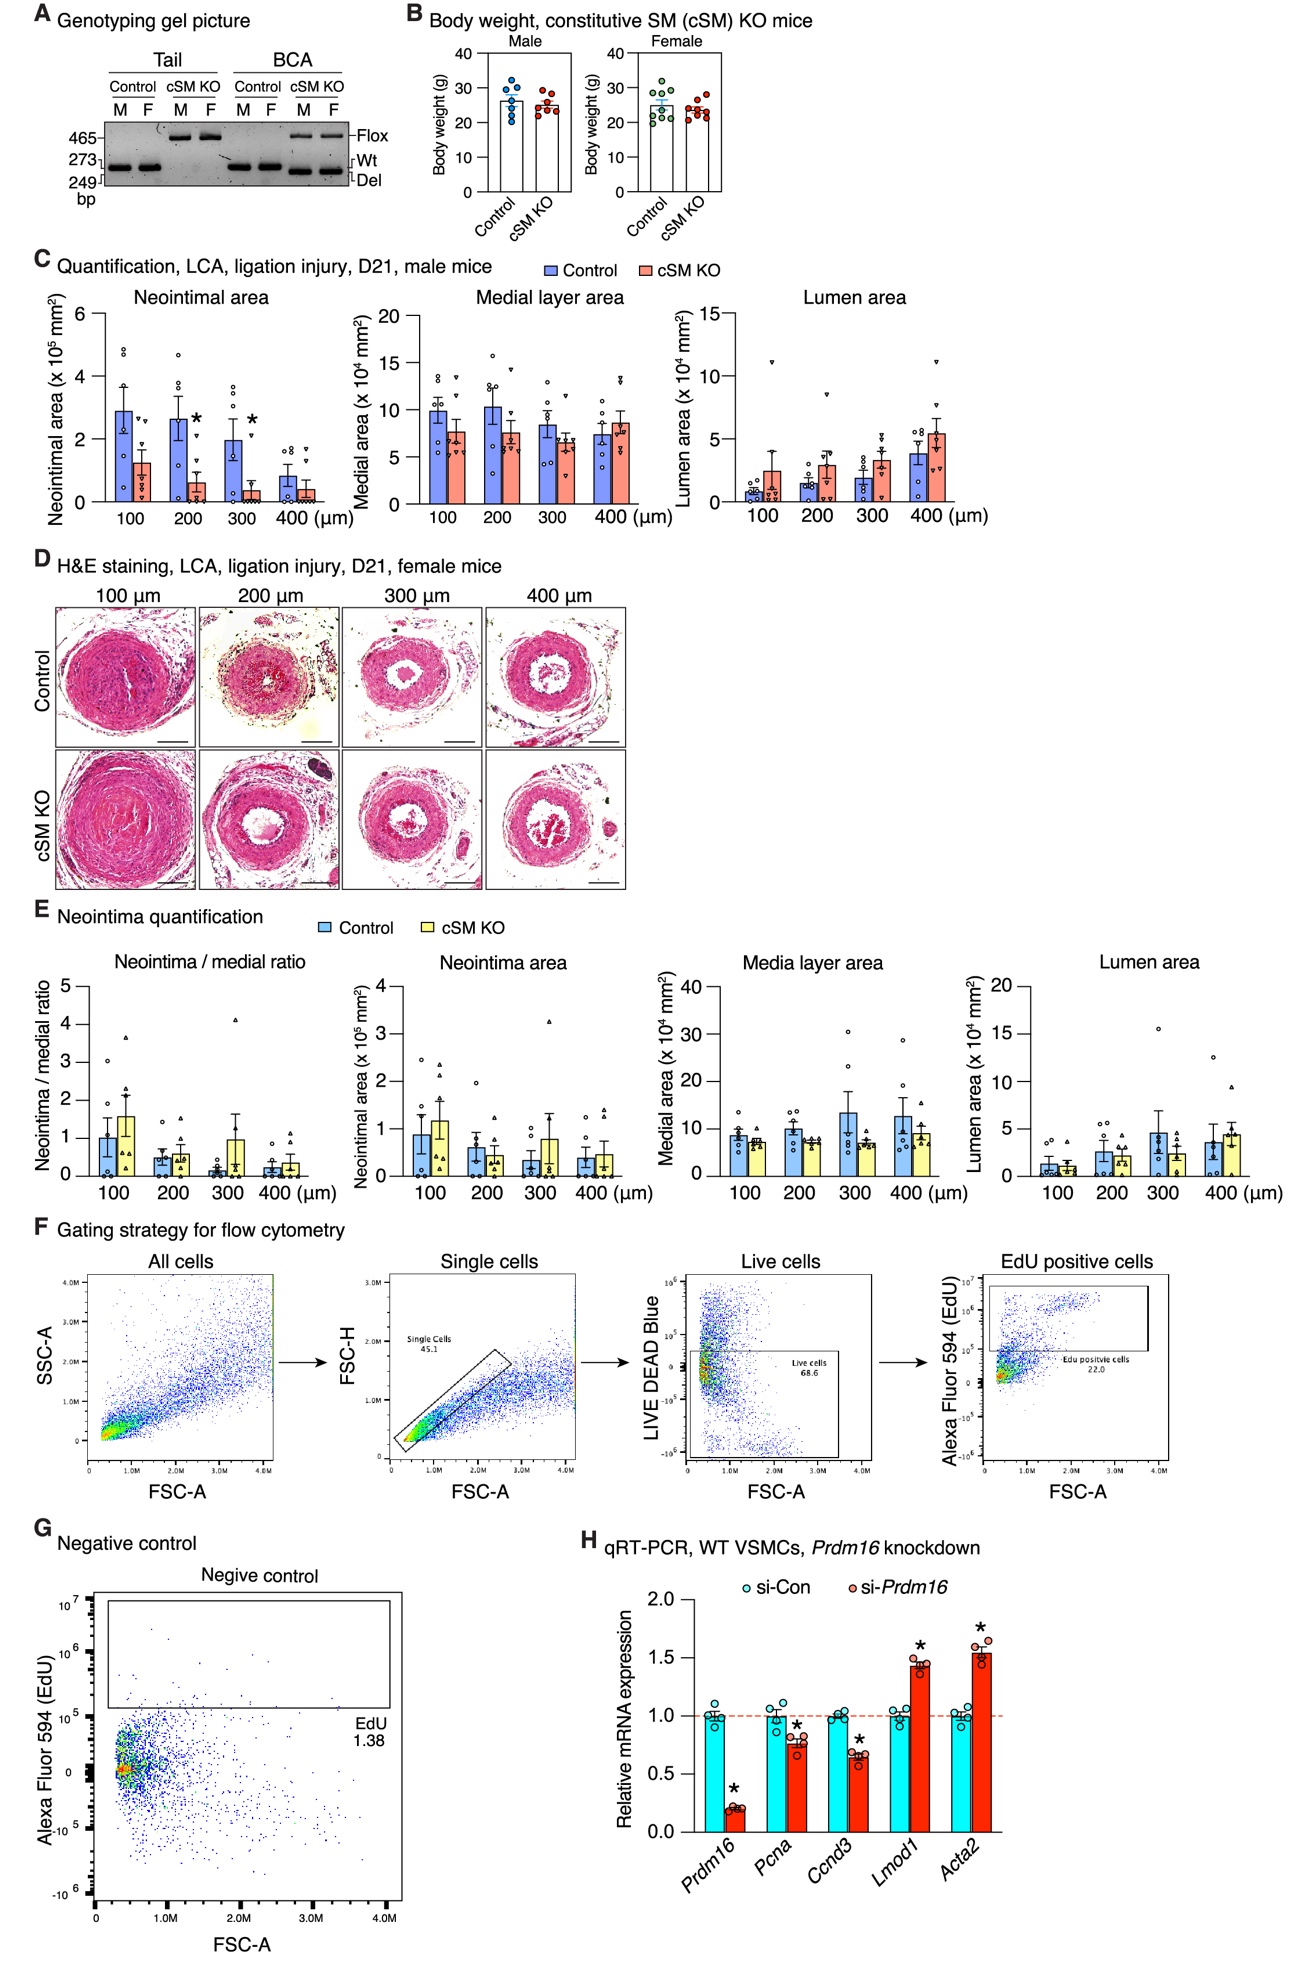

**Online Figure S7. Analysis of ligation-induced neointima formation in the left carotid artery of *Prdm16* constitutive SMC-specific KO (cSM KO) mice. (A)** Representative agarose gel picture of PCR genotyping using DNA extracted from tail and brachiocephalic artery (BCA) as the template. M: male; F: female. **(B)** Body weight of the male (left) and female (right) *Prdm16* cSM KO and control mice at approximately 2 months of age. Error bars represent mean ± SEM. For male mice, N=7 for both control and KO group. For female mice, N=9 for control and N=8 for KO group. **(C)** Quantification of neointimal area (left), medial layer area (middle) and lumen area (right) at four positions from the reference point in the injured left carotid artery (LCA) of male mice. Error bars represent mean ± SEM. N=6 for control and N=7 for KO group; *P<0.05; Unpaired Student’s *t* test. **(D)** Hematoxylin & eosin (H&E) staining of LCA of control and constitutive SM *Prdm16* KO female mice 21 days (D21) post ligation injury. Scale bar: 100 μm. **(E)** Quantification of the neointima-to-media layer ratio, neointimal area, medial layer area and lumen area at four positions from the reference point in the injured LCA of female mice. Error bars represent mean ± SEM. N=6 for both control and KO group. **(F)** Gating strategy for flow cytometry analysis. **(G)** Representative flow plot of EdU^+^ cells from a negative control sample without EdU incubation. **(H)** qRT-PCR analysis of VSMCs isolated from WT mice 48 hours after siRNA-mediated knockdown of *Prdm16* (si-*Prdm16*) or scrambled control (si-Con). Error bars represent mean ± SEM. N=4 for both control and *Prdm16* knockdown group; *P<0.05; unpaired Student’s *t* test.

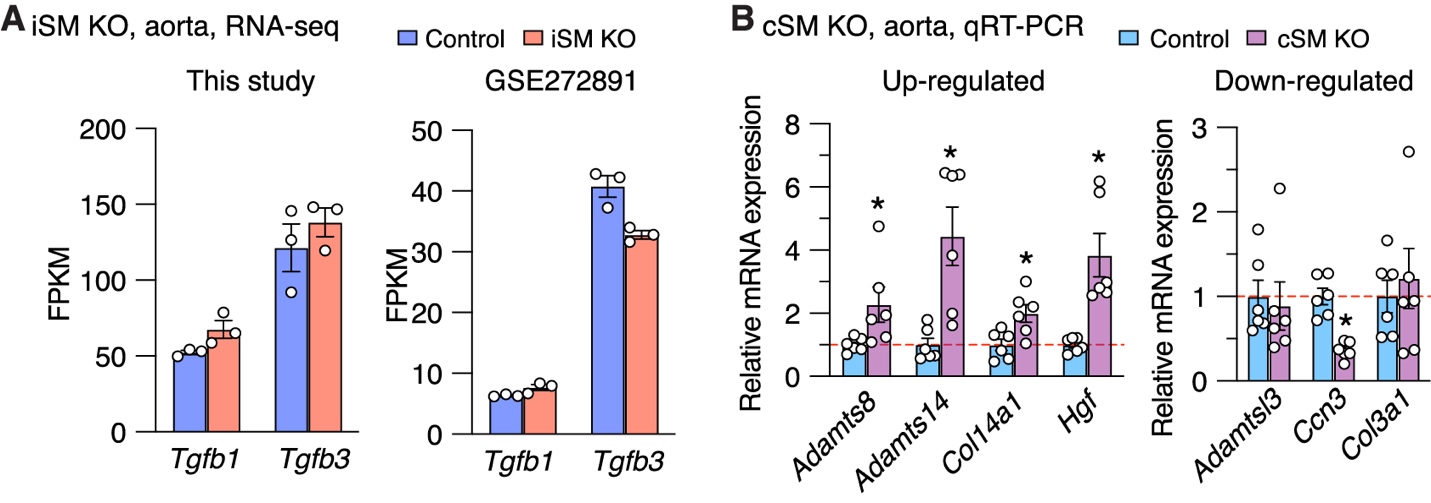

**Online Figure S8. *Tgfb1* and *Tgfb3* expression in aortas of *Prdm16* SMC-specific KO mice. (A)** *Tgfb1* and *Tgfb3* expression in aortas from *Prdm16* inducible SMC-specific KO (iSM KO) mice by bulk RNA-seq analysis from this study (left) and a previous study (right). Error bars represent mean ± SEM. N=3 for both control and KO group. **(B)** qRT-PCR analysis of selected dysregulated genes in aortas of *Prdm16* constitutive SMC-specific KO (cSM KO) and control mice. These dysregulated genes were identified by RNA-seq in *Prdm16* iSM KO mice. Error bars represent mean ± SEM. N=6 for both control and KO group; *P<0.05; unpaired Student’s *t* test.

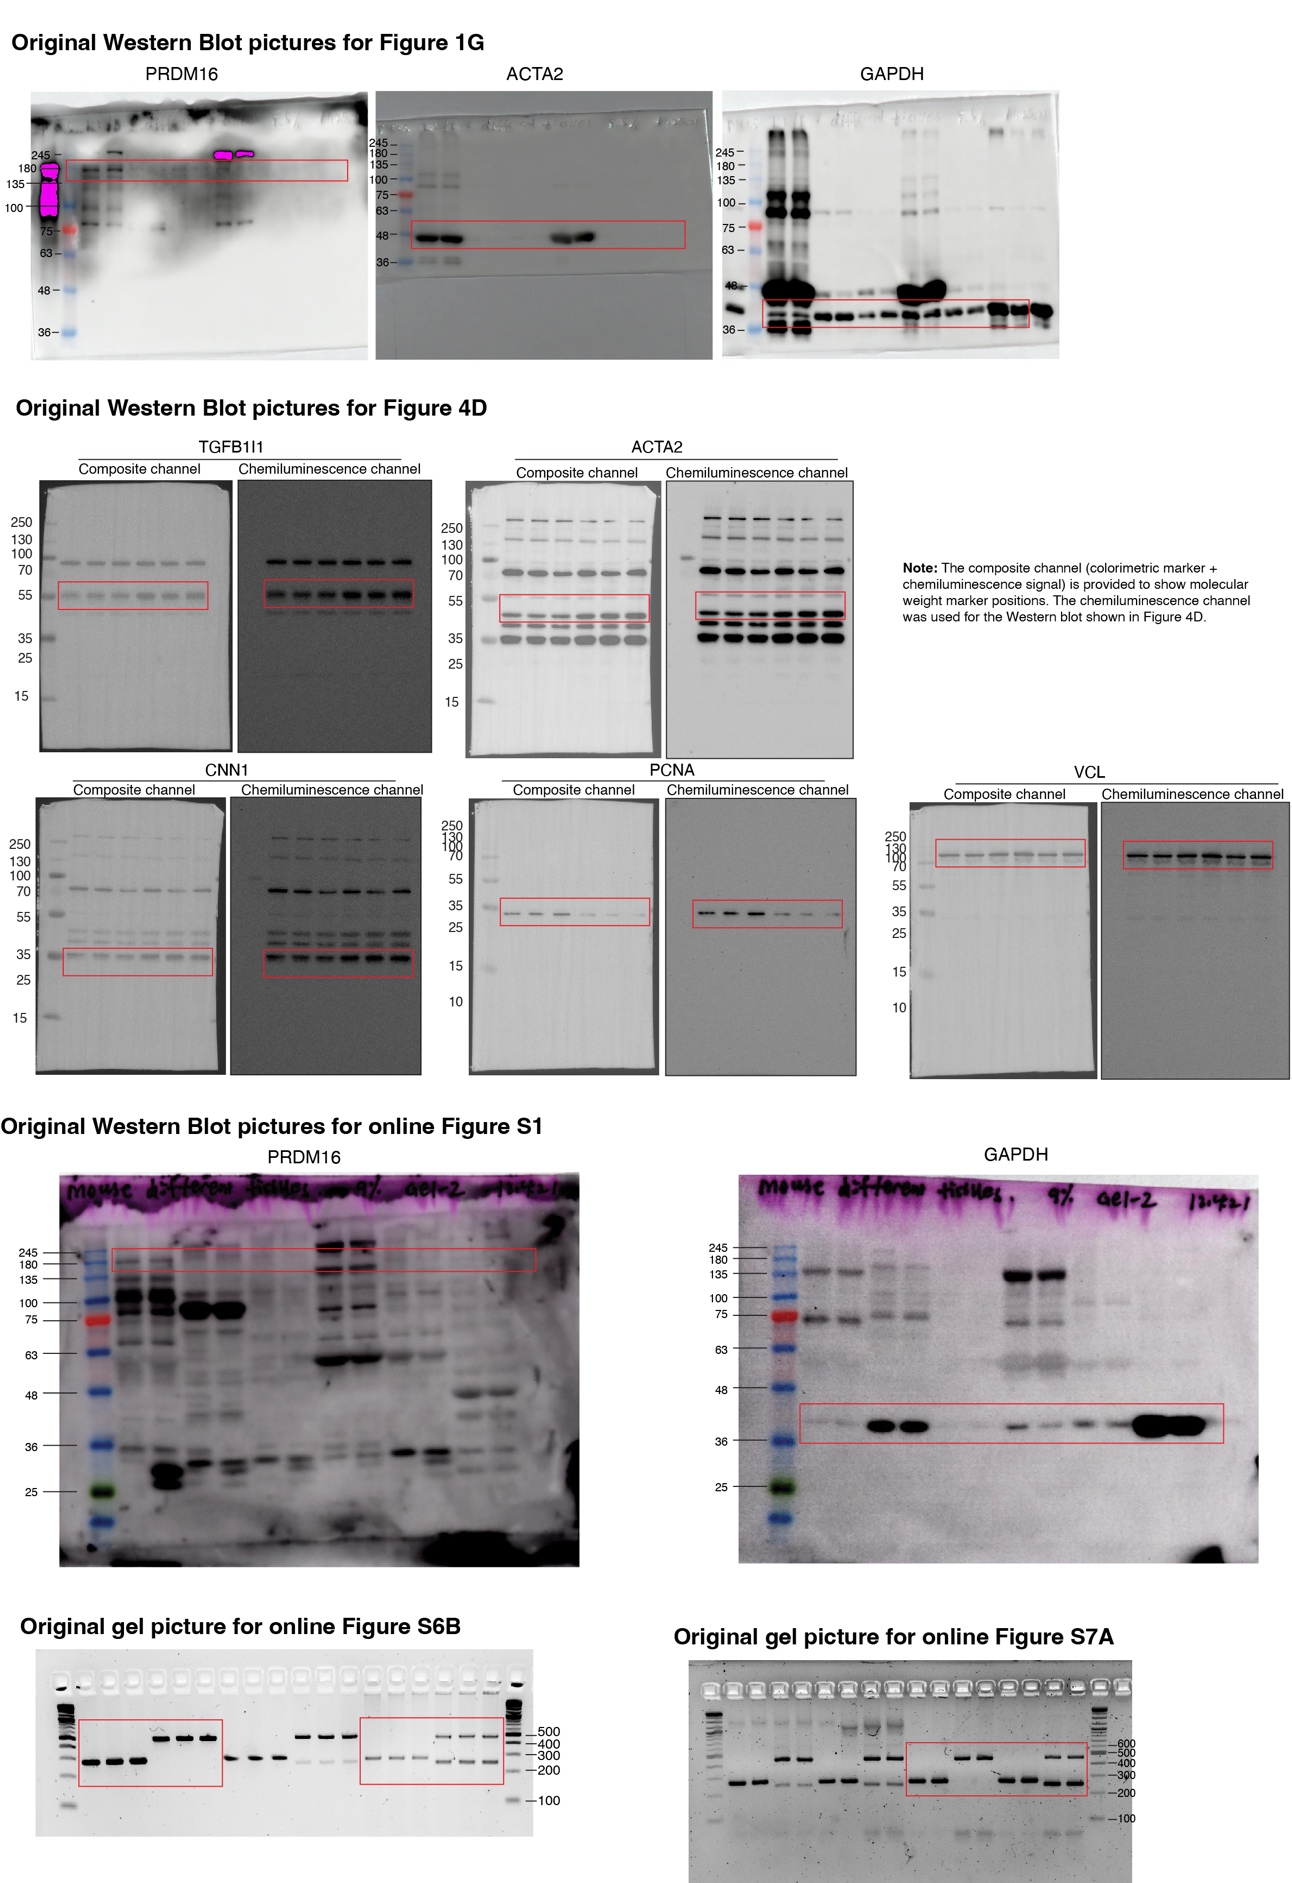

**Online Figure S9. Uncropped original Western blots and gel pictures**

How the deposited data were processed for this re-analysis (not part of the article)

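The measurements are bulk RNA-seq counts of aortas from 3 Prdm16 iSM KO and 3 control male mice. The authors prepared libraries after depletion of ribosomal RNA, sequenced paired-end reads and mapped and quantified them against the Ensembl mouse reference (mm10) with Illumina DRAGEN. The values they deposited are estimated counts per gene for each library, with no normalization, rounding or gene filter. How reads that match several genes were shared is not stated in the paper's text, so genes with near-identical copies are uncertain. All deposited columns were matched to a sample by name. The columns of controls 1, 2 and 3 in Online Table S4 hold the values deposited for controls 2, 3 and 1, for 517 of 517 genes in each, and the deposited numbers are used throughout.

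Counts were rounded to whole numbers. Genes with a count over 10 in all samples of at least 1 group were kept, as in the paper's methods. Depth ranged from 24911609 to 40460467 counts per library, and confidence intervals of shares cover counting error only. Differences were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, glmQLFit and glmQLFTest, all 6 libraries, no covariates) with Benjamini-Hochberg adjustment. Genes with an FDR under 0.05 and an absolute log2 fold change over 1 are called changed, the paper's threshold. Gene lists were tested with camera in limma 3.58.1. Gene positions come from GENCODE release M21 on GRCm38 and covered 16542 of the 16565 tested genes. Near-identical copies were found by comparing the longest transcripts of tested genes with blastn 2.17.0, with at least 95% identity over at least 100 bp. Permutation and Fisher tests used SciPy 1.17.1.

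The genes named are those that the paper's text and Figs. 2F and 2J name, its culture markers, the 5 genes with the smallest adjusted p-value in each direction, members of a discussed list past the threshold, and Eno1, Eno1b, Ndufs5 and Ndufs5-ps, which were noticed in Online Table S4. This rule, the edgeR tests, the principal component analysis, the camera tests of the lists, the test of genes within 20 Mb of Prdm16, the counts of genes with a listed peak or trait, and the alternatives other than those described as chosen later were set before the data were examined. Other tests were added afterwards, among them the promoter shares, the comparison of traits between higher and lower genes and the tests of explanations in the closing section, some of the last before their own results were seen. Genes named outside the rule were chosen after their values were seen, apart from copies named for their sequence. The 22 lists are of BMP and TGF-β ligands, receptors and SMADs, antagonists, BMP targets, TGF-β targets, the Notch pathway, immediate early genes, collagens, the Adamts family, cartilage matrix, proliferation and smooth muscle contraction, and of markers of adipocytes, brown adipocytes, cardiomyocytes, skeletal muscle, endothelial cells, fibroblasts, macrophages, T cells, B cells and Schwann cells. They were written after Online Table S4 had been read.

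The alternatives were DESeq2 1.42.0, limma-voom, DESeq2's size factors in edgeR, no filter on low counts, edgeR's filterByExpr, the replicate number as a block, each library left out in turn, a test against a fold change of 2, other settings of the principal component analysis, other windows around Prdm16, the test around Prdm16 without Prdm16 itself, which was chosen after seeing the data, and fry or an estimated correlation for the lists. On 3 sets of simulated counts with 200 changed genes, the share of changed genes recovered was 90.2% with edgeR, 90.9% with DESeq2 and 89.7% with limma-voom. The share of genes past the FDR that were not changed was 11.0%, 18.6% and 9.96%, above the nominal 5% for each tool. Genes called by the FDR alone may therefore hold more false calls than it states. The share among genes that also have a fold change over 2 was not measured. Pairs of libraries were compared by chi-square tests of their counts, and no pair differed by as little as sampling noise.

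A further result is not reported here. Exon 9, splicing and reads of other experiments in the paper were not analysed here. Members of GO and KEGG terms, and peaks and traits of genes outside Online Table S4, were not used here. Disease categories of the traits were not counted, since trait entries are shortened in the copy of the table used here.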

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

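The test of genes within 20 Mb of Prdm16 and the camera tests of the lists were set before the data were examined. So were the alternatives not described as chosen later. Of the other tests in this part, that of near-identical copies near Prdm16 was chosen before its result was seen, and the rest after. The paper does not report on the genes below as groups.

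Within 20 Mb of Prdm16 on chromosome 4, 21 of 263 tested genes were changed (7.98%), against 440 of 16279 elsewhere (2.70%; Fisher's exact test, two-sided, p = 1.60e-05). The pattern had been noticed in Online Table S4 before the counts were read. Of the 21 genes, 6 were higher and 15 lower. Of 51 other runs of as many neighbouring genes, 0 held as many, and the highest held 17, which argues against chance placement. The 21 genes include Prdm16, the gene under test. Without it, a setting chosen after seeing the data, 20 of 262 near genes were changed (Fisher's exact test, p = 4.66e-05), still more than 17. Reads shared with near-identical copies could account for part or all of the excess. Without the genes that have a copy, 12 of 221 near genes and 409 of 13941 others were changed (Fisher's exact test, p = 0.0423). The same exact test, added after that result was seen, gave p = 0.0330 within 10 Mb and p = 0.0797 within 30 Mb. Without Prdm16 as well, 11 of 220 near genes were changed (odds ratio 1.74, exact p = 0.103), and the exact p was 0.0995 within 10 Mb and 0.148 within 30 Mb. No window then passes 0.05, but fewer genes enter these tests, so whether an excess remains cannot be told from these values. Of the near genes with a copy, 9 of 42 were changed, against 31 of 2338 genes with a copy elsewhere, so having a copy did not by itself go with more changed genes. The KO mice were homozygous for the floxed allele and the controls for the wild-type allele. Any strain variant inherited with the floxed allele would thus differ between the groups as Prdm16 does. No sequence was examined, and the paper states that all its strains were kept on the same background. Of the 21 genes, 23.8% carried a listed PRDM16 peak, against 52.8% of the other changed genes in the table (Fisher's exact test, p = 0.0125), and without Prdm16 4 of 20 did (exact p = 0.00504). Such strain variants, if present, and the loss of Prdm16 cannot be told apart, because all KO mice and none of the controls carry the floxed allele.

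Eno1, on chromosome 4 at 150236721, was lower (log2 fold change -1.16), and Eno1b on chromosome 18, which is 99.5% identical over 1652 bp, was higher (1.75). The sum over both genes was 182 ± 36.2 CPM in controls and 198 ± 14.4 CPM in iSM KO (SD, n = 3), a log2 ratio of 0.12 (exact permutation test, two-sided, p = 0.6, where 0.1 is the smallest that 3 against 3 allow). Gm4735, which is also near-identical to part of both genes, was not included in the sum. Eno1b took 22.1% of the sum in controls and 67.9% in iSM KO. A candidate explanation is that reads moved between the copies with no change of expression. Ndufs5, on chromosome 4 at 123712710, was lower (-1.73) and Ndufs5-ps on chromosome 16 higher (3.92), and the copy took 3.11% of the sum in controls and 61.1% in iSM KO. Here the log2 ratio of the sums was -0.41, with no overlap between the groups (exact permutation test, p = 0.1). Reads moving between this gene and this copy alone thus do not account for the whole change. Copies were searched only among the tested genes, so reads moving elsewhere are not excluded. A change of expression remains open for that part.

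The adipocyte markers had a median log2 fold change of -3.30 over 14 tested genes (camera FDR = 1.80e-05), with 13 of 14 lower. Of these markers, 13 are in Online Table S4 and 13 were over 1 CPM in control aortas. The list did not pass with fry (FDR = 0.145). The most abundant, Plin4, did not pass the threshold (0.082), and Fabp4 fell from 42.3 ± 19.4 to 6.54 ± 1.23 CPM (SD, n = 3). The median was -2.19 without Control replicate 2. An equal fall in all cells other than smooth muscle cells would lower other markers alike, if smooth muscle cells do not express them. The adipocyte median differed by -2.68 from that of 32 markers of endothelial cells, fibroblasts and macrophages. A permutation test over genes, which are not independent replicates, gave p = 2e-05, the smallest it can give. The authors stripped the adventitial layer before extracting RNA, and uneven removal is not covered by this comparison. Differing amounts of fat around the aortas may account for the pattern: 12 of the 14 genes put the 3 controls in one order, the most frequent one, where chance gives 16.7% for a given order, though the genes are not independent of each other. Whether the KO mice carried less fat tissue through dissection or through loss of Prdm16 was not tested. The brown adipocyte markers were lower as well (median -1.89 over 4 genes, camera FDR = 0.0332; fry FDR = 0.136), with a median of -0.95 without Control replicate 3. That list was not past the threshold without Control replicate 2 (FDR = 0.0529), Control replicate 3 (FDR = 0.0612) or iSM KO replicate 3 (FDR = 0.0608).

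The lists of endothelial (median -0.67, camera FDR = 0.00431), fibroblast (median -0.65, camera FDR = 9.21e-04) and macrophage markers (median -0.60, camera FDR = 0.00431) were lower in iSM KO. None passed with fry (FDR = 0.289, 0.145 and 0.230), and the endothelial list did not pass without Control replicate 2 (FDR = 0.0973). The macrophage median was -1.44 without iSM KO replicate 3, -0.35 without iSM KO replicate 1 and -0.34 without iSM KO replicate 2. The endothelial median was -1.19 without iSM KO replicate 3 and -0.39 without iSM KO replicate 1, and the fibroblast median was -0.43 without Control replicate 1. Of the genes of these lists 2, both fibroblast markers, are in Online Table S4. No explanation was tested for these lists.

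The cardiomyocyte list was called higher (camera FDR = 0.0332; fry FDR = 0.00351) although its median over 10 genes was 0.049, because Tnnt2, Sln and Mybpc3 rose. Sln had 0 or 1 counts in each control, and its rise is a lower bound of 2.45 on the log2 scale. Mybpc3 reached 1.40 ± 0.52 CPM (SD, n = 3) and passed the threshold in 3 of 6 fits that each left out 1 library. The list was not past the threshold without Control replicate 2 (FDR = 0.0973) or Control replicate 3 (FDR = 0.0828). Heart tissue carried along would bring all abundant heart transcripts, but the median log2 fold change of Myh6, Actc1, Tnni3 and Tnnc1 was -1.03, and Myh6 was at 0.54 CPM in iSM KO against 718 CPM for Tnnt2. Regulation in the vessel wall stays open and was not tested.

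Cartilage matrix genes were lower (median -0.89 over 16 genes, camera FDR = 8.01e-04; fry FDR = 0.0190), with 8 past the threshold, all 8 also in Online Table S4. Acan fell from 79.9 ± 6.05 to 33.7 ± 3.75 CPM and Sox9 from 13.2 ± 1.61 to 4.36 ± 0.92 CPM (SD, n = 3). Cartilage carried along with the control aortas would bring cartilage collagen as well, but the median log2 fold change of Col2a1, Col11a2 and Chad was 0.66, and that of Col2a1 was -0.0031 (standard error 0.62). A lower expression in cells of the aorta stays open as a hypothesis. Skeletal muscle genes were lower (median -1.13 over 5 genes, camera FDR = 9.21e-04; fry FDR = 0.00584), through Neb, Klhl41 and Mybpc2, all 3 in Online Table S4, while 5 of the 15 genes of the list passed the filter, and the count of Klhl41 is uncertain, since parts of its transcript are near-identical to several other genes, 116 bp of it to Zfp385c.

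Immediate early genes were lower (median -0.54 over 24 genes, camera FDR = 9.21e-04; fry FDR = 0.285). Without Control replicate 2 the median was -0.17 and the FDR 0.0973, so 1 control library may account for the call. What set that library apart was not tested.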

How the results depend on the processing

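With DESeq2, limma-voom, DESeq2's size factors, filterByExpr, or without the genes near Prdm16, the numbers of higher and lower genes stayed within 1.5 times the edgeR numbers. The test against a fold change of 2 gave 64 higher and 31 lower genes, by its stricter construction. Without a filter, 348 genes were lower. With limma-voom, 421 of 450 changed genes were also changed in the edgeR fit. Across the 6 fits that each left out 1 library, higher genes ranged from 162 to 243, lower genes from 128 to 317 and genes at any fold change from 516 to 1402. The lowest numbers came without iSM KO replicate 2, where 271 of 290 changed genes were shared with all libraries, and fewer samples enter each such fit. The genes of Fig. 2J past the threshold ranged from 6 to 11 and those with a trait from 52 to 73.

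The replicate numbers do not pair the samples, since deviations of same-numbered libraries correlated at -0.132, -0.0454 and -0.107. With the number as a block, 187 genes were higher, 164 lower and 772 past the FDR at any fold change.

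Prdm16, Tgfb2 and the excess near Prdm16 kept their direction and an FDR or p under 0.05 with the other tools, size factors and filters, with the block and with each library left out, and in these fits the excess held 18 to 28 genes within 20 Mb. It held 16 genes within 10 Mb (Fisher's exact test, p = 8.21e-06), 25 within 30 Mb (exact p = 3.17e-04) and 20 within 20 Mb without Prdm16 itself. Without Prdm16 and the genes that have a copy it held 11 and was no longer past 0.05 (exact p = 0.103), with fewer genes tested. These last settings were chosen after seeing the data. The fit without the genes near Prdm16 holds none of these genes. The test against a fold change of 2 was run for the numbers of genes and not for single genes. Tgfb1 passed the FDR at a log2 fold change of 0.35 with DESeq2 and 0.35 without a filter, under the fold change of 2 that the paper's threshold also asks for, and the cause was not tested. The share of component 1 was 53.1% after a variance-stabilizing transformation, 62.8% with the 500 most variable genes, 36.5% with scaled genes, 30.0% without a filter and 46.2% to 53.6% with libraries left out. Of the lists, 4 passed with fry and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05. The Schwann cell list changed direction without Control replicate 2 (FDR = 0.894) and iSM KO replicate 3 (FDR = 0.757), and its FDR ranged from 0.339 to 0.894 with libraries left out. With libraries left out, 8 to 13 lists passed. With libraries left out, Pcna ranged from -0.071 to 0.14, Mki67 from -0.36 to 0.24, Acta2 from -0.24 to 0.038 and Tagln from -0.0088 to 0.20, so their direction is not set by these data. Of the 74 genes followed across settings other than Prdm16, Tgfb1, Tgfb2 and Tgfb3, with Pcna, Mki67, Acta2 and Tagln among them, 43 kept direction and side of the threshold in all settings and 31 did not in at least 1. Among these 74, direction changed only for Pcna, Mki67, Acta2 and Tagln.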

Differences from the paper's values

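The paper's text gives 43 changed genes with a cardiovascular trait, and 82 were found among the changed genes of the edgeR fit. Online Table S4 itself lists a trait for 93 of its 517 genes, 43 of them higher. Of the alternatives set before the data were examined, the fits without Control replicate 3 (60 genes), without iSM KO replicate 1 (60) and without iSM KO replicate 2 (52) came within 1.5 times the paper's number. DESeq2 (93), limma-voom (79), DESeq2's size factors (82), no filter (93), filterByExpr (80), the replicate block (69) and the fits without Control replicate 1 (73), Control replicate 2 (69) and iSM KO replicate 3 (72) did not.

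The paper's text gives 269 higher and 248 lower genes. In the paper's Online Table S4, 248 genes have a positive and 269 a negative log2 fold change. DESeq2 here gave 248 higher and 268 lower genes, and edgeR 232 higher and 229 lower. Fig. 2F labels Cnn3 among the lower genes, where its log2 fold change here was 0.42 (FDR = 0.0108). Ccn3, which Fig. 2J shows, was lower.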

Other observations

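In this part, the tests of library size, GC content, gene length and dominant genes were chosen before their results were seen, and the split of the samples and the BMP test after.

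Of the 10 splits of the 6 samples into 3 and 3, only 1, the real one, gave as many as 461 changed genes. The other 9 gave 0, with 264 to 972 genes at an unadjusted p under 0.05, against 3668 in the real split. With 10 splits the share cannot go under 0.1, so this alone does not exclude a chance split. After thinning to the smallest library 435 genes were changed (405 of the 461 among them), after removing each library's trend over GC content 463 (435 among them), and after removing the trend over gene length 464 (453 among them), so none of these could be the whole cause of the count. Leaving out Rn7s1, Rn7s2 and Rn7sk gave 461, a test that decides nothing, since TMM scaling already leaves out such genes.

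The 3 controls differed more among themselves than the 3 iSM KO mice. The chi-square per gene was 48.3 to 71.7 between controls, 12.2 to 19.5 between iSM KO libraries and 52.2 to 82.3 between the groups. The SD of log2 CPM was larger in controls for 65.1% of genes. No explanation was tested.

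Higher counts of BMP antagonist genes such as Chrdl1 and Grem1 could go with lower BMP signalling in iSM KO aortas. The antagonist list tested above is not limited to BMP antagonists. The BMP target list was lower but not past the threshold (FDR = 0.0914), and its FDR ranged from 0.0149 to 0.237 over the fits that each left out 1 library, so this hypothesis stays undecided. Id1 and Id4 were lower (log2 fold changes -1.03 and -0.78), while Smad6 and Smad7 were not past the FDR (-0.14 and 0.0026). Id4, Smad6 and Smad7 were chosen after their values were seen.

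The paper measured proliferation and contractile markers in cultured VSMCs, not in these aortas. In the aortas, Pcna had a log2 fold change of 0.017 (standard error 0.12, FDR = 0.952 from edgeR's quasi-likelihood test), with a count that is uncertain because of the near-identical Pcna-ps2, and Mki67 of -0.11 (standard error 0.30, FDR = 0.868). Acta2, Cnn1, Tagln, Lmod1, Ccnd3 and Tgfb1i1 had log2 fold changes of -0.14, 0.17, 0.12, 0.12, 0.066 and 0.24, none past the FDR. The contractile list was not past the threshold (median 0.12, camera FDR = 0.0568) but passed it in 5 alternatives, at the lowest without iSM KO replicate 3 (FDR = 0.0258). Of its 15 genes, Carmn and Myocd, chosen after their values were seen, had an FDR under 0.05. Both were higher without overlap between the groups, with log2 fold changes of 0.72 and 0.65 (edgeR FDR = 0.00688 and 0.0109). The list did not pass with fry (FDR = 0.183), and the Schwann cell list was not past the threshold (median 0.15, camera FDR = 0.767). The T cell and B cell lists had 2 and 1 tested genes with all libraries and were not tested as lists there. Without Control replicate 3, the T cell list had 3 tested genes and was not past the threshold (camera FDR = 0.0828). Trac and Trbc2 were higher, at 0.82 and 0.71 CPM in iSM KO, and Ighm was lower. Trac passed the threshold in 6 of 6 fits that each left out 1 library, Trbc2 in 1 and Ighm in 2. The other 7 genes of the T cell list, Cd3e, Cd3d, Cd3g, Trbc1, Cd4, Cd8a and Lck, were under the filter on low counts with all libraries, and of these only Cd3e had a higher mean in iSM KO (0.118 against 0.0814 CPM, with overlapping groups). All these genes of the T cell and B cell lists were chosen after their values were seen.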
